# Enhancers of the PAIR4 regulatory module promote distal V_H_ gene recombination at the *Igh* locus

**DOI:** 10.15252/embj.2022112741

**Published:** 2023-06-20

**Authors:** Louisa Hill, Markus Jaritz, Hiromi Tagoh, Karina Schindler, Daniela Kostanova‐Poliakova, Qiong Sun, Tanja A Schwickert, Martin Leeb, Meinrad Busslinger

**Keywords:** CTCF, *Igh* V_H_ gene recombination, novel recombination enhancers, PAIR4 element, Pax5, Chromatin, Transcription & Genomics, Immunology

## Abstract

While extended loop extrusion across the entire *Igh* locus controls V_H_‐DJ_H_ recombination, local regulatory sequences, such as the PAIR elements, may also activate V_H_ gene recombination in pro‐B‐cells. Here, we show that PAIR‐associated V_H_8 genes contain a conserved putative regulatory element (V8E) in their downstream sequences. To investigate the function of PAIR4 and its V8.7E, we deleted 890 kb containing all 14 PAIRs in the *Igh* 5′ region, which reduced distal V_H_ gene recombination over a 100‐kb distance on either side of the deletion. Reconstitution by insertion of PAIR4‐V8.7E strongly activated distal V_H_ gene recombination. PAIR4 alone resulted in lower induction of recombination, indicating that PAIR4 and V8.7E function as one regulatory unit. The pro‐B‐cell‐specific activity of PAIR4 depends on CTCF, as mutation of its CTCF‐binding site led to sustained PAIR4 activity in pre‐B and immature B‐cells and to PAIR4 activation in T‐cells. Notably, insertion of V8.8E was sufficient to activate V_H_ gene recombination. Hence, enhancers of the PAIR4‐V8.7E module and V8.8E element activate distal V_H_ gene recombination and thus contribute to the diversification of the BCR repertoire in the context of loop extrusion.

## Introduction

Humoral immunity to foreign pathogens depends on the generation of a diverse B cell antigen receptor (BCR) repertoire by V(D)J recombination, which assembles the variable regions of immunoglobulin (Ig) genes from variable (V), diversity (D) and joining (J) segments during B cell development (Jhunjhunwala *et al*, 2009; Schatz & Swanson, 2011; Alt *et al*, 2013). The Ig heavy‐chain (*Igh*) locus undergoes D_H_‐J_H_ rearrangements in lymphoid progenitors followed by V_H_‐DJ_H_ recombination in committed pro‐B cells (Jhunjhunwala *et al*, 2009; Alt *et al*, 2013). The *Igh* locus of the mouse is composed of a 0.26‐Mb long 3′ proximal region, containing the D_H_, J_H,_ and C_H_ gene segments, and of a distal 2.44‐Mb long V_H_ gene cluster (Johnston *et al*, 2006; Proudhon *et al*, 2015). Due to the large size of the V_H_ gene cluster, contraction of the entire *Igh* locus is required to juxtapose distantly located V_H_ genes next to the 3′ proximal DJ_H_‐rearranged gene segment, which facilitates V_H_‐DJ_H_ recombination in committed pro‐B cells (Kosak *et al*, 2002; Fuxa *et al*, 2004; Roldán *et al*, 2005; Jhunjhunwala *et al*, 2008; Medvedovic *et al*, 2013). The transcription factor Pax5 is known to regulate *Igh* locus contraction (Fuxa *et al*, 2004) by downregulating the expression of the cohesin‐release factor Wapl in pro‐B cells, which facilitates cohesin‐dependent chromatin loop extrusion across the entire *Igh* locus (Hill *et al*, 2020). Pax5 binding at the *Wapl* promoter recruits the Polycomb repressive complex 2 (PRC2), which leads to a 4‐fold repression of *Wapl* mRNA expression and, consequently, to an increased residence time of cohesin on DNA, thus resulting in the formation of extra‐long chromatin loops (Hill *et al*, 2020). Extended loop extrusion facilitates the convergent alignment of the recombination signal sequences (RSS) of all V_H_ genes with the RSS element of the DJ_H_‐rearranged segment in the 3′ proximal RAG^+^ recombination center prior to RAG‐mediated V_H_‐DJ_H_ recombination (Ji *et al*, 2010; Hill *et al*, 2020; Dai *et al*, 2021; Zhang *et al*, 2022).

Two regulatory elements have so far been shown to control essential aspects of V(D)J recombination at the *Igh* locus. The Eμ enhancer, which is located in the 3′ proximal region of the *Igh* locus, promotes D_H_‐J_H_ recombination in lymphoid progenitors by inducing active chromatin at the D_H_ and J_H_ clusters (Perlot *et al*, 2005; Chakraborty *et al*, 2009) and thereby contributes to the formation of the local RAG^+^ recombination center (Ji *et al*, 2010; Schatz & Ji, 2011). Moreover, two CTCF‐binding sites in the IGCR1 region, which is located between the V_H_ and D_H_ clusters, are essential for controlling the B‐lineage specificity of *Igh* recombination and the temporal order of D_H_‐J_H_ recombination prior to V_H_‐DJ_H_ recombination at the *Igh* locus (Guo *et al*, 2011).

We previously identified the Pax5‐activated intergenic repeat (PAIR) elements, which are dispersed over a 750‐kb region in the distal V_H_ gene cluster (Ebert *et al*, 2011). The 14 PAIR elements are defined by the presence of a highly conserved sequence repeat of 470‐bp length and are frequently associated with a member of the V_H_8 (V_H_3609) gene family (Ebert *et al*, 2011). The PAIR element and its associated V_H_8 gene contain active chromatin in pro‐B cells, suggesting that the two elements may function as a regulatory unit (Ebert *et al*, 2011). In addition, a long noncoding (lnc) RNA is transcribed from a promoter in the PAIR element (Ebert *et al*, 2011). PAIR4 and PAIR6 were subsequently identified as the most active PAIR elements as judged by the high transcription of their lncRNAs in pro‐B cells (Verma‐Gaur *et al*, 2012; Medvedovic *et al*, 2013). The activity of PAIR elements is strictly pro‐B cell‐specific, as their lncRNA is not expressed in pre‐B, immature B or T cells (Ebert *et al*, 2011). The transcription factors Pax5, E2A, CTCF, and YY1 are known to bind to PAIR elements (Ebert *et al*, 2011; Medvedovic *et al*, 2013). While the lncRNA expression from the promoters of PAIR4 and PAIR6 is lost in YY1‐deficient pro‐B cells (Verma‐Gaur *et al*, 2012; Medvedovic *et al*, 2013), it is increased upon downregulation of the CTCF protein (Degner *et al*, 2011). However, no genetic analysis has yet been performed to decipher the role of PAIR elements in the regulation of V_H_ gene recombination.

Here, we have analyzed the function of PAIR4 and its associated V_H_8‐7 gene by detailed genetic analysis. Mapping of open chromatin localized the putative regulatory element in the V_H_8‐7 gene region immediately downstream of the RSS sequence. We therefore refer to this element as the V_H_8‐7‐associated enhancer (V8.7E). Moreover, the presence of open chromatin downstream of the RSS element was identified as a specific feature of members of the V_H_8 gene family. Due to the high conservation of the PAIR sequences, we first eliminated all 14 PAIRs by deleting an 890‐kb long region in the distal V_H_ gene cluster, followed by insertion of different PAIR4 constructs at the deletion point. While the 890‐kb deletion resulted in reduced recombination of distal V_H_ genes over a 100‐kb distance on either side of the deletion point, the insertion of PAIR4 together with V8.7E strongly activated distal V_H_ gene recombination in pro‐B cells. Reconstitution with PAIR4 alone resulted in lower activation of V_H_ gene recombination, indicating that PAIR4 and V8.7E function as one regulatory unit. Pax5 contributed to the PAIR4 function as mutation of the Pax5‐binding site in PAIR4 resulted in decreased expression of the PAIR4‐derived transcript and reduced activation of V_H_ gene recombination. Notably, the pro‐B cell‐specific activity of PAIR4 was critically dependent on CTCF, as mutation of its CTCF‐binding site resulted in sustained PAIR4 activity in pre‐B and immature B cells as well as in the activation of PAIR4‐derived transcription in T cells. In summary, these data demonstrate that the enhancers of the PAIR4‐V8.7E module activate V_H_ gene recombination in the distal V_H_ gene region, which further contributes to the diversification of the BCR repertoire in the context of chromatin loop extrusion.

## Results

### Activation of PAIR4, PAIR6, and their downstream V_H_8‐associated elements during the BLP‐to‐pro‐B cell transition

To study nascent transcription along the *Igh* locus, we performed total RNA‐sequencing of pro‐B and pre‐B cells that were sorted from the bone marrow of wild‐type mice. This analysis identified abundant transcripts in three regions of the *Igh* locus at the pro‐B cell stage. A high density of transcripts was detected in the Iμ‐Cμ region downstream of the Eμ enhancer (Fig 1A). The two other regions with strong transcription corresponded to the lncRNAs that originate from the PAIR4 and PAIR6 elements in the 5′ region of the *Igh* locus (Figs 1A and EV1A and B). These two PAIR‐associated transcripts were, however, already lost at the next developmental stage in pre‐B cells (Fig 1A). Hence, only these two of the 14 PAIR elements exhibited strong transcriptional activity in pro‐B cells (Fig 1A) in agreement with previous reports (Verma‐Gaur *et al*, 2012; Medvedovic *et al*, 2013). Consistent with this finding, both PAIR4 and PAIR6 contained the active histone marks H3K4me2, H3K4me3, and H3K27ac and were bound by Pax5, E2A, YY1, CTCF, and cohesin (Rad21) in pro‐B cells (Ebert *et al*, 2011; Figs 1B and EV1A and B). Active chromatin (H3K4me2 and H3K27ac) was also present at the adjacent V_H_8‐7 and V_H_8‐x genes downstream of PAIR4 and PAIR6, respectively, while the active promoter mark H3K4me3 was absent in pro‐B cells in agreement with the lack of nascent transcripts at these two V_H_ genes (Figs 1B and EV1A and B). Mapping of open chromatin by ATAC‐sequencing (Buenrostro *et al*, 2013) revealed that the putative regulatory element in the V_H_8‐7 and V_H_8‐x gene regions was located downstream of the RSS sequences of these V_H_ genes (Figs 1B and EV1A and B). Importantly, open chromatin could not be detected at the two PAIR and V_H_8‐associated elements in the majority of B‐cell‐biased lymphoid progenitors (Pax5^−^ BLPs), whereas open chromatin was already induced in the small fraction of Pax5^+^ BLPs (Fig EV1A and B). Hence, we conclude that PAIR4, PAIR6, and their downstream V_H_8‐associated elements are activated in the transition from BLPs to committed pro‐B cells.

**Figure 1:**
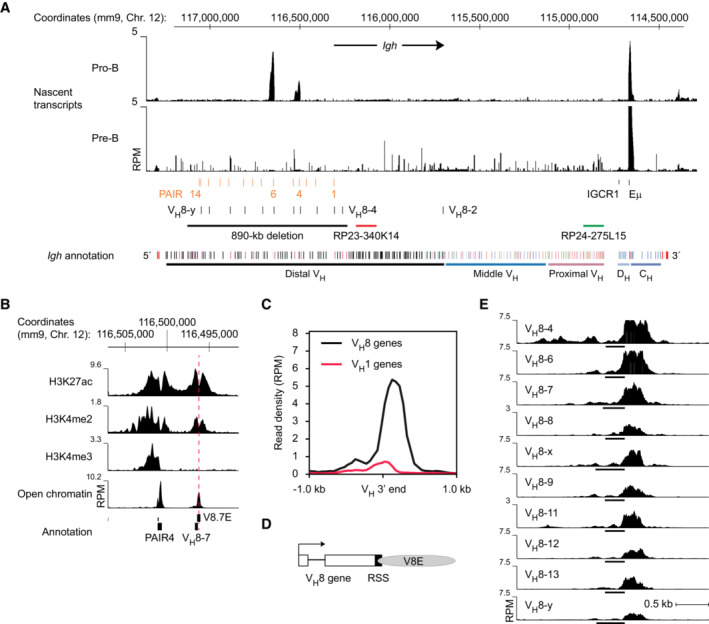
Identification of the V8E elements as a new class of potential regulatory elements in the distal V_H_ gene region of the *Igh* locus Mapping of total transcripts at the *Igh* locus in ex vivo sorted pro‐B and pre‐B cells. Total RNA was sequenced, as described in Materials and Methods, and plotted as reads per million mapped sequence reads (RPM). The locations of the PAIR elements, V_H_8 genes, IGCR1 sequence, and Eμ enhancer are shown together with the positions of the bacterial artificial chromosomes (BACs) RP23‐340K14 and RP24‐275L15 used as DNA‐FISH probes. The annotation of the C57BL/6 *Igh* locus indicates the distinct V_H_ gene families (different colors) in the distal, middle, and proximal V_H_ gene regions (Johnston *et al*, 2006), the D_H_ (light blue) and C_H_ (blue) elements, as well as the 3′RR enhancers (red) in the 3′ proximal *Igh* domain, together with the mm9 genomic coordinates of mouse chromosome 12. A black line indicates the extent of the 890‐kb deletion present in the *Igh* ^∆890^ allele.Presence of active histone marks and open chromatin at PAIR4 and the V8.7E element located immediately downstream of the V_H_8‐7 gene in pro‐B cells. *Ex vivo* sorted pro‐B cells were used for determining open chromatin by ATAC‐seq and short‐term cultured pro‐B cells for ChIP‐seq analysis of the indicated histone marks with modification‐specific antibodies. The peak of open chromatin at the V8.7E element is indicated by a dashed line.Specific presence of an open chromatin peak downstream of members of the V_H_8 gene family. The density of cumulative ATAC‐seq reads located downstream of members of the V_H_8 and V_H_1 gene families is shown. The 3′ end of the V_H_ genes was used as a reference point for sequence alignment.Schematic diagram of a V_H_8 gene with its RSS sequence and downstream V8E element. Gray shading indicates the extent of the ATAC‐seq peak present at the V8E element.Identification of different V8E elements by their open chromatin peaks that are located downstream of individual V_H_8 genes (indicated by black lines). As the previously identified V_H_3609.8pg.160 and V_H_3609.14pg.181 genes (Johnston *et al*, 2006) were not mapped in the mouse mm9 or mm10 genomes, we refer to these PAIR6‐ and PAIR13‐associated genes as V_H_8‐x and V_H_8‐y, respectively. These genes have the following coordinates: V_H_8‐x gene – chr12:116642631‐116643076 (mm9) or chr12:115404420‐115404865 (mm10); V_H_8‐y gene – chr12:117046639‐117047071 (mm9) or chr12:115808428‐115808860 (mm10).

**Figure EV1:**
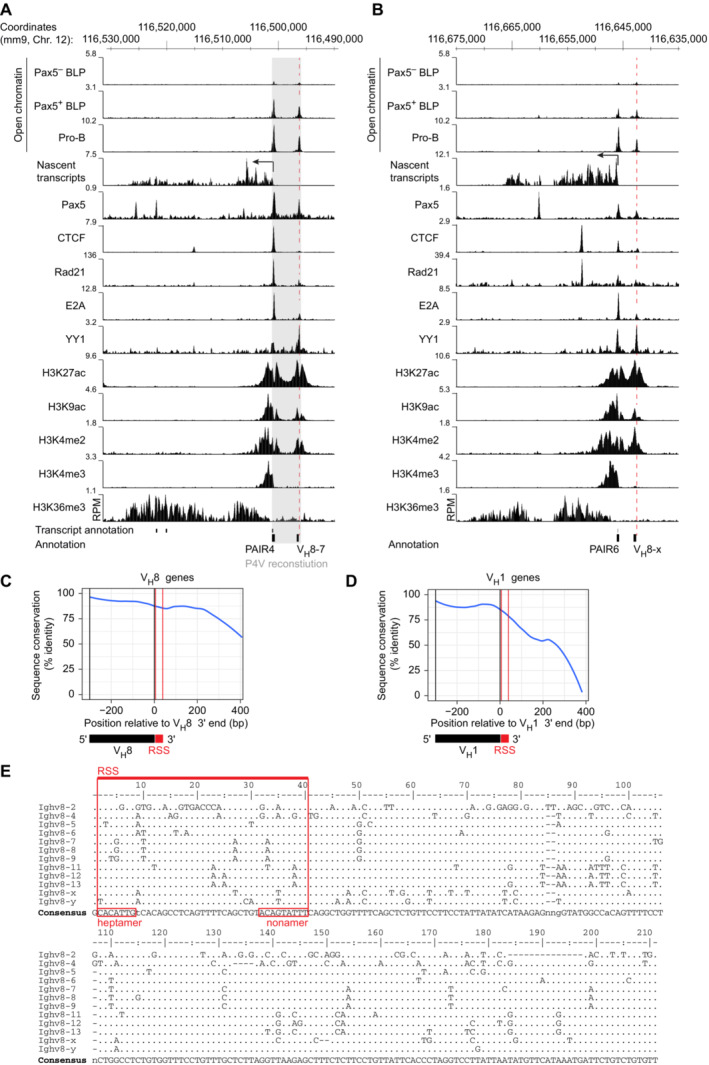
Characterization of the PAIR4, PAIR6, and V8E elements A, B
Presence of active histone marks, transcription factor binding, open chromatin, and transcription in the PAIR4 (A) and PAIR6 (B) regions at the pro‐B cell stage. Open chromatin was furthermore mapped by ATAC‐seq in hCD2^−^ (Pax5^−^) and hCD2^+^ (Pax5^+^) BLPs that were sorted from the bone marrow of *Pax5* ^ihCd2/ihCd2^ mice (Fuxa & Busslinger, 2007; Hill *et al*, 2020). The RPM scales for displaying the open chromatin peaks in BLPs and pro‐B cells were adjusted to show equal densities of the open chromatin peaks present at a gene‐dense genomic region, including the ubiquitously expressed *Tbp* locus. The location of PAIR4, PAIR6, and their associated V_H_8 genes are shown together with the exons of the PAIR4‐derived lncRNA (RIKEN clone CJ056205; below) and the mm9 genomic coordinates of mouse chromosome 12 (above). As the previously identified V_H_3609.8pg.160 (Johnston *et al*, 2006) was not mapped in the mouse mm9 or mm10 genome, we refer to this PAIR6‐associated gene as V_H_8‐x. The coordinates for the V_H_8‐x gene are chr12:116642631‐116643076 (mm9) or chr12:115404420–115,404,865 (mm10). Gray overlay indicates the DNA sequences of the PAIR4‐V8.7E module that were inserted with the Floxin method at the deletion point of the *Igh* ^∆890^ allele to generate the *Igh* ^P4V^ allele (Fig 3A). RPM, reads per million mapped sequence reads.C, D
Sequence conservation of the aligned V_H_8 (C) and V_H_1 (D) gene regions and their 3′ flanking sequences (~400 bp). The line denotes the LOESS‐smoothed position‐wise maximum sequence identity across the multiple sequence alignments. The coding sequences of the V_H_ genes are indicated together with the recombination signal sequences (RSS).E
Sequence alignment of the ~200‐bp conserved region downstream of the 3′ end of the V_H_8 genes. Dots indicate identical nucleotides relative to the consensus sequence shown below. Nonidentical nucleotides are shown by their respective letters (C, G, T, and A). Gaps in the alignment are indicated by dashes. Numbers refer to the positions downstream of the V_H_8 3′ end.

Among all V_H_ genes, the members of the V_H_8 gene family predominantly contain active histone marks at a relatively high level in pro‐B cells (Malin *et al*, 2010). Moreover, 11 of the 14 PAIR elements are associated with a member of the V_H_8 gene family (Ebert *et al*, 2011), raising the question whether open chromatin peaks are located downstream of most of these genes. Cumulative analysis of the ATAC‐seq reads at all V_H_8 (V_H_3609) and V_H_1 (V_H_J558) genes present in the distal V_H_ gene cluster revealed that open chromatin was specifically present downstream of the V_H_8 genes in contrast to the V_H_1 genes (Fig 1C and D). Moreover, the analysis of individual V_H_8 genes confirmed the presence of open chromatin peaks downstream of most of these genes, although there was some variation in read density of these peaks (Fig 1E). Notably, the downstream sequences of the V_H_8 genes were strongly conserved, contrary to the respective sequences of the V_H_1 genes (Fig EV1C–E). We refer to these putative regulatory elements (V8E) by the number of their associated V_H_8 gene, and hence the element next to the V_H_8‐7 gene is named as V8.7E.

### An 890‐kb deletion in the *Igh* 5′ region impairs distal V_H_ gene recombination

As the role of PAIR4 and PAIR6 in V_H_‐DJ_H_ recombination is still unknown, we decided to analyze the function of PAIR4 in detail. Due to the high sequence conservation of the 470‐bp long repeats defining the 14 PAIR elements (Ebert *et al*, 2011), we first deleted all 14 PAIR elements and then reconstituted the deletion by inserting wild‐type and mutant PAIR4 constructs. For this, we deleted an 890‐kb distal *Igh* region, containing 32 functional V_H_ genes in addition to the PAIR elements (Fig 1A), to generate the *Igh* ^∆890^ allele by sequential insertion of *lox*71 and *lox*P sites through ES cell targeting and subsequent Cre‐mediated deletion of the *lox*‐flanked sequences *in vivo* in the mouse (Fig EV2A and Materials and Methods). B cell development was moderately decreased at the pre‐B and immature B cell stage in the bone marrow of *Igh* ^∆890/∆890^ mice compared with control *Igh* ^+/+^ mice, which was likely caused by the observed increase of pro‐B cells in *Igh* ^∆890/∆890^ mice (Fig 2A). This partial B cell developmental arrest is likely brought about by the loss of the 32 functional V_H_ genes, which may reduce the overall frequency of V_H_‐DJ_H_ recombination in *Igh* ^∆890/∆890^ pro‐B cells (see below).

**Figure 2:**
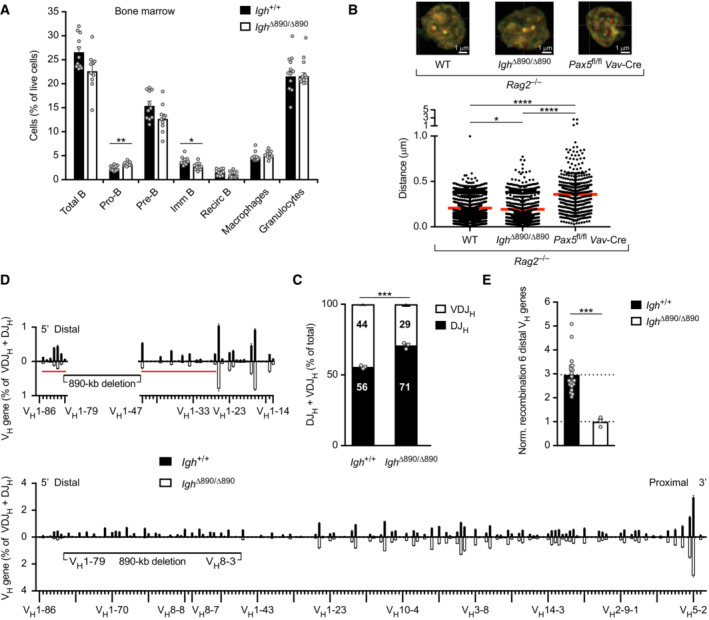
An 890‐kb deletion in the 5′ region of the *Igh* locus impairs adjacent distal V_H_ gene recombination A
B cell development in *Igh* ^∆890/∆890^ mice. The relative frequencies of the indicated cell types were determined by flow cytometric analysis of bone marrow cells from *Igh* ^∆890/∆890^ and *Igh* ^+/+^ mice at the age of 3–4 weeks, indicating a 1.3‐fold increase of pro‐B cells and a moderate decrease at subsequent B cell developmental stages in *Igh* ^∆890/∆890^ mice. Statistical data are shown as a mean value with SEM.B
Two‐color 3D DNA‐FISH analysis of ex vivo sorted pro‐B cells of the indicated genotypes with the RP23‐340K14 (red) and RP24‐275L15 (green) BAC probes (Fig 1A). Representative images are shown above. Dot plots (below) show the distances measured between the two DNA signals in individual *Igh* alleles (2,123 for *Rag2* ^−/−^, 1,514 for *Igh* ^∆890/∆890^ *Rag2* ^−/−^, and 502 for *Vav*‐Cre *Pax5* ^fl/fl^ (*Pax5* ^∆/∆^) *Rag2* ^−/−^ pro‐B cells) together with the mean distance (red bar) and SEM determined for each genotype. In total, four independent DNA‐FISH experiments were performed.C, D
V_H_ gene recombination analysis in ex vivo sorted *Igh* ^∆890/∆890^ and *Igh* ^+/+^ pro‐B cells, as determined by VDJ‐seq experiments (Chovanec *et al*, 2018). (C) The percentages of uniquely identified DJ_H_ and VDJ_H_ sequences are shown as mean percentages with SEM. Each dot corresponds to an independent VDJ‐seq experiment performed with sorted pro‐B cells from one mouse. (D) VDJ‐seq analysis of V_H_ gene rearrangements in *Igh* ^+/+^ pro‐B cells (black, above line) and *Igh* ^∆890/∆890^ pro‐B cells (white bars, below line). The different V_H_ genes (horizontal axis) are aligned according to their position in the *Igh* locus (Dataset EV1). The usage of each V_H_ gene (vertical axis) is shown as a percentage of all VDJ_H_ and DJ_H_ recombination events determined for each pro‐B cell type. The relative frequency of each V_H_ gene is shown as a mean value with SEM and is based on three independent VDJ‐seq experiments for pro‐B cells of each genotype. The enlargement (upper part) highlights the differences in recombination frequency of the V_H_ genes adjacent to the 890‐kb deletion. The red horizontal line indicates the extent of reduced V_H_ gene recombination on either side of the deletion point in *Igh* ^∆890/∆890^ pro‐B cells.E
Normalized recombination frequency of the first six distal V_H_ genes (V_H_1‐85 to V_H_1‐80) in *Igh* ^∆890/∆890^ and *Igh* ^+/+^ pro‐B cells. The average recombination frequency of the six distal V_H_ genes was calculated as mean value with SEM, and the value obtained with *Igh* ^∆890/∆890^ pro‐B cells was set to 1. The average recombination frequency in *Igh* ^+/+^ pro‐B cells was determined based on all VDJ‐seq experiments that were performed in this study with this control pro‐B cell type. The average recombination frequency of each distal V_H_ gene in *Igh* ^∆890/∆890^ and *Igh* ^+/+^ pro‐B cells is shown in Fig EV3C. Data information: Statistical data were analyzed by multiple *t*‐tests (unpaired and two‐tailed with Holm‐Sidak correction; A, C, E) or one‐way ANOVA (Tukey *post hoc* test; B); *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Each dot (A, C, and E) corresponds to one mouse. Source data are available online for this figure.

**Figure EV2:**
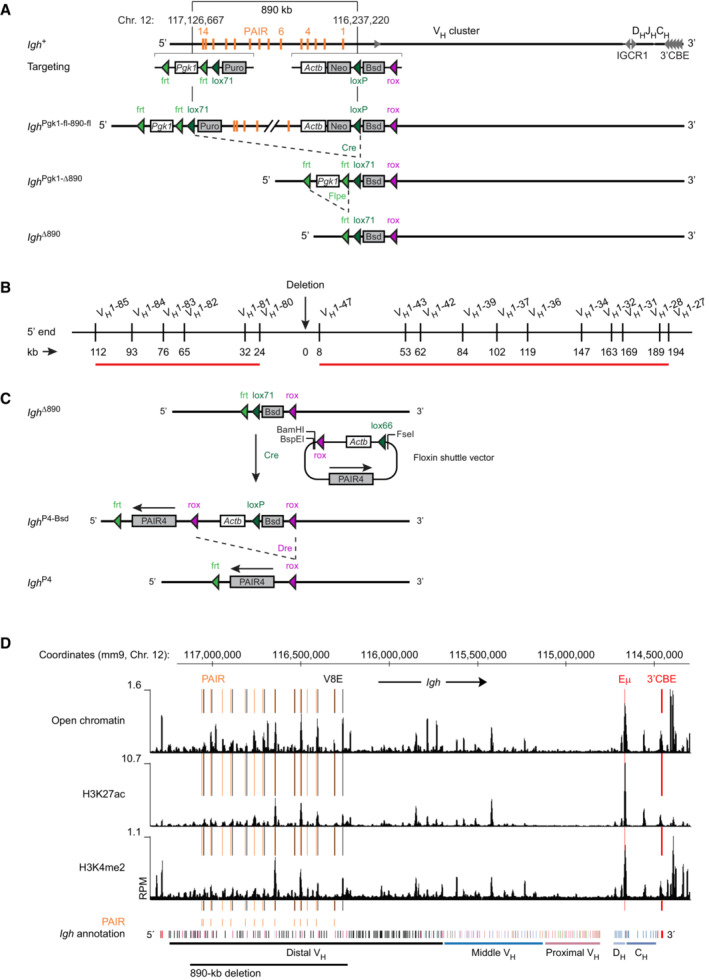
Generation, characterization, and reconstitution of the *Igh* ^∆890^ allele and presence of potential regulatory elements throughout the V_H_ gene cluster A
Generation of the *Igh* ^∆890^ allele. The indicated selection cassettes were used for introducing the upstream *lox*71 site and the downstream *lox*P site at the specified positions of the *Igh* locus by sequential ES cell targeting to generate the *Igh* ^Pgk1‐fl‐890‐fl^ allele. The *Igh* ^∆890^ allele was subsequently generated by sequential deletion of the indicated sequences by Cre‐ and Flpe‐mediated recombination *in vivo* in the mouse, as described in Materials and Methods. Actb, human β‐actin promoter; Bsd, blasticidin resistance gene; Neo, neomycin resistance gene; Puro, puromycin resistance gene; Pgk1, phosphoglycerate kinase‐1 promoter.B
Location of the V_H_1 gene family members, which undergo rearrangements in *Igh* ^+/+^ pro‐B cells and exhibit strongly reduced recombination (indicated by the red line; see Fig 2D) upon deletion of the 890‐kb region in the 5′ region of the *Igh* locus. The distance of the different V_H_ genes from the deletion point is shown in kilobases (kb).C
Schematic diagram of the Floxin system used for inserting the different PAIR4 constructs and the Eμ enhancer at the deletion point of the *Igh* ^∆890^ allele in ES cells. See Materials and Methods for detailed description of the reconstitution experiments.D
Presence of active chromatin across the *Igh* locus in *Rag2* ^−/−^ pro‐B cells. Open chromatin was mapped by ATAC‐seq, while the presence of H3K27ac and H3K4me2 peaks was identified by ChIP‐seq analysis with anti‐H3K27ac and anti‐H3K4me2 antibodies. The peaks corresponding to PAIR and V8E elements are highlighted by orange or black lines, respectively. The Eμ enhancer and 3′CBE region are indicated in red. The annotation of the C57BL/6 *Igh* locus with the different V_H_ gene families (different colors), the D_H_ (light blue), and C_H_ (blue) elements is shown together with the extent of the 890‐kb deletion (black line) and the mm9 genomic coordinates of mouse chromosome 12.

We next tested the hypothesis that the PAIR elements may contribute to *Igh* locus contraction in pro‐B cells (Ebert *et al*, 2011). To this end, we analyzed pro‐B cells by 3‐dimensional DNA‐fluorescence in situ hybridization (3D DNA‐FISH; Fig 2B) by using bacterial artificial chromosome (BAC) probes corresponding to central (red) or proximal (green) V_H_ gene regions (Fig 1A). For this, we used ex vivo sorted *Igh* ^∆890/∆890^ *Rag2* ^−/−^, *Vav*‐Cre *Pax5* ^fl/fl^ (*Pax5* ^∆/∆^) *Rag2* ^−/−^ and *Rag2* ^−/−^ pro‐B cells, which were unable to undergo V(D)J recombination due to RAG2 deficiency (Shinkai *et al*, 1992). While the two DNA‐FISH signals were far apart in the nuclei of *Pax5* ^∆/∆^ *Rag2* ^−/−^ pro‐B cells, they were overlapping in *Igh* ^∆890/∆890^ *Rag2* ^−/−^ pro‐B cells like in control *Rag2* ^−/−^ pro‐B cells (Fig 2B). These data therefore indicate that *Igh* locus contraction is not affected by deletion of all PAIR elements.

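VDJ‐seq measures how often each V_H_ gene has been joined to a DJ_H_ segment in genomic DNA. DNA of ex vivo-sorted pro‐B cells from 1 mouse per library was sheared, ligated to adapters carrying unique molecular identifiers, extended from primers in the J_H_ segments, amplified and sequenced, so that each unique joint is counted only once. The authors processed the reads as described by Chovanec et al and deposited for each library the usage of every V_H_ gene as a percentage of all unique VDJ_H_ and DJ_H_ joints. The usage summed over the V_H_ genes is therefore the percentage of VDJ_H_ joints, and the remainder are DJ_H_ joints. The percentages carry no number of joints, so that the depth of each library and the counting error of each value are unknown. A total of 44 libraries was used, of which 18 were from *Igh* +/+ mice and 26 from mice with 1 of 9 mutant genotypes. Because usage in *Igh* +/+ pro‐B cells differed between experiments, the libraries were placed into 5 control sets with 3, 3, 6, 4 and 2 *Igh* +/+ libraries, mainly according to figure panel, and within a panel by experiment number. The normalized recombination frequency of the 6 distal V_H_ genes (V_H_1‐85 to V_H_1‐80) was calculated with the formula in the source data of Fig EV3C, but with 1 *Igh* +/+ and 1 mutant library placed in another control set than in the source data. The usage of each gene was divided by its mean in the *Igh* +/+ libraries of the same control set, the 6 ratios of a library were averaged, and the average was divided by its mean over the 3 *Igh* Δ890/Δ890 libraries. This scaling gives the *Igh* +/+ libraries of each control set the same mean, so that the *Igh* +/+ libraries of a set enter every value of its mutants. Groups of libraries were compared by exact permutation tests (two‐sided) on the difference between their means, and single V_H_ genes by limma with a trend on log2(usage + 0.01), over the V_H_ genes outside the *Igh* Δ890 deletion with a mean usage of at least 0.01%, with Benjamini-Hochberg adjustment. Between genotypes of different control sets, the permutation test sees only the spread between their libraries. It leaves out the error of the *Igh* +/+ means that scale each set.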

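VDJ_H_ joints made up 44.3% ± 1.11 (SD, n = 3 mice) of the VDJ_H_ and DJ_H_ joints in *Igh* +/+ pro‐B cells and 29.1% ± 2.18 (SD, n = 3) in *Igh* Δ890/Δ890 pro‐B cells. The percentage thus fell by 15.2 points, and the mutant libraries (27.4 to 31.6%) did not overlap with the *Igh* +/+ libraries (43.3 to 45.5%; exact permutation test, p = 0.1, which is the smallest p that 3 libraries against 3 allow). The V_H_ genes of the deleted region accounted for 8.96 to 10.2% of the joints in these *Igh* +/+ libraries and for 0.121 to 0.158% in the *Igh* Δ890/Δ890 libraries. Against the 18 *Igh* +/+ libraries of all control sets, which was the alternative that moved this difference most, the percentage fell by 17.5 points (exact permutation test, p = 0.015).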

Analysis of V(D)J recombination by VDJ sequencing (VDJ‐seq; Chovanec *et al*, 2018) revealed proportionally fewer VDJ_H_‐rearranged *Igh* alleles in bone marrow pro‐B cells of *Igh* ^∆890/∆890^ mice compared with control *Igh* ^+/+^ mice, which may be largely caused by deletion of the 32 functional V_H_ genes (Fig 2C and D). Notably, the recombination of the V_H_ genes, which are located on either side of the deletion point, was strongly reduced in *Igh* ^∆890/∆890^ pro‐B cells compared with *Igh* ^+/+^ pro‐B cells (Fig 2D). V_H_ gene recombination was decreased over a distance of 112 kb (V_H_1‐85) or 194 kb (V_H_1‐27) upstream or downstream of the deletion point in *Igh* ^∆890/∆890^ pro‐B cells, respectively (Fig EV2B). 

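Among 89 V_H_ genes outside the deleted region, 50 differed in usage between *Igh* Δ890/Δ890 and *Igh* +/+ pro‐B cells at an adjusted p-value under 0.05 (limma), with 43 genes being used less and 7 used more in the mutant. The median log2 change over these 89 V_H_ genes was −0.40. When usage was expressed as a percentage of VDJ_H_ joints only, 93 V_H_ genes were tested, their median log2 change was 0.18, and 37 genes were higher and 14 lower at this threshold. The 6 most distal V_H_ genes and V_H_1‐27 were all among the genes with lower usage. V_H_1‐85 (chromosome 12, 116000028 to 116000321, mm10) accounted for 0.123% ± 0.0128 (SD, n = 3) of the joints in *Igh* +/+ and 0.0596% ± 0.00335 (SD, n = 3) in *Igh* Δ890/Δ890 pro‐B cells, a log2 change of −0.93 (SE 0.23, adjusted p = 0.000291, limma) with lower usage in 3 of 3 mutant libraries. As a percentage of VDJ_H_ joints only, its log2 change was −0.42 and no longer passed the threshold (adjusted p = 0.0894, limma). On the other side of the deletion point, V_H_1‐27 (114804616 to 114804909) fell from 0.217% to 0.0751% of the joints, a log2 change of −1.46 (SE 0.21, adjusted p = 2.08e-10, limma). Between these 2 genes, the changes did not grow steadily towards the deletion point. Upstream they were −1.64 for V_H_1‐84, −1.72 for V_H_1‐83, −1.83 for V_H_1‐82, −1.09 for V_H_1‐81 and −1.46 for V_H_1‐80, the closest of these genes, and downstream −2.02 for V_H_1‐36, whereas V_H_1‐47, which is closer, fell from 0.539% to 0.188% of the joints (each with an adjusted p under 0.05, limma, and lower usage in 3 of 3 mutant libraries). The count of 50 V_H_ genes depended on single libraries, as it was 32 without the second *Igh* +/+ experiment of Fig 2D, and it was 33 with all libraries in 1 fit that had the control set as a term.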

To quantify the effect of the 890‐kb deletion on distal V_H_ gene recombination, we determined the average recombination frequency of the first six distal V_H_ genes (V_H_1‐85 to V_H_1‐80) in *Igh* ^∆890/∆890^ pro‐B cells relative to the corresponding frequency of these V_H_ genes in control *Igh* ^+/+^ pro‐B cells (Fig 2E). This analysis revealed that the 890‐kb deletion caused on average, a 3‐fold decrease in the recombination frequency of these distal V_H_ genes.

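The normalized recombination frequency of the 6 distal V_H_ genes was 2.96 ± 0.667 (SD, n = 18) in *Igh* +/+ pro‐B cells and 1 ± 0.196 (SD, n = 3) in *Igh* Δ890/Δ890 pro‐B cells, where the mean is 1 by definition. No library of either group overlapped with the other, with a range of 2.04 to 5.08 in *Igh* +/+ and 0.787 to 1.17 in *Igh* Δ890/Δ890 (ranges over all control sets). Because the scaling gives each control set the same *Igh* +/+ mean, the 15 *Igh* +/+ libraries of the other control sets add to the spread but not to the evidence for this difference. In the control set of the deletion alone, the SD of the *Igh* +/+ libraries was 0.234 (n = 3) and the libraries of the 2 genotypes did not overlap (exact permutation test, two‐sided, p = 0.1, the smallest p that 3 libraries against 3 allow), and the summed usage of the 6 genes was 1.34% ± 0.0938 (SD, n = 3) in *Igh* +/+ and 0.491% ± 0.109 (SD, n = 3) in *Igh* Δ890/Δ890 pro‐B cells. With a single library left out in turn, the frequency in *Igh* +/+ relative to *Igh* Δ890/Δ890 pro‐B cells was between 2.68 and 3.24. The alternative that moved it most was the percentage of VDJ_H_ joints only, where it was 1.96.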

### PAIR4 with its associated V8.7E element strongly activates distal V_H_ gene recombination

We next investigated whether the insertion of distinct PAIR4 constructs at the deletion point of the *Igh* ^∆890^ allele could rescue the recombination of adjacent distal V_H_ genes. To this end, we generated *Igh* ^∆890/+^ *Rosa26* ^CreERT2/+^ ES cells to be able to use the Floxin system (Singla *et al*, 2010) for Cre‐mediated insertion of different PAIR4 constructs (Fig 3A) at the *lox*71 site, which was left after deletion in the *Igh* ^∆890^ allele (Fig EV2A). We first generated the *Igh* ^P4V^ allele carrying the insertion of PAIR4 and its associated V8.7E element (Fig 3A). As the lncRNA transcribed from the PAIR4 element, which we refer to as PAIR4‐derived transcript, is spread over a 26‐kb sequence (Fig EV1A), we could not insert this large region together with the PAIR4 and V8.7E elements into the *Igh* ^P4V^ allele due to size constraints imposed by the Floxin method. Instead, we linked the cDNA sequence of the spliced PAIR4‐derived transcript (RIKEN clone CJ056205) in exon 2 of PAIR4 (Ebert *et al*, 2011) and added six polyadenylation sites at the 3′ end, followed by Floxin‐mediated insertion to create the *Igh* ^P4V^ allele (Fig 3A). We next compared the *Igh* ^P4V^ and *Igh* ^∆890^ alleles with the wild‐type *Igh* ^+^ allele in the following competitive setting. The mutant *Igh* alleles were of the C57BL/6 (B6) origin and therefore encode the IgM^b^ BCR, while *Igh* alleles of the 129/Sv (129) strain give rise to the expression of the IgM^a^ isotype. By crossing mice of these two strains, we determined the ratio of immature IgM^b^ (B6) to IgM^a^ (129) B cells in the bone marrow of *Igh* ^∆890(B6)/+(129)^ and control *Igh* ^+(B6)/+(129)^ mice using flow‐cytometric analysis. This analysis revealed that the *Igh* ^∆890(B6)^ allele generated, with a ratio of 0.58, only about half as many immature IgM^b^ B cells (CD19^+^B220^+^IgM^+^IgD^−^) compared with the *Igh* ^+(B6)^ allele (ratio of 1) in this competitive setting (Fig 3B and C). Notably, the *Igh* ^P4V(B6)^ allele gave rise to a significant 1.3‐fold increase of IgM^b^ B cells (ratio of 0.73) relative to the *Igh* ^∆890(B6)^ allele, which likely reflects an increase of V_H_ gene recombination. 

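In these heterozygous mice, immature B cells that express the IgM b isotype have used the mutant C57BL/6 allele, so that their mRNA reports the V_H_ genes that were recombined on this allele. RNA‐seq was performed with sorted IgM b immature B cells of 3 *Igh* P4V/+ mice and 2 *Igh* Δ890/+ mice. The sample labels and a sentence of the paper give the genotype of the former as *Igh* P4V/P4V. The paper's description of the cross and of Fig EV3A gives the heterozygous genotype, which is used here. The authors aligned the reads to the transcriptome and genome with TopHat, removed duplicate reads, counted reads on genes including the immunoglobulin gene segments with featureCounts and deposited TPM values. TPM values sum to the same total in each library and keep no depth, so that the counting error is unknown. They were available for 24728 genes in all 5 libraries, and 11681 genes with a mean of at least 1 TPM were tested on log2(TPM + 1) with limma, a scale that understates the change of genes with low values. Immunoglobulin genes made up 5.77 to 7.09% and the 10 most abundant genes 9.74 to 10.7% of the TPM per library. As the VH1 genes are close paralogs, reads that fit more than 1 of them could be lost or split in the counting, and their values are uncertain to this extent.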

We next performed RNA‐sequencing of immature IgM^b^ B cells, which were sorted from the bone marrow of *Igh* ^P4V(B6)/+(129)^ or control *Igh* ^∆890(B6)/+(129)^ mice. This analysis revealed that the insertion of PAIR4 together with its associated V8.7E element strongly increased the expression of four V_H_ genes (V_H_1‐80, 81, 82, 85) at the 5′ end of the *Igh* locus (Fig EV3A). Together, these data suggested that V_H_ gene recombination may have been increased upon reinsertion of the PAIR4‐V8.7E sequences.

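The TPM value of V_H_1‐82 was 85.7 ± 5.62 (SD, n = 2) in *Igh* Δ890/+ and 368 ± 74.3 (SD, n = 3) in *Igh* P4V/+ immature B cells, a log2 change of 2.07 (SE 0.15, adjusted p = 0.0482, limma). It was the only gene of the 11681 tested that passed an adjusted p of 0.05, while 522 genes had an unadjusted p under 0.05. V_H_1‐81 rose from 111 ± 3.59 to 480 ± 166 TPM (log2 change 2.05), V_H_1‐85 from 46.8 ± 3.80 to 173 ± 45.3 TPM (log2 change 1.83) and V_H_1‐80 from 79.3 ± 6.84 to 270 ± 92.4 TPM (log2 change 1.69). Over all genes tested, the adjusted p-values of these 3 genes were 0.22, 0.181 and 0.869 (limma). V_H_1‐84 rose from 2.57 ± 1.14 to 8.74 ± 0.978 TPM, and V_H_1‐83 was at 1.47 ± 1.22 and 1.84 ± 1.22 TPM. Adjusted over the list alone, 5 of the 6 distal V_H_ genes passed the threshold, with log2 changes of 1.48 to 2.07 and adjusted p-values between 2.48e-05 and 0.000922 (limma), and V_H_1‐83 did not (log2 change 0.19, adjusted p = 0.683, limma). Since the paper named 4 of these genes from the same libraries, this count is not independent evidence. Each of the 4 genes named by the paper was higher in 3 of 3 *Igh* P4V/+ libraries than in both *Igh* Δ890/+ libraries, which was seen for 6.94% of all tested genes, where chance gives 10%. The call of V_H_1‐82 depended on the settings, as no gene passed the threshold with a pseudocount of 0.1 or 5. No gene passed either without the *Igh* P4V/+ library with the highest TPM value of V_H_1‐85 (222), while 4 genes passed without that with the lowest (133). Under each of these settings, 5 of the 6 distal V_H_ genes had an unadjusted p under 0.05 (limma).

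**Figure D1:**
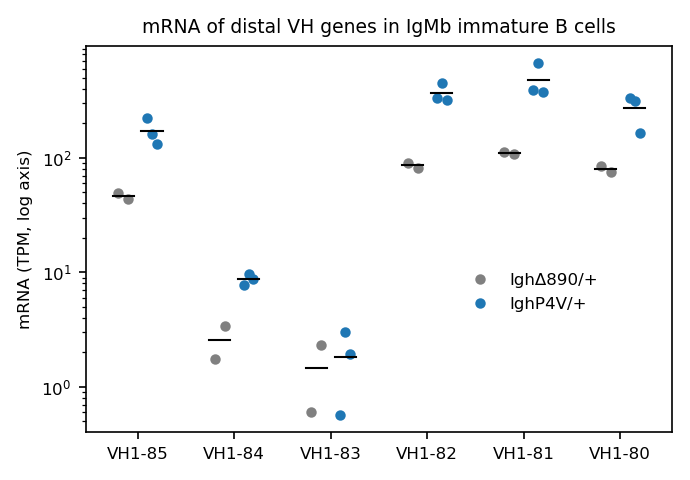
mRNA of the 6 distal V_H_ genes in IgM b immature B cells. The vertical axis shows TPM on a log scale and the horizontal axis the V_H_ genes from V_H_1‐85 to V_H_1‐80; each dot is the library of 1 mouse (*Igh* Δ890/+ grey, n = 2; *Igh* P4V/+ blue, n = 3) and each line a mean. For V_H_1‐80, V_H_1‐81, V_H_1‐82 and V_H_1‐85 the blue dots lie above the grey dots, whereas they overlap for V_H_1‐83.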

**Figure 3:**
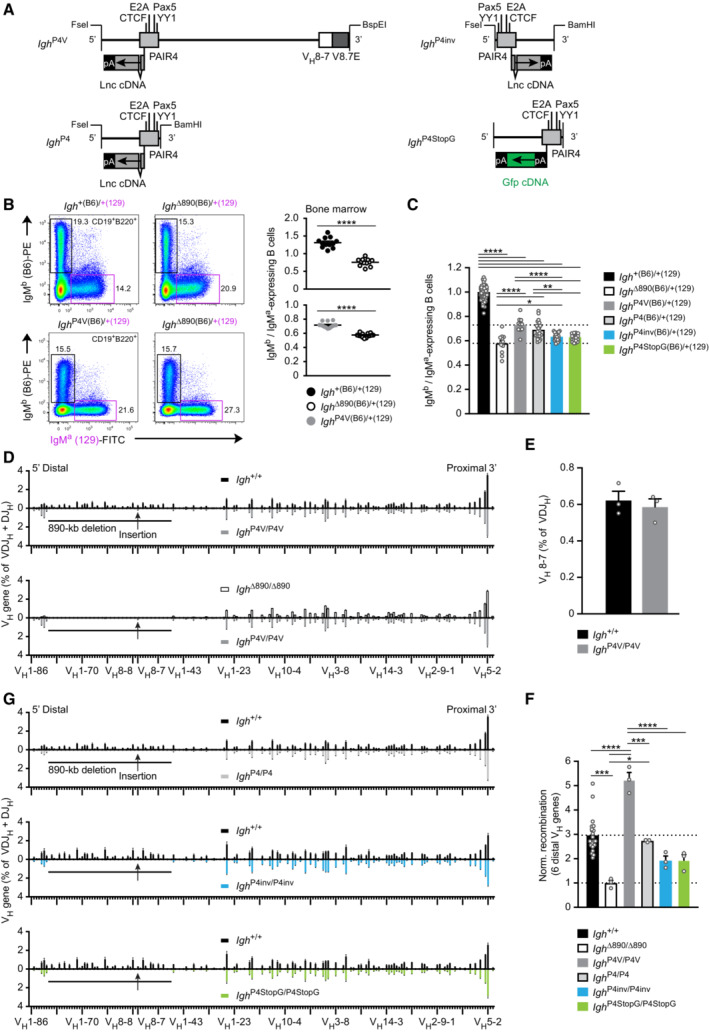
Identification of PAIR4‐V8.7E as a potent enhancer module promoting distal V_H_ gene recombination Schematic diagram of the different PAIR4 constructs used for reconstitution experiments. The PAIR4 element with its transcription factor binding sites and the cDNA insertion of the PAIR‐derived lncRNA (RIKEN clone CJ056205) in exon 2 of PAIR4 is shown together with the V_H_8‐7 gene and its downstream V8.7E element. Six copies of a synthetic polyadenylation sequence (pA; Levitt *et al*, 1989) linked to *Gfp* cDNA were inserted in exon 1 of PAIR4 to generate the P4StopG insert. FseI‐BspEI or FseI‐BamHI DNA fragments of the different PAIR4 constructs were inserted at the deletion point into the *Igh* ^∆890^ allele with the Floxin system (Singla *et al*, 2010) as described in detail in Fig EV2C and Materials and Methods. pA, 6 polyadenylation sites.Flow cytometric determination of the ratio of immature IgM^b^ (B6) to IgM^a^ (129) B cells in the bone marrow of *Igh* ^∆890(B6)/+(129)^, *Igh* ^P4V (B6)/+(129)^ and control *Igh* ^+(B6)/+(129)^ mice, which were generated by crossing *Igh* ^∆890/+^, *Igh* ^P4V/+^ and *Igh* ^+/+^ mice on the C57BL/6 (B6) background with *Igh* ^+/+^ mice of the 129/Sv (129) strain. The rearranged *Igh* alleles of the C57BL/6 and 129/Sv strains give rise to the expression of IgM^b^ and IgM^a^, respectively. The IgM^b^ (B6) to IgM^a^ (129) ratio is shown as a mean value with SEM (right).Summary of the ratios of immature IgM^b^ (B6) to IgM^a^ (129) B cells, determined for the indicated six mouse strains analyzed and shown as mean values with SEM. The ratio determined for control *Igh* ^+(B6)/+(129)^ B cells was set to 1.Comparison of the VDJ‐seq data obtained with pro‐B cells of the *Igh* ^+/+^ (black), *Igh* ^∆890/∆890^ (white bars), and *Igh* ^P4V/P4V^ (gray) genotypes. The different V_H_ genes (horizontal axis) are aligned according to their position in the *Igh* locus (Dataset EV1). The usage of each V_H_ gene (vertical axis) is shown as a percentage of all VDJ_H_ and DJ_H_ recombination events determined for each pro‐B cell type. The relative frequency of each V_H_ gene is shown as a mean value with SEM and is based on three independent VDJ‐seq experiments for pro‐B cells of each genotype.Recombination frequency of the inserted V_H_8‐7 gene, which was determined as a percentage of all VDJ_H_ recombination events in *Igh* ^+/+^ and *Igh* ^P4V/P4V^ pro‐B cells and is shown as a mean value with SEM.Normalized recombination frequency of the first six distal V_H_ genes (V_H_1‐85 to V_H_1‐80) determined in pro‐B cells of the indicated genotypes, based on the data shown in (D, G). The average recombination frequency of the six distal V_H_ genes was calculated as a mean value with SEM, and the value obtained with *Igh* ^∆890/∆890^ pro‐B cells was set to 1. The average recombination frequency of each distal V_H_ gene in pro‐B cells of the indicated genotypes is shown in Fig EV3C.Comparison of the VDJ‐seq data obtained with pro‐B cells of the *Igh* ^+/+^ (black), *Igh* ^P4/P4^ (light gray), *Igh* ^P4inv/P4inv^ (blue), and *Igh* ^P4StopG/P4StopG^ (green) genotypes. For further description see (D). Data information: Statistical data were analyzed by multiple *t*‐tests (unpaired and two‐tailed with Holm‐Sidak correction; B, E) or one‐way ANOVA (Tukey *post hoc* test; C, F); *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Each dot (B, C, E, and F) corresponds to one mouse. Source data are available online for this figure.

**Figure EV3:**
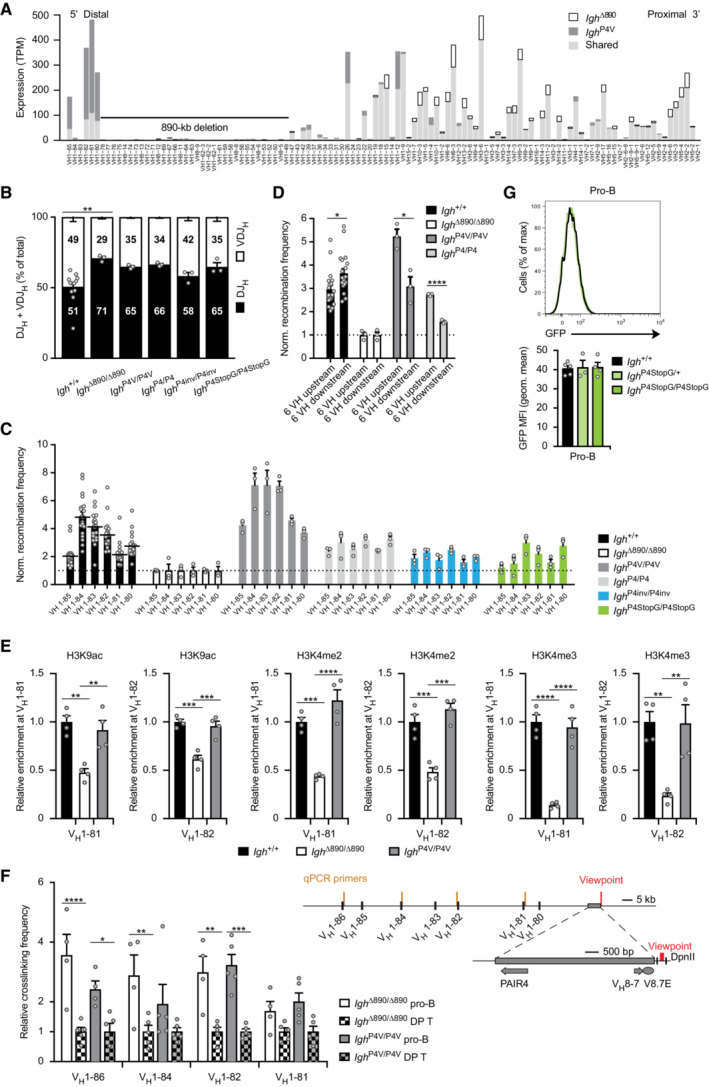
Activation of distal V_H_ gene recombination upon reconstitution of the *Igh* ^∆890^ allele with different PAIR4 constructs V_H_ gene expression from the *Igh* ^P4V(B6)^ and *Igh* ^∆890(B6)^ alleles in immature IgM^b^ (B6) B cells sorted from the bone marrow of *Igh* ^P4V(B6)/+(129)^ and *Igh* ^∆890(B6)/+(129)^ mice, respectively (see also Fig 3B). The expression (TPM) value of each V_H_ gene is shown as shared (light gray) or unique expression of the *Igh* ^P4V(B6)^ allele (dark gray) or *Igh* ^∆890(B6)^ allele (white bars). The expression data are shown as mean TPM values and are based on three or two independent RNA‐seq experiments for the immature B cells of *Igh* ^P4V(B6)/+(129)^ and *Igh* ^∆890(B6)/+(129)^ mice, respectively. The different V_H_ genes (horizontal axis) are aligned according to their position in the *Igh* locus (Dataset EV1). The 890‐kb deletion is indicated by a black line. TPM, transcripts per million; B6, C57BL/6 strain; 129, 129/Sv strain.VDJ‐seq analysis of *Igh* rearrangements in pro‐B cells of the indicated genotypes. The percentages of uniquely identified DJ_H_ and VDJ_H_ sequences are shown as mean percentage with SEM. The high variance caused by the many data points obtained with control *Igh* ^+/+^ pro‐B cells is likely responsible for the fact that only the comparison between *Igh* ^+/+^ and *Igh* ^∆890/∆890^ pro‐B cells reached statistical significance.Normalized recombination frequency of the first six distal V_H_ genes (V_H_1‐85 to V_H_1‐80) determined in pro‐B cells of the indicated genotypes, based on the data shown in Fig 3D and G. The recombination frequency of each of the six distal V_H_ genes was calculated as a mean value with SEM, and the value obtained with *Igh* ^∆890/∆890^ pro‐B cells was set to 1 (dashed line).The PAIR4‐V8.7E module and PAIR4 elements differentially activate the recombination of V_H_ genes located upstream or downstream of their insertion. The normalized recombination frequency of the first six upstream V_H_ genes (V_H_1‐85 to V_H_1‐80) and the first six downstream V_H_ genes (V_H_1‐47, V_H_1‐43, V_H_1‐42, V_H_1‐39, V_H_1‐37, V_H_1‐36; Fig EV2B) was determined in pro‐B cells of the indicated genotypes, based on the data shown in Fig 3D and G. The average recombination frequency of the six upstream and six downstream V_H_ genes was calculated as mean value with SEM, and the value obtained with *Igh* ^∆890/∆890^ pro‐B cells was set to 1.Active chromatin at the V_H_1‐81 and V_H_1‐82 genes in *Igh* ^P4V/P4V^, *Igh* ^∆890/∆890^ and *Igh* ^+/+^ pro‐B cells. Short‐term cultured pro‐B cells of the indicated genotypes were used for native ChIP analysis with anti‐H3K9ac, anti‐H3K4me2 and anti‐H3K4me3 antibodies. Input and precipitated DNA were quantified by qPCR analysis with primers amplifying the sequences of the V_H_1‐81, V_H_1‐82 and *Tbp* genes. The amount of precipitated DNA was calculated as mean percentage of input with SEM and was normalized to the value obtained for the positive *Tbp* control. The relative enrichment is shown by setting the normalized value of the control *Igh* ^+/+^ pro‐B cells to 1.3C‐qPCR analysis of the long‐range interactions between the PAIR4‐V8.7E module and distal V_H_ genes in sorted bone marrow pro‐B cells and CD4^+^CD8^+^ double‐positive (DP) thymocytes from *Igh* ^P4V/P4V^ and *Igh* ^∆890/∆890^ mice. The relative crosslinking frequencies between the reference DpnII fragment (viewpoint, located downstream of the insertion site) and the indicated distal V_H_ genes were determined with independently prepared 3C‐templates and were normalized relative to the crosslinking frequency measured for the control *Ercc3* gene (see Materials and Methods). The mean crosslinking frequency with SEM is shown for each V_H_ gene by setting the mean value obtained with DP T cells for each genotype to 1.Absence of GFP expression in pro‐B cells of *Igh* ^P4StopG/+^ (light green) and *Igh* ^P4StopG/P4StopG^ (green) mice compared with control *Igh* ^+/+^ (black) mice, as indicated by flow‐cytometric analysis and geometric mean fluorescence intensity measurement. Geometric mean fluorescence intensity measurements are shown as a mean value with SEM. Data information: Statistical data (B, D, E, F, G) were analyzed by one‐way ANOVA (Tukey *post hoc* test); *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Each dot (B‐G) corresponds to one mouse. Source data are available online for this figure.

VDJ‐seq analysis demonstrated that the inserted V_H_8‐7 gene in *Igh* ^P4V/P4V^ pro‐B cells underwent V_H_‐DJ_H_ recombination at a similar frequency as the V_H_8‐7 gene present in its normal location in the *Igh* locus of wild‐type pro‐B cells (Fig 3D and E). In addition, VDJ‐seq analysis revealed an increase in VDJ_H_‐rearranged *Igh* alleles at the expense of DJ_H_‐rearranged *Igh* alleles in *Igh* ^P4V/P4V^ pro‐B cells compared with *Igh* ^∆890/∆890^ pro‐B cells (Fig EV3B). 

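V_H_8‐7 (chromosome 12, 115258139 to 115258432, mm10) lies within the deleted region and was listed at 0 in each *Igh* Δ890/Δ890 library, so that its usage in *Igh* P4V/P4V pro‐B cells comes from the inserted copy. It made up 0.587% ± 0.0758 (SD, n = 3) of the VDJ_H_ joints in *Igh* P4V/P4V pro‐B cells and 0.623% ± 0.0847 (SD, n = 3) in *Igh* +/+ pro‐B cells of the same control set. The ratio of 0.941 is within the spread of the libraries (exact permutation test, two‐sided, p = 0.6). Against the 18 *Igh* +/+ libraries of all control sets, with a mean of 0.584% ± 0.108 (SD), the ratio was 1.00 (exact permutation test, p = 0.953). The direction of this small difference depended on single libraries, as the ratio was 1.02 without the third *Igh* +/+ experiment of Fig 3D and 1.01 without the third *Igh* P4V/P4V experiment. As a percentage of all joints, V_H_8‐7 made up 0.206% (0.183 to 0.225%) in *Igh* P4V/P4V pro‐B cells. In *Igh* +/+ pro‐B cells of the same control set it made up 0.276% (0.207 to 0.378%). The ratio was thus lower, at 0.744, and the libraries overlapped.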

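In *Igh* P4V/P4V pro‐B cells, VDJ_H_ joints made up 35.2% ± 1.42 (SD, n = 3) of the joints, and the 3 libraries (33.8 to 36.6%) all had higher percentages than the 3 *Igh* Δ890/Δ890 libraries. The *Igh* +/+ libraries of the control set of *Igh* P4V/P4V had 43.6% ± 8.06 (SD, n = 3) VDJ_H_ joints and ranged from 37.5 to 52.8%. Relative to them, the percentage of *Igh* P4V/P4V pro‐B cells fell by 8.46 points (exact permutation test, two‐sided, p = 0.1, the smallest p possible), and fell by 3.89 points without the *Igh* +/+ library at 52.8%. The *Igh* P4V/P4V and *Igh* Δ890/Δ890 libraries belong to different control sets, and the difference between them was compared by their ranges only.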

Notably, the inserted PAIR4 and V8.7E elements induced the recombination of the distal V_H_ genes adjacent to the insertion site in an asymmetrical manner (Fig 3D). The most prominent rescue of recombination was seen for the first six distal V_H_ genes (V_H_1‐85 to V_H_1‐80) upstream of the inserted PAIR4 and V8.7E elements in *Igh* ^P4V/P4V^ pro‐B cells (Figs 3D and EV3C), consistent with the observed increase in expression of these V_H_ genes in immature *Igh* ^P4V/P4V^ B cells (Fig EV3A). 

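Of 89 V_H_ genes tested with limma, 14 differed in usage between *Igh* P4V/P4V and *Igh* +/+ pro‐B cells, 11 of them with higher and 3 with lower usage in the mutant. The former included 4 of the 6 distal V_H_ genes. V_H_1‐81 accounted for 1.00% ± 0.063 (SD, n = 3) of the joints in *Igh* P4V/P4V and 0.477% ± 0.0994 (SD, n = 3) in *Igh* +/+ pro‐B cells, a log2 change of 1.07 (SE 0.20, adjusted p = 6.91e-06, limma). The log2 changes of V_H_1‐85, V_H_1‐82 and V_H_1‐83 were 0.98, 0.97 and 0.71 (adjusted p = 0.00216, 0.00016 and 0.0408, limma), whereas V_H_1‐84 (0.47) and V_H_1‐80 (0.43) did not pass the threshold (adjusted p = 0.231 for both, limma). When each genotype was scaled to its own *Igh* +/+ libraries, the usage of the 6 genes in *Igh* P4V/P4V relative to *Igh* Δ890/Δ890 pro‐B cells was between 3.70‐fold (V_H_1‐80) and 7.12‐fold (V_H_1‐83) higher. V_H_1‐47, the closest of the downstream genes named by the paper, had lower usage than in *Igh* +/+ pro‐B cells (log2 change −0.92, SE 0.23, adjusted p = 0.00204, limma). The count of 14 V_H_ genes varied from 3 to 23 with single libraries left out, with 23 genes without the third *Igh* +/+ experiment of Fig 3D and 3 genes without the first *Igh* P4V/P4V experiment. As a percentage of VDJ_H_ joints only, 40 V_H_ genes passed, 37 higher and 3 lower.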

The average recombination frequency of these six V_H_ genes in *Igh* ^P4V/P4V^ pro‐B cells was increased 5.2‐fold compared with *Igh* ^∆890/∆890^ pro‐B cells (Fig 3F). 

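In *Igh* P4V/P4V pro‐B cells, the 6 distal V_H_ genes had a normalized recombination frequency of 5.24 ± 0.535 (SD, n = 3), and the lowest library (4.70) lay above the highest *Igh* Δ890/Δ890 library (exact permutation test, two‐sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Compared with the *Igh* +/+ libraries of the same control set, the frequency was 1.77‐fold higher (exact permutation test, p = 0.1), and it was between 1.68‐fold and 1.95‐fold higher with a single library left out. Over the other settings, the frequency relative to *Igh* Δ890/Δ890 pro‐B cells ranged from 4.27, as a percentage of VDJ_H_ joints only, to 5.98, without scaling to the *Igh* +/+ libraries.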

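The usage of V_H_1‐47, V_H_1‐43, V_H_1‐42, V_H_1‐39, V_H_1‐37 and V_H_1‐36, downstream of the insertion, was scaled in the same way to the *Igh* +/+ libraries and to *Igh* Δ890/Δ890 pro‐B cells. Their normalized recombination frequency was 3.09 ± 0.707 (SD, n = 3) in *Igh* P4V/P4V pro‐B cells, compared with 3.65 ± 0.95 (SD, n = 3) in the *Igh* +/+ libraries of the same control set. The ratio of the mean frequencies of upstream to downstream V_H_ genes was 1.70 in *Igh* P4V/P4V pro‐B cells, and the ratio within each library ranged from 1.24 to 2.43. With 3 libraries, the exact permutation test of this ratio (two‐sided, flipping upstream and downstream within a library) cannot give a p below 0.25, which is the value obtained. Without scaling to the *Igh* +/+ libraries, the alternative that moved it most, the ratio was 2.48, and it was 1.35 without the first *Igh* +/+ experiment of Fig 3D. In terms of unscaled usage, the upstream genes summed to 2.60% ± 0.213 and the downstream genes to 0.725% ± 0.0748 of the joints in *Igh* P4V/P4V pro‐B cells (SD, n = 3), and to 1.40% ± 0.262 and 1.01% ± 0.168 in *Igh* +/+ pro‐B cells (SD, n = 3). The normalized value gives little used genes the same weight, such as V_H_1‐43 (0.00575%) and V_H_1‐37 (0.0139% of the joints in *Igh* P4V/P4V). The library with the ratio of 1.24 had a normalized downstream value of 3.79 but a summed downstream usage of 0.641%. That with the ratio of 2.43 had 2.38 and 0.785%. The order of the libraries thus depends on this weighting.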

Notably, the average recombination frequency of the six V_H_ genes (V_H_1‐47, 43, 42, 39, 37, 36), which are located downstream of the PAIR4‐V8.7E insertion (Fig EV2B), was reduced 2‐fold compared with that of the upstream V_H_ genes in *Igh* ^P4V/P4V^ pro‐B cells (Fig EV3D), thus indicating a directional activity of the inserted PAIR4 and V8.7E elements in controlling the recombination of V_H_ genes.

We next investigated whether the recombination frequency correlated with the abundance of active chromatin at these distal V_H_ genes. ChIP‐qPCR analysis of *Igh* ^P4V/P4V^, *Igh* ^∆890/∆890^, and *Igh* ^+/+^ pro‐B cells revealed that the level of H3K9ac, H3K4me2, and H3K4me3 at the V_H_1.81 and V_H_1.82 genes was significantly reduced in *Igh* ^∆890/∆890^ pro‐B cells compared with *Igh* ^+/+^ pro‐B cells (Fig EV3E). Importantly, the abundance of all three active histone marks at these two V_H_ genes was rescued by insertion of the PAIR4‐V8.7E module in *Igh* ^P4V/P4V^ pro‐B cells (Fig EV3E). To explore whether the PAIR4‐V8.7E module may induce active chromatin by specifically promoting its long‐distance interaction with the V_H_1.81 and V_H_1.82 genes, we performed 3C‐qPCR analysis (Oudelaar *et al*, 2017) with sorted pro‐B cells and control double‐positive (DP) T cells from *Igh* ^P4V/P4V^ and *Igh* ^∆890/∆890^ mice. To this end, we have chosen a DpnII fragment as a viewpoint, which is located downstream of the insertion site and adjacent to the inserted V8.7E enhancer (Fig EV3F). The 3C‐qPCR analysis revealed that the interactions from this viewpoint to the V_H_1‐81, V_H_1‐82, V_H_1‐84, and V_H_1‐86 genes was increased in pro‐B cells relative to the control T cells. Notably, the increased interactions to these V_H_ genes were observed in both *Igh* ^P4V/P4V^ and *Igh* ^∆890/∆890^ pro‐B cells, indicating that their formation does not depend on the presence of the PAIR4‐V8.7E module (Fig EV3F). In summary, these data demonstrate that the insertion of PAIR4 and its associated V8.7E element strongly activated recombination of the six most distal V_H_ genes over a distance of up to 112 kb by inducing active chromatin without promoting the long‐range interactions with these V_H_ genes.

### The PAIR4 and V8.7E elements function as enhancers of V_H_ gene recombination

To analyze the contribution of the V8.7E element and PAIR4 orientation to the rescue of distal V_H_ gene recombination, we generated the *Igh* ^P4^ and *Igh* ^P4inv^ alleles, containing the PAIR4 element in the normal forward or inverted (inv) orientation in the absence of the V8.7E element (Fig 3A). The analysis of immature B cells from *Igh* ^P4(B6)/+(129)^ and *Igh* ^P4inv(B6)/+(129)^ mice in the competition assay described above revealed that the *Igh* ^P4(B6)^ allele generated only a minimally reduced frequency (ratio of 0.69) of IgM^b^ B cells compared with the *Igh* ^P4V(B6)^ allele (ratio of 0.73). The frequency (ratio of 0.63) of the IgM^b^ B cells generated by the *Igh* ^P4inv(B6)^ allele was more strongly reduced, but still above the frequency (ratio of 0.58) of the *Igh* ^∆890(B6)^ allele (Fig 3C), indicating that both PAIR4 insertions were still able to promote V_H_ gene recombination. VDJ‐seq analysis demonstrated that the insertion of the PAIR4 element in its normal or inverted orientation in the *Igh* locus of *Igh* ^P4/P4^ and *Igh* ^P4inv/P4inv^ pro‐B cells increased distal V_H_ gene recombination by a factor of 2.7 or 1.9, respectively, relative to the level seen in *Igh* ^∆890/∆890^ pro‐B cells (Fig 3F and G). These data therefore indicated that the PAIR4 element in its normal forward orientation promoted distal V_H_ gene recombination better than in its inverted orientation. 

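The normalized recombination frequency of the 6 distal V_H_ genes was 2.73 ± 0.0524 (SD, n = 3; 2.67 to 2.77) in *Igh* P4/P4 pro‐B cells and 1.92 ± 0.323 (SD, n = 3; 1.63 to 2.27) in *Igh* P4inv/P4inv pro‐B cells. Each library of both genotypes lay above the *Igh* Δ890/Δ890 libraries (exact permutation test, two‐sided, p = 0.1 for each genotype, the smallest p possible). The *Igh* P4/P4 libraries share their 3 *Igh* +/+ libraries with *Igh* P4V/P4V pro‐B cells, and their frequency was 0.923 times that of these *Igh* +/+ libraries, a difference within the spread (exact permutation test, p = 0.9). This ratio was 1.00 for the summed usage, 1.08 without the little used V_H_1‐83 and V_H_1‐84, and 1.20 as a percentage of VDJ_H_ joints only. It was 1.03 without the third *Igh* +/+ experiment of Fig 3D. The *Igh* P4inv/P4inv libraries belong to a control set with 6 *Igh* +/+ libraries, and the ratio was 0.650 (exact permutation test, p = 0.131, where 0.0119 is the smallest p possible). Among single V_H_ genes, 20 of 87 tested with limma differed between *Igh* P4/P4 and *Igh* +/+ pro‐B cells (11 higher, 9 lower; 28 at an unadjusted p under 0.05), and none of the 6 distal V_H_ genes was among the 20. In *Igh* P4inv/P4inv pro‐B cells, 15 of 88 V_H_ genes differed (4 higher, 11 lower), including the distal V_H_1‐83 (log2 change −1.07, adjusted p = 0.0104, limma) and V_H_1‐84 (log2 change −0.89, adjusted p = 0.0195, limma). With VDJ_H_ joints only as the total, 42 V_H_ genes were higher and 6 lower for *Igh* P4/P4, and 30 higher and 6 lower for *Igh* P4inv/P4inv. Without the third *Igh* +/+ experiment of Fig 3D, 35 V_H_ genes passed for *Igh* P4/P4, and without the third *Igh* +/+ experiment of Fig 3G, 31 passed for *Igh* P4inv/P4inv.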

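The ratio of the normalized recombination frequencies in *Igh* P4/P4 and *Igh* P4inv/P4inv pro‐B cells was 1.42, and the libraries of the 2 genotypes did not overlap (exact permutation test, two‐sided, p = 0.1, the smallest p possible). As the 2 genotypes were scaled to different *Igh* +/+ libraries, the ratio depends on these libraries. The summed usage of the 6 distal V_H_ genes was 1.40% ± 0.0493 (SD, n = 3) of the joints in *Igh* P4/P4 and 1.68% ± 0.286 (SD, n = 3) in *Igh* P4inv/P4inv pro‐B cells, and 2.39% ± 1.19 (SD, n = 6) in the *Igh* +/+ libraries of the latter. Without scaling to the *Igh* +/+ libraries, the ratio was 0.897 (exact permutation test, p = 0.3), and with a scaling to all 18 *Igh* +/+ libraries it was 0.887 (exact permutation test, p = 0.4), so that the direction was reversed under both settings. Under the other 7 settings, which keep the scaling to the own control set or change the grouping only, the ratio was between 1.25 and 1.47, and with the *Igh* +/+ libraries of the same run of experiments only, chosen after the values were seen, it was 1.35 (exact permutation test, p = 0.1). The summed usage was 4.73% in the third *Igh* +/+ experiment of Fig 3G, without which the ratio of the normalized frequencies was 1.18 (exact permutation test, p = 0.2). No control set contains both genotypes. The orientation and the control set are thus separated only through the *Igh* +/+ libraries of each set, if a control set shifts mutant and *Igh* +/+ libraries alike.

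**Figure D2:**
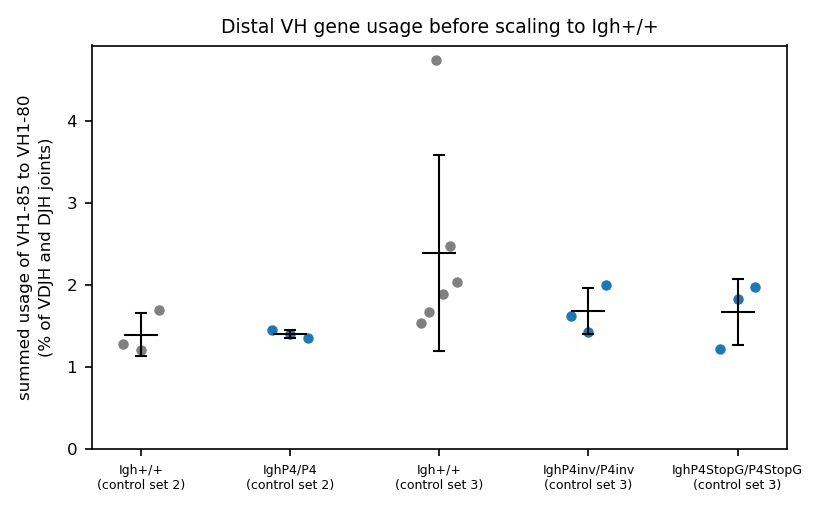
Usage of the 6 distal V_H_ genes before scaling. The vertical axis shows the summed usage of V_H_1‐85 to V_H_1‐80 as a percentage of VDJ_H_ and DJ_H_ joints; dots are libraries of 1 mouse each, and bars are the mean ± SD. *Igh* +/+ libraries are shown beside the mutants of their control set (*Igh* P4/P4 on the left, *Igh* P4inv/P4inv and *Igh* P4StopG/P4StopG on the right). The mutant means are 1.40% for *Igh* P4/P4, 1.68% for *Igh* P4inv/P4inv and 1.67% for *Igh* P4StopG/P4StopG, whereas the *Igh* +/+ means differ between the sets, with 1.40% and 2.39%.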

Importantly, as the PAIR4 element was maximally active with a 5.2‐fold increase of distal V_H_ gene recombination in the presence of its associated V8.7E element in *Igh* ^P4V/P4V^ pro‐B cells (Fig 3D and F), we conclude that the PAIR4 and V8.7E elements function as enhancers of V_H_ gene recombination, which together constitute one regulatory module.

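*Igh* P4V/P4V and *Igh* P4/P4 pro‐B cells were compared with the same 3 *Igh* +/+ libraries, so that their ratio does not depend on a difference between control sets. The normalized recombination frequency of the 6 distal V_H_ genes was 1.92‐fold higher in *Igh* P4V/P4V than in *Igh* P4/P4 pro‐B cells, and the libraries did not overlap (exact permutation test, two‐sided, p = 0.1, the smallest p possible). This ratio was between 1.82 and 2.01 with a single library left out, and between 1.72 and 2.01 under the other settings. Of 87 V_H_ genes tested with limma, 7 differed between the genotypes, 6 of them with higher usage in *Igh* P4V/P4V pro‐B cells, and 5 of the 7 were distal V_H_ genes. The log2 changes were 1.13 for V_H_1‐82 (SE 0.12, adjusted p = 2.39e-10, limma), 0.90 for V_H_1‐81 (SE 0.11, adjusted p = 4.03e-09, limma), 1.34 for V_H_1‐83, 1.07 for V_H_1‐84 and 0.78 for V_H_1‐85, whereas V_H_1‐80 did not pass the threshold (log2 change 0.19, adjusted p = 0.532, limma). With no filter on usage, 3 V_H_ genes passed. From the larger increase in the presence of V8.7E than with PAIR4 alone, the paper concludes that both elements act as enhancers of recombination and form a single regulatory module.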

We next investigated whether the transcription of the spliced PAIR4‐derived transcript contributes to the activity of the PAIR4 element. For this, we inserted six copies of a synthetic polyadenylation sequence (Levitt *et al*, 1989) coupled to a *Gfp* reporter gene into the first exon of the PAIR4‐derived transcript to generate the *Igh* ^P4StopG^ allele (Fig 3A). Pro‐B cells of *Igh* ^P4StopG/P4StopG^ mice failed to express GFP, thus indicating that the six polyadenylation sites interfered with transcription of the downstream *Gfp* gene (Fig EV3G), which was further confirmed by RT‐qPCR analysis (Fig EV5C). 

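In *Igh* P4StopG/P4StopG pro‐B cells, in which the polyadenylation sites interrupt the PAIR4-derived transcript, the normalized recombination frequency of the 6 distal V_H_ genes was 1.94 ± 0.397 (SD, n = 3; 1.48 to 2.22), with each library above the *Igh* Δ890/Δ890 libraries (exact permutation test, two‐sided, p = 0.1, the smallest p possible). It was 0.654 times that of the 6 *Igh* +/+ libraries of the same control set (exact permutation test, p = 0.143), but 1.03 times as a percentage of VDJ_H_ joints only (exact permutation test, p = 0.702). The frequency in *Igh* P4/P4 pro‐B cells was 1.41‐fold higher than in *Igh* P4StopG/P4StopG pro‐B cells, without overlap of the libraries (exact permutation test, p = 0.1). These 2 genotypes were also scaled to different *Igh* +/+ libraries. Under 7 other settings the ratio was between 1.16 and 1.49, and with the *Igh* +/+ libraries of the same run of experiments only, chosen after the values were seen, it was 1.72 (exact permutation test, p = 0.1). Without scaling it was 0.927 (exact permutation test, p = 0.6), with a scaling to all *Igh* +/+ libraries it was 0.907 (exact permutation test, p = 0.4), and without the third *Igh* +/+ experiment of Fig 3G it was 1.19 (exact permutation test, p = 0.1). The summed usage of the 6 genes in *Igh* P4StopG/P4StopG pro‐B cells was 1.67% ± 0.398 (SD, n = 3) of the joints. Of 89 V_H_ genes tested with limma, 6 had lower and 0 higher usage than in *Igh* +/+ pro‐B cells, while 32 had an unadjusted p under 0.05. This split was reversed when only VDJ_H_ joints were counted, with 18 V_H_ genes higher and 3 lower. Among the distal V_H_ genes, V_H_1‐84 was lower (log2 change −1.45, SE 0.31, adjusted p = 0.0166, limma). Without the third *Igh* +/+ experiment of Fig 3G, 26 V_H_ genes passed.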

Despite the inability to express a spliced PAIR4‐derived transcript, the *Igh* ^P4StopG/P4StopG^ pro‐B cells still gave rise to a 1.9‐fold increase in distal V_H_ gene recombination, which was, however, lower than the 2.7‐fold effect seen with *Igh* ^P4/P4^ pro‐B cells (Fig 3F and G), suggesting that the spliced PAIR4‐derived transcript may weakly contribute to the function of PAIR4.

### Long‐range activation of distal V_H_ gene recombination by the V8.8E enhancer

To investigate whether a V_H_8‐associated element on its own is able to promote distal V_H_ gene recombination, we analyzed the function of the V8.8E element located downstream of the V_H_8‐8 gene. This element was characterized by the presence of open chromatin and the active histone marks H3K4me2 and H3K27ac, suggesting that it may function as an active regulatory element in pro‐B cells (Figs 1E and 4A). We previously generated the *Igh* ^V8‐8^ allele by inserting the V_H_8‐8 gene with 500 bp of its upstream and downstream sequences at the deletion point of the *Igh* ^∆890^ allele (Hill *et al*, 2020). Importantly, the inserted downstream sequences of the V_H_8‐8 gene encompassed the V8.8E element (Fig 4A). As shown by VDJ‐seq analysis, the V8.8E element was able to activate the recombination of the first six distal V_H_ genes 2.1‐fold in *Igh* ^V8‐8/V8‐8^ pro‐B cells compared with *Igh* ^∆890/∆890^ pro‐B cells (Fig 4B and C) and was thus only slightly less active than the PAIR4 element on its own in *Igh* ^P4/P4^ pro‐B cells (2.7‐fold). We conclude therefore that V8.8E element can function as an enhancer to promote long‐range activation of distal V_H_ gene recombination.

**Figure 4:**
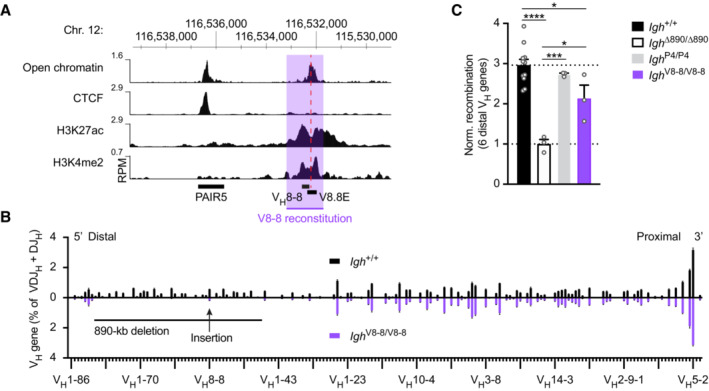
Long‐range activation of distal V_H_ gene recombination by the V8.8E enhancer in *Igh* ^V8‐8/V8‐8^ mice Presence of open chromatin and the active histone marks H3K27ac and H3K4me2 at the V8.8E enhancer in pro‐B cells. The location of the V_H_8‐8 gene, V8.8E enhancer (dashed line), and PAIR5 element are shown together with the mm9 genomic coordinates of mouse chromosome 12. The V_H_8‐8 gene with 500 bp of its upstream and downstream sequences (indicated by violet overlay) was inserted with the Floxin method at the deletion point of the *Igh* ^∆890^ allele to generate the *Igh* ^V8‐8^ allele (Hill *et al*, 2020).Comparison of the VDJ‐seq data obtained with pro‐B cells from the bone marrow of *Igh* ^+/+^ (black) and *Igh* ^V8‐8/V8‐8^ (violet) mice. The relative frequency of each V_H_ gene is shown as a mean value with SEM and is based on five (*Igh* ^+/+^) or three (*Igh* ^V8‐8/V8‐8^) independent VDJ‐seq experiments. The different V_H_ genes (horizontal axis) are aligned according to their position in the *Igh* locus (Dataset EV1). For further explanation, see legend of Fig 3D.Normalized recombination frequency of the first six distal V_H_ genes (V_H_1‐85 to V_H_1‐80) determined in pro‐B cells from *Igh* ^V8‐8/V8‐8^ (violet), *Igh* ^+/+^ (black), *Igh* ^∆890/∆890^ (white bar) and *Igh* ^P4/P4^ (gray) mice. The average recombination frequency of the six distal V_H_ genes was calculated as a mean value with SEM, and the value obtained with *Igh* ^∆890/∆890^ pro‐B cells was set to 1. Statistical data were analyzed by one‐way ANOVA (Tukey *post hoc* test); *P < 0.05, ***P < 0.001, ****P < 0.0001. Each dot corresponds to a mouse. Source data are available online for this figure.

### The regulatory PAIR4‐V8.7E module is highly active only in pro‐B cells within the hematopoietic system

We next studied the developmental activity of PAIR4 together with its associated V8.7E enhancer within the hematopoietic system. For this, we linked the PAIR4 element to a *Gfp* gene in exon 2 of the PAIR4‐derived transcript so that we could monitor GFP expression as a proxy for PAIR4 activity. We then used the Floxin method to insert the PAIR4‐Gfp element together with the V8.7E enhancer into the *Igh* ^∆890^ allele to generate the *Igh* ^P4GV^ allele (Fig 5A). Within the B cell lineage, GFP expression was highest in pro‐B cells of *Igh* ^P4GV/+^ and *Igh* ^P4GV/P4GV^ mice (Fig 5B and C). GFP expression was already strongly reduced in pre‐B and immature B cells and was largely lost in recirculating B cells in the bone marrow of *Igh* ^P4GV/+^ and *Igh* ^P4GV/P4GV^ mice (Fig 5B and C). Importantly, no GFP expression was detected in multipotent progenitors (LSK), lymphoid‐primed multipotent progenitors (LMPP) and all‐lymphoid progenitors (ALP), while GFP expression was initiated only in a small fraction of BLPs just prior to the generation of committed pro‐B cells (Fig 5D and E). Notably, no GFP expression was detected in CD4^−^CD8^−^ double‐negative (DN) and CD4^+^CD8^+^ double‐positive (DP) T cells in the thymus of *Igh* ^P4GV/+^ and *Igh* ^P4GV/P4GV^ mice (Fig 5F and G). In summary, the activity of PAIR4 is induced to a high level only in committed pro‐B cells, rapidly declines in pre‐B and immature B cells and is absent in lymphoid progenitors and T‐lineage cells.

**Figure 5:**
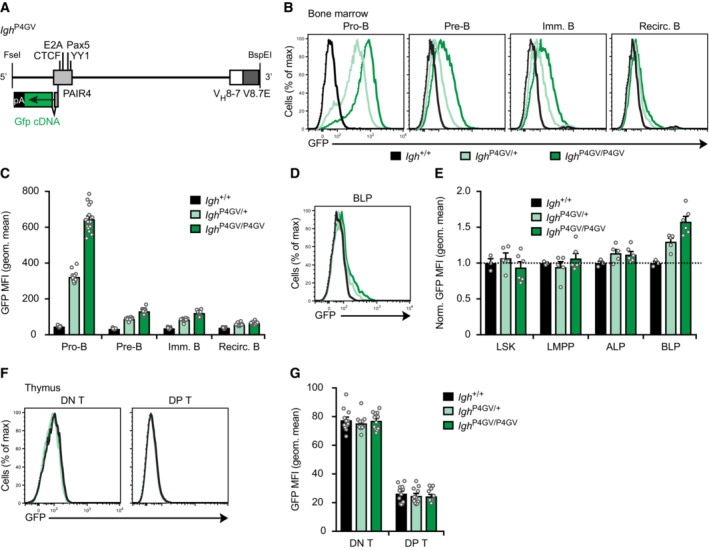
Pro‐B cell‐specific activity of the PAIR4‐V8.7E enhancer module A
Schematic diagram of the *Gfp*‐linked PAIR4‐V8.7E module. The *Gfp* cDNA linked to 6 polyadenylation sites (pA) was inserted in exon 2 of PAIR4 prior to the insertion of the entire module at the deletion point into the *Igh* ^∆890^ allele by the Floxin method.B, C
Flow‐cytometric analysis (B) and geometric mean fluorescence intensity measurements (MFI, C) of GFP expression are shown for pro‐B, pre‐B, immature B, and recirculating B cells from the bone marrow of *Igh* ^P4GV/P4GV^ (dark green, *n* = 16), *Igh* ^P4GV/+^ (light green, *n* = 12), and control *Igh* ^+/+^ (black, *n* = 13) mice. Geometric mean fluorescence intensity measurements (C) are shown as mean values with SEM.D, E
Induction of GFP expression in a small subset of BLPs, as shown by flow‐cytometric analysis (D) and geometric mean fluorescence intensity measurements (E) of GFP expression in MPPs (LSK), LMPPs, ALPs, and BLPs from the bone marrow of the indicated mice. The dashed line indicates the absence of GFP expression in *Igh* ^+/+^ cells, which were set to 1 for normalization of the MFI data. Geometric mean fluorescence intensity measurements (E) are shown as mean value with SEM based on 3 (*Igh* ^+/+^), 5 (*Igh* ^P4GV/+^) or 6 (*Igh* ^P4GV/P4GV^) independent replicates.F, G
Absence of GFP expression in DN (CD4^−^CD8^−^) and DP (CD4^+^CD8^+^) T cells, as shown by flow‐cytometric analysis (F) and geometric mean fluorescence intensity measurements (G) of GFP expression in thymocytes from the indicated mice. Geometric mean fluorescence intensity measurements (G) are shown as a mean value with SEM based on 12 (*Igh* ^+/+^), 11 (*Igh* ^P4GV/+^), or 12 (*Igh* ^P4GV/P4GV^) independent replicates. Data information: The flow‐cytometric definition of the lymphoid progenitors, B and T cell types is described in Materials and Methods. Source data are available online for this figure.

### Opposing roles of Pax5 and CTCF in regulating PAIR4 activity

To investigate the role of Pax5 and CTCF in controlling the activity of PAIR4, we next mutated the binding site of each transcription factor in the PAIR4 sequence. For this, we mutated nine nucleotide positions of the Pax5‐binding site (Fig EV4A) and exchanged all nucleotides of the CTCF‐binding site (Fig EV4B) in PAIR4 to generate the *Igh* ^P4∆Pax5GV^ and *Igh* ^P4∆CtcfGV^ alleles, respectively (Fig EV4C and D). We next performed ChIP‐qPCR analysis with short‐term cultured pro‐B cells to investigate the effect of the introduced mutations on Pax5 and CTCF binding. The interaction of Pax5 with PAIR4 was 3‐fold reduced in *Igh* ^P4∆Pax5GV/P4∆Pax5GV^ pro‐B cells relative to control *Igh* ^P4GV/P4GV^ pro‐B cells (Fig EV4E). As the extensive mutation of the Pax5 recognition sequence in the PAIR4 element (Fig EV4A) is expected to abolish Pax5 binding, we further analyzed the interaction of Pax5 with its wild‐type or mutant binding site by electrophoretic mobility shift assay with a B cell nuclear extract (Fig EV4F). While the formation of the Pax5‐DNA complex was abolished in the presence of an anti‐Pax5 paired domain antibody or an excess of nonlabeled oligonucleotide containing the wild‐type Pax5‐binding site, a similar excess of the mutant oligonucleotide was unable to compete with Pax5 binding to the wild‐type probe (Fig EV4F). As the introduced mutations abolished Pax5 binding to PAIR4, it is therefore likely that the residual Pax5 binding observed by ChIP analysis in *Igh* ^P4∆Pax5GV/P4∆Pax5GV^ pro‐B cells may be caused by Pax5, bound to its site in the V8.7E enhancer (Fig EV1A), through a looping interaction with PAIR4 within the same regulatory module. GFP expression was 2‐fold reduced in pro‐B cells of *Igh* ^P4∆Pax5GV/+^ mice compared with *Igh* ^P4GV/+^ mice (Fig 6A and B). Hence, these results indicate that Pax5 binding is required for maximal activity of PAIR4 in pro‐B cells.

**Figure 6:**
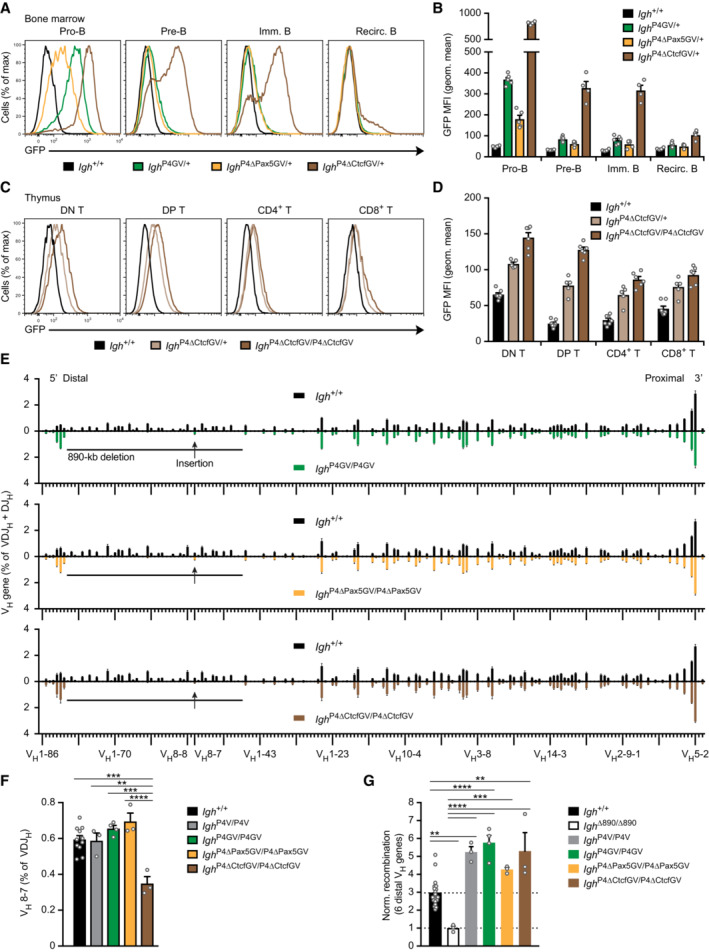
The CTCF binding site of PAIR4 restricts the activity of the PAIR4‐V8.7E module to the pro‐B cell stage A, B
Flow‐cytometric analysis (A) and geometric mean fluorescence intensity measurements (MFI, B) of GFP expression are shown for pro‐B, pre‐B, immature B, and recirculating B cells from the bone marrow of *Igh* ^P4GV/+^ (green, *n* = 6), *Igh* ^P4∆Pax5GV/+^ (yellow, *n* = 5), *Igh* ^P4∆CtcfGV/+^ (brown, *n* = 4), and control *Igh* ^+/+^ (black, *n* = 4) mice. Geometric mean fluorescence intensity measurements (B) are shown as a mean value with SEM.C, D
Activation of the PAIR4‐V8.7E module in thymocytes upon loss of CTCF binding at PAIR4, as shown by flow‐cytometric analysis (C) and geometric mean fluorescence intensity measurements (MFI, D) of GFP expression in DN, DP, CD4^+^, and CD8^+^ thymocytes of *Igh* ^P4∆CtcfGV/+^ (light brown, *n* = 5) and *Igh* ^P4∆CtcfGV/P4∆CtcfGV^ (dark brown, *n* = 6) mice compared with control *Igh* ^+/+^ (black, *n* = 7) mice. Geometric mean fluorescence intensity measurements (D) are shown as a mean value with SEM.E
Comparison of the VDJ‐seq data obtained with pro‐B cells of the *Igh* ^+/+^ (black), *Igh* ^P4GV/P4GV^ (green), *Igh* ^P4∆Pax5GV/P4∆Pax5GV^ (yellow), and *Igh* ^P4∆CtcfGV/P4∆CtcfGV^ (brown) genotypes. The relative frequency of each V_H_ gene is shown as mean value with SEM and is based on four (*Igh* ^+/+^, *Igh* ^P4GV/P4GV^) or three (*Igh* ^P4∆Pax5GV/P4∆Pax5GV^, *Igh* ^P4∆CtcfGV/P4∆CtcfGV^) independent VDJ‐seq experiments. The different V_H_ genes (horizontal axis) are aligned according to their position in the *Igh* locus (Dataset EV1). For further explanation, see legend of Fig 3D.F
Recombination frequency of the inserted V_H_8‐7 gene, which was determined as percentage of all VDJ_H_ recombination events in pro‐B cells of the indicated genotypes and is shown as a mean value with SEM.G
Normalized recombination frequency of the first six distal V_H_ genes (V_H_1‐85 to V_H_1‐80) determined in pro‐B cells of the indicated genotypes, based on the data shown in (E). The average recombination frequency of the six distal V_H_ genes was calculated as mean value with SEM, and the value obtained with *Igh* ^∆890/∆890^ pro‐B cells was set to 1. Data information: Statistical data were analyzed by one‐way ANOVA (Tukey *post hoc* test; F, G); **P < 0.01, ***P < 0.001, ****P < 0.0001. Each dot (B, D, F, and G) corresponds to a mouse. Source data are available online for this figure.

**Figure EV4:**
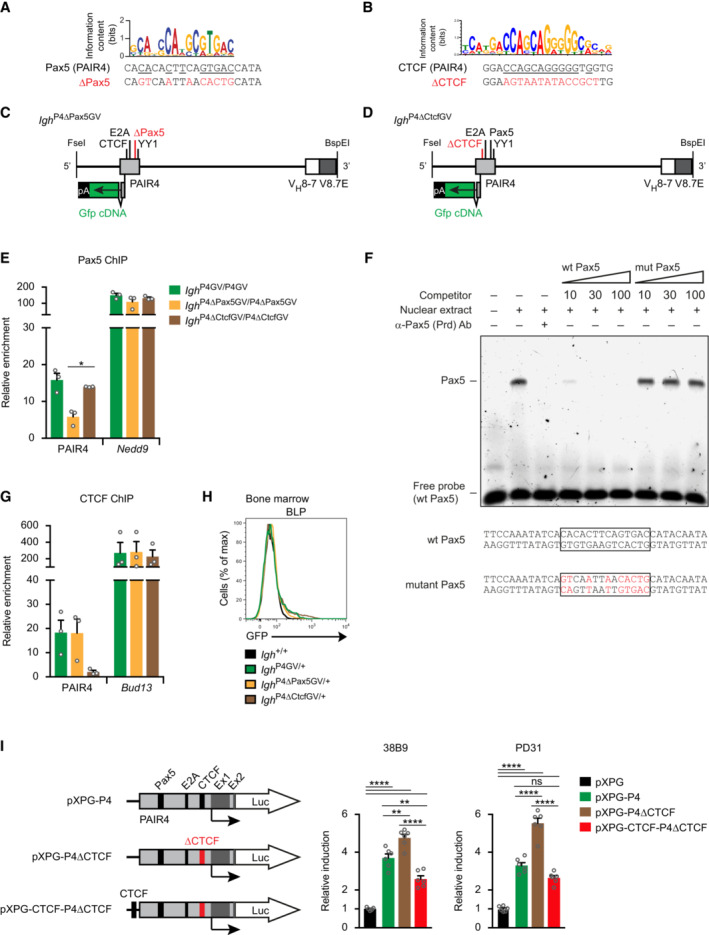
Mutation of the Pax5‐ and CTCF‐binding sites in the PAIR4 element A
Mutation of the Pax5‐binding sequence of PAIR4. The nucleotides of PAIR4, which match the Pax5 consensus recognition sequence (Kaiser *et al*, 2022), are underlined and were mutated to the nucleotides indicated in red (∆Pax5).B
Mutation of the CTCF‐binding sequence of PAIR4. The nucleotides of PAIR4, corresponding to the consensus CTCF‐binding motif (Hill *et al*, 2020), are underlined and were mutated to the nucleotides indicated in red (∆CTCF).C, D
Schematic diagram of the *Gfp*‐linked PAIR4‐V8.7E module with the Pax5‐ or CTCF‐binding site mutation, which was used for the generation of the *Igh* ^P4∆Pax5GV^ or *Igh* ^P4∆CtcfGV^ allele, respectively.E, G
Pax5 and CTCF binding to the wild‐type and mutant PAIR4 sequences. Short‐term cultured pro‐B cells from the bone marrow of *Igh* ^P4GV/P4GV^ (green), *Igh* ^P4∆Pax5GV/P4∆Pax5GV^ (yellow), and *Igh* ^P4∆CtcfGV/P4∆CtcfGV^ (brown) mice were used for ChIP analysis with an anti‐Pax5 paired domain antibody or an anti‐CTCF antibody. Input and precipitated DNA were quantified by qPCR analysis with primers amplifying the Pax5‐binding site present in PAIR4 or the *Nedd9* gene (E), the CTCF‐binding site present in PAIR4 or the *Bud13* gene (G) or by amplifying a gene‐poor region on chromosome 1 as a negative control (Dataset EV2). The amount of precipitated DNA was calculated as an average percentage of input with SEM and is shown relative to the value obtained for the negative control.F
No binding of Pax5 to the mutant Pax5 recognition sequence (∆Pax5) of PAIR4. A fluorescently‐labeled double‐stranded oligonucleotide containing the wild‐type (wt) Pax5 recognition sequence of PAIR4 (shown below) was used as a probe for electrophoretic mobility shift assay (EMSA) with a nuclear extract prepared from B cells of the human Ramos cell line (see Materials and Methods). The Pax5‐DNA complex (marked as Pax5 to the left) was not formed upon addition of an anti‐Pax5 antibody, directed against the DNA‐binding paired domain (Prd), or in the presence of a 10‐, 30‐, and 100‐fold molar excess of a nonlabeled competitor oligonucleotide containing the wild‐type Pax5‐binding site in contrast to the competitor oligonucleotide containing the mutant (mut) Pax5 recognition sequence (shown below).H
Absence of GFP expression in BLPs from the bone marrow of *Igh* ^P4GV/+^ (green), *Igh* ^P4∆Pax5GV/+^ (yellow), *Igh* ^P4∆CtcfGV/+^ (brown), and control *Igh* ^+/+^ (black) mice, as shown by flow‐cytometric analysis.I
Transient transfection reporter assay. The PAIR4‐luciferase reporter genes (schematically shown to the left) were transfected together with the control vector pRL‐CMV into cells of the pro‐B cell line 38B9 (Alt *et al*, 1984) or pre‐B cells line PD31 (Lewis *et al*, 1982). After 24 h, luciferase activities were measured, normalized and displayed relative to the activity of the parental vector pXPG, containing a promoter‐less firefly luciferase gene, which was set to 1. The relative luciferase (luc) activities of six independent transfection experiments are shown as mean values with SEM. Ex1 and Ex2 refer to exons 1 and 2 of the PAIR antisense transcript. Data information: Statistical data (E, G, I) were analyzed by one‐way ANOVA (Tukey *post hoc* test); ns *P* > 0.05, *P < 0.05; **P < 0.01, ****P < 0.0001. Source data are available online for this figure.

Mutation of the CTCF recognition site completely abrogated binding of CTCF to PAIR4, as shown by ChIP‐qPCR analysis of *Igh* ^P4∆CtcfGV/P4∆CtcfGV^ pro‐B cells (Fig EV4G). GFP expression was 2‐fold increased in pro‐B cells of *Igh* ^P4∆CtcfGV/+^ mice compared with *Igh* ^P4GV/+^ mice (Fig 6A and B), consistent with the previous observation that the downregulation of CTCF protein expression in cultured pro‐B cells leads to enhanced transcription of the PAIR4‐derived lncRNA (Degner *et al*, 2011). Notably, there was a similarly small fraction of GFP^int^ BLPs in the bone marrow of *Igh* ^P4∆CtcfGV/+^ and *Igh* ^P4GV/+^ mice (Fig EV4H), demonstrating that the loss of CTCF binding led to a 2‐fold increase of GFP expression only upon transition to the pro‐B cell stage. Unexpectedly however, GFP expression remained at the same high level in pre‐B and immature B cells of *Igh* ^P4∆CtcfGV/+^ mice as in *Igh* ^P4GV/+^ pro‐B cells, while GFP expression was largely lost in recirculating *Igh* ^P4∆CtcfGV/+^ B cells (Fig 6A and B). The biphasic distribution of the GFP protein levels in *Igh* ^P4∆CtcfGV/+^ pre‐B and immature B cells likely indicates that the majority of GFP^hi^ cells still actively transcribed the *Gfp* gene, while the smaller faction of GFP^lo^ cells in the absence of *Gfp* mRNA synthesis progressively lost the GFP protein with its relatively long half‐life of 2–3 days (Nagaoka *et al*, 2000). Most surprisingly, GFP expression was also observed in CD4^−^CD8^−^ (DN), CD4^+^CD8^+^ (DP), CD4^+^ and CD8^+^ T cells in the thymus of *Igh* ^P4∆CtcfGV/+^ and *Igh* ^P4∆CtcfGV/P4∆CtcfGV^ mice (Fig 6C and D). These data therefore demonstrate that the CTCF‐binding site in PAIR4 restrains the activity of this element in B and T cells. We next performed transient transfection assays with wild‐type and mutant PAIR4‐luciferase constructs in established pro‐B (38B9) and pre‐B (PD31) cell lines (Fig EV4I) to investigate whether CTCF can function as a repressor to restrain the transcriptional activity of PAIR4. While the PAIR4‐luciferase gene (pXPG‐P4) gave rise to a 3.5‐fold increase of luciferase activity relative to the promoter‐less luciferase gene (pXPG) in both cell lines, its activity was further increased upon mutation of the CTCF‐binding site (pXPG‐P4∆CTCF; Fig EV4I). Notably, the activity of the mutant PAIR4‐luciferase gene was 2‐fold reduced upon addition of the wild‐type CTCF‐binding sequence at the 5′ end of PAIR4 (pXPG‐CTCF‐P4∆CTCF; Fig EV4I). These data therefore indicate that CTCF can function as a repressor of PAIR4 activity (Fig EV4I). In summary, we conclude that Pax5 is required for maximal activity of PAIR4 in pro‐B cells, whereas CTCF contributes to the pro‐B cell‐specific activity of PAIR4 by preferentially suppressing the activity of this element at later B cell developmental stages and during T lymphopoiesis.

### Binding of Pax5 and CTCF at PAIR4 differentially affects V_H_ gene recombination

We next studied the role of Pax5 and CTCF for PAIR4‐mediated V_H_ gene recombination by performing VDJ‐seq analysis with sorted pro‐B cells from *Igh* ^P4GV/P4GV^, *Igh* ^P4∆Pax5GV/P4∆Pax5GV^ and *Igh* ^P4∆CtcfGV/P4∆CtcfGV^ mice (Fig 6E). 

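VDJ‐seq libraries with values in 2 control sets were used for these genotypes. The first contains 4 *Igh* +/+ and 4 *Igh* P4GV/P4GV libraries, of which the fourth *Igh* +/+ and the fourth *Igh* P4GV/P4GV library have experiment numbers of the other run and list the same V_H_ gene names as the libraries of the other set. The latter contains 2 *Igh* +/+, 3 *Igh* P4ΔPax5GV/P4ΔPax5GV and 1 *Igh* P4ΔCtcfGV/P4ΔCtcfGV library, whereas the paper reports 3 replicates for the last genotype. The labels and the values of this experiment are partly at odds, and 4 libraries were left out for this reason. In 3 pairs, libraries with different labels held identical values. For each pair, only the library whose label matches the genotype that the source data of Fig 6E give for these values was used. Of the left-out libraries, 1 labelled *Igh* +/+ has the values of *Igh* P4ΔCtcfGV/P4ΔCtcfGV experiment 2 of the source data and 1 labelled *Igh* +/+ those of *Igh* P4ΔCtcfGV/P4ΔCtcfGV experiment 3, whereas 1 labelled *Igh* P4ΔCtcfGV/P4ΔCtcfGV has the values of the fourth *Igh* +/+ experiment and 1 labelled *Igh* P4ΔCtcfGV/P4ΔCtcfGV those of the fourth *Igh* P4GV/P4GV experiment. The usage of the deleted V_H_ genes was 8.67% of the joints in the library with the values of the fourth *Igh* +/+ experiment and 0.153 to 0.219% in the other 3. The values of a further 2 *Igh* +/+ and 1 *Igh* P4ΔCtcfGV/P4ΔCtcfGV experiment of Fig 6E were not analysed here.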

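V_H_8‐7 made up 0.655% ± 0.0355 (SD, n = 4) of the VDJ_H_ joints in *Igh* P4GV/P4GV pro‐B cells and 0.614% ± 0.0442 (SD, n = 4) in the *Igh* +/+ pro‐B cells of the same control set, a ratio of 1.07 that is within the spread of the libraries (exact permutation test, two‐sided, p = 0.2). As a percentage of all joints, the ratio was 0.950 (exact permutation test, p = 0.657). In *Igh* P4ΔPax5GV/P4ΔPax5GV pro‐B cells, V_H_8‐7 made up 0.695% ± 0.0817 (SD, n = 3) of the VDJ_H_ joints compared with 0.535% ± 0.0608 (SD, n = 2) in their *Igh* +/+ controls, a ratio of 1.30 (exact permutation test, p = 0.1, the smallest p possible). Taken over all joints, this ratio was 1.12. In terms of VDJ_H_ joints, the *Igh* P4V/P4V libraries, which belong to another control set, ranged from 0.500 to 0.641%, the *Igh* P4GV/P4GV libraries from 0.607 to 0.689% and the *Igh* P4ΔPax5GV/P4ΔPax5GV libraries from 0.643 to 0.789%. The differences between these 3 genotypes were not tested. As a percentage of all joints, the V_H_8‐7 ratio of *Igh* P4ΔPax5GV/P4ΔPax5GV pro‐B cells to their *Igh* +/+ controls was 1.12.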

Notably, the recombination efficiency of the PAIR4‐associated V_H_8‐7 gene was neither affected by replacement of the PAIR4‐derived transcript with the *Gfp* gene in *Igh* ^P4GV/P4GV^ pro‐B cells nor by mutation of the Pax5‐binding site in *Igh* ^P4∆Pax5GV/P4∆Pax5GV^ pro‐B cells compared with *Igh* ^P4V/P4V^ pro‐B cells (Fig 6F). Importantly however, loss of the CTCF‐binding site in PAIR4 resulted in a 1.7‐fold reduced recombination frequency of the V_H_8‐7 gene. Hence, the CTCF‐binding site in PAIR4 is essential for efficient recombination of the V_H_8‐7 gene by acting over a short 4.1‐kb distance.

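In the single *Igh* P4ΔCtcfGV/P4ΔCtcfGV library used, V_H_8‐7 made up 0.296% of the VDJ_H_ joints, which is 0.553 times the mean of its 2 *Igh* +/+ controls and below each of the *Igh* P4V/P4V, *Igh* P4GV/P4GV and *Igh* P4ΔPax5GV/P4ΔPax5GV libraries. This difference has no replicate check. As a percentage of all joints, the ratio was 0.620. In the left-out library labelled *Igh* +/+ that has the values of *Igh* P4ΔCtcfGV/P4ΔCtcfGV experiment 2, V_H_8‐7 made up 0.325% of the VDJ_H_ joints. When every library was grouped by its label, the ratio was 1.28 (exact permutation test, two‐sided, p = 0.4). That grouping puts a library with *Igh* +/+ values into the mutant group and libraries with *Igh* P4ΔCtcfGV/P4ΔCtcfGV values among the controls. The same values thus stand on both sides, and the ratio of 1.28 does not bear on the direction.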

Next, we analyzed the recombination frequencies of the 6 most distal V_H_ genes (Fig 6E and G), which are present at a distance of up to 112 kb away from the inserted PAIR4 element (Fig EV2B). The recombination of these distal V_H_ genes was induced to a similarly high level (5.3‐ and 5.8‐fold) in *Igh* ^P4∆CtcfGV/P4∆CtcfGV^ and *Igh* ^P4GV/P4GV^ pro‐B cells as in *Igh* ^P4V/P4V^ pro‐B cells, when measured relative to the *Igh* ^∆890/∆890^ pro‐B cells containing only the 890‐kb *Igh* deletion (Fig 6G). 

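For the 6 distal V_H_ genes, a normalized recombination frequency of 6.19 ± 0.384 (SD, n = 4; 5.69 to 6.53) was found in *Igh* P4GV/P4GV pro‐B cells, with each library above the *Igh* Δ890/Δ890 libraries (exact permutation test, two‐sided, p = 0.0286, the smallest p that 4 libraries against 3 allow) and 2.09‐fold higher than in the *Igh* +/+ libraries of the same control set (exact permutation test, p = 0.0286). The value of 6.53 is that of the fourth *Igh* P4GV/P4GV experiment, which depends on its control set, as the same values gave 4.91 when scaled to the other control set, and the source data list 4.62 for it (5.73, 6.14 and 6.53 for the first 3). With control sets by V_H_ gene names, chosen after the values were seen, the mean of the 4 libraries was 5.92. In the single *Igh* P4ΔCtcfGV/P4ΔCtcfGV library used, the frequency was 7.88. Its values are those of the third of the paper's 3 replicates, for which the source data list 4.09, 4.42 and 7.36. The left-out library with the values of *Igh* P4ΔCtcfGV/P4ΔCtcfGV experiment 2 had a frequency of 4.72, and the mean of both, a grouping chosen after the values were seen, was 6.30. The ratio of *Igh* P4V/P4V to *Igh* P4GV/P4GV pro‐B cells was 0.846 (exact permutation test, p = 0.0857, where 0.0286 is the smallest p possible). It was reversed to 1.05 without scaling (exact permutation test, p = 0.514) and to 1.03 with a scaling to all *Igh* +/+ libraries (exact permutation test, p = 0.714). Of 88 V_H_ genes tested with limma, 26 differed between *Igh* P4GV/P4GV and *Igh* +/+ pro‐B cells (20 higher, 6 lower), including 5 of the 6 distal V_H_ genes. V_H_1‐81 rose from 0.486% to 1.32% of the joints (log2 change 1.43, SE 0.10, adjusted p = 3.17e-07, limma), and V_H_1‐83 was the distal gene that did not pass (log2 change 0.77, adjusted p = 0.0963, limma). Without the fourth *Igh* +/+ experiment of Fig 6E, 17 V_H_ genes passed.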

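In *Igh* P4ΔPax5GV/P4ΔPax5GV pro‐B cells, the normalized recombination frequency of the 6 distal V_H_ genes was 4.54 ± 0.222 (SD, n = 3; 4.30 to 4.73), which is above the *Igh* Δ890/Δ890 libraries (exact permutation test, two‐sided, p = 0.1, the smallest p possible) and 1.53‐fold higher than in the 2 *Igh* +/+ controls (exact permutation test, p = 0.1). The frequency in *Igh* P4GV/P4GV pro‐B cells was 1.36‐fold higher than in *Igh* P4ΔPax5GV/P4ΔPax5GV pro‐B cells, and the libraries did not overlap (exact permutation test, p = 0.0286, the smallest p possible). This p reflects the spread between the mutant libraries and not the error of the *Igh* +/+ means that scale each control set. These genotypes belong to different control sets, and the ratio was between 1.29 and 2.15 under 7 other settings, but 1.03 without scaling to the *Igh* +/+ libraries (exact permutation test, p = 0.571) and 1.04 with a scaling to all *Igh* +/+ libraries (exact permutation test, p = 0.457). The value of 2.15 is from the grouping by label, which puts libraries with the values of *Igh* P4ΔCtcfGV/P4ΔCtcfGV experiments among the *Igh* +/+ controls. In an alternative chosen after the values were seen, in which the control sets followed the V_H_ gene names listed in each library, the ratio was 1.21 (exact permutation test, p = 0.0571). Of 87 V_H_ genes tested with limma, 12 differed between *Igh* P4ΔPax5GV/P4ΔPax5GV and *Igh* +/+ pro‐B cells (11 higher, 1 lower). V_H_1‐80 (log2 change 1.10, SE 0.12) and V_H_1‐81 (log2 change 1.01, SE 0.10) were the distal genes that passed (adjusted p = 0.001 for both, limma). Without the first *Igh* P4ΔPax5GV/P4ΔPax5GV experiment, 28 V_H_ genes passed. The ratio of *Igh* P4ΔPax5GV/P4ΔPax5GV pro‐B cells to the single *Igh* P4ΔCtcfGV/P4ΔCtcfGV library was 0.577.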

Although the induction of distal V_H_ gene recombination was still 4.3‐fold in *Igh* ^P4∆Pax5GV/P4∆Pax5GV^ pro‐B cells, it was lower in comparison with the *Igh* ^P4GV/P4GV^ and *Igh* ^P4∆CtcfGV/P4∆CtcfGV^ pro‐B cells (Fig 6G). Together, these data demonstrate that the CTCF‐binding site of PAIR4 promotes V_H_8‐7 gene recombination over a short distance (4.1‐kb), while it is dispensable for distal V_H_ gene recombination over a long distance. In contrast, the Pax5‐binding site is not essential for recombination of the adjacent V_H_8‐7 gene but is required for efficient recombination of distal V_H_ genes located at a longer distance from the PAIR4 element.

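Relative to its *Igh* +/+ controls, the single *Igh* P4ΔCtcfGV/P4ΔCtcfGV library had lower V_H_8‐7 usage and a 2.66‐fold higher frequency of the 6 distal V_H_ genes. From the reduced recombination of V_H_8‐7 and a distal recombination similar to that in *Igh* P4V/P4V pro‐B cells, the paper concludes that the CTCF-binding site of PAIR4 acts on V_H_8‐7 over a short distance and is not needed for the recombination of the distal V_H_ genes.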

### Insertion of the Eμ enhancer in the *Igh* 5′ region promotes distal V_H_ gene recombination

We next asked whether the insertion of any enhancer in the 5′ region of the *Igh* locus could also promote distal V_H_ gene recombination similar to the regulatory PAIR4‐V8.7E module. For this, we have chosen the Eμ enhancer, which is normally located at the 3′ end of the *Igh* locus. One important function of the Eμ enhancer in early lymphopoiesis is to render the surrounding DNA sequences of the *Igh* locus accessible by inducing active chromatin, which promotes D_H_‐J_H_ recombination and expression of the Iμ germline transcript in uncommitted lymphoid progenitors (Perlot *et al*, 2005; Chakraborty *et al*, 2009). To determine the exact onset of Eμ activity in these early lymphoid progenitors, we used homologous recombination in ES cells to insert a *Cre* gene linked via a P2A sequence to the last codon of the second Cμ transmembrane exon (M2) to generate the *Igh* ^CμCre^ allele (Figs 7A and EV5A and B). The Eμ‐mediated expression of the Iμ germline transcript from *Igh* ^CμCre^ allele should thus give rise to two proteins, a Cμ polypeptide and the Cre protein. To monitor Cre activity as a proxy of the Eμ enhancer activity, we crossed the *Igh* ^CμCre^ allele with the *Rosa26* ^LSL‐YPF^ Cre reporter allele (Srinivas *et al*, 2001) to generate *Rosa26* ^LSL‐YPF/+^ *Igh* ^CμCre/+^ mice, which express YFP only after Cre‐mediated excision of the *lox*P‐stop‐*lox*P (LSL) cassette. YFP expression in response to Eμ enhancer activity was already detected at a low level in multipotent progenitors (LSK), was then strongly increased in LMPPs and reached high levels in ALPs and BLPs (Fig 7B and C). These data therefore indicate that the Eμ enhancer is already highly active prior to B cell lineage commitment.

**Figure 7:**
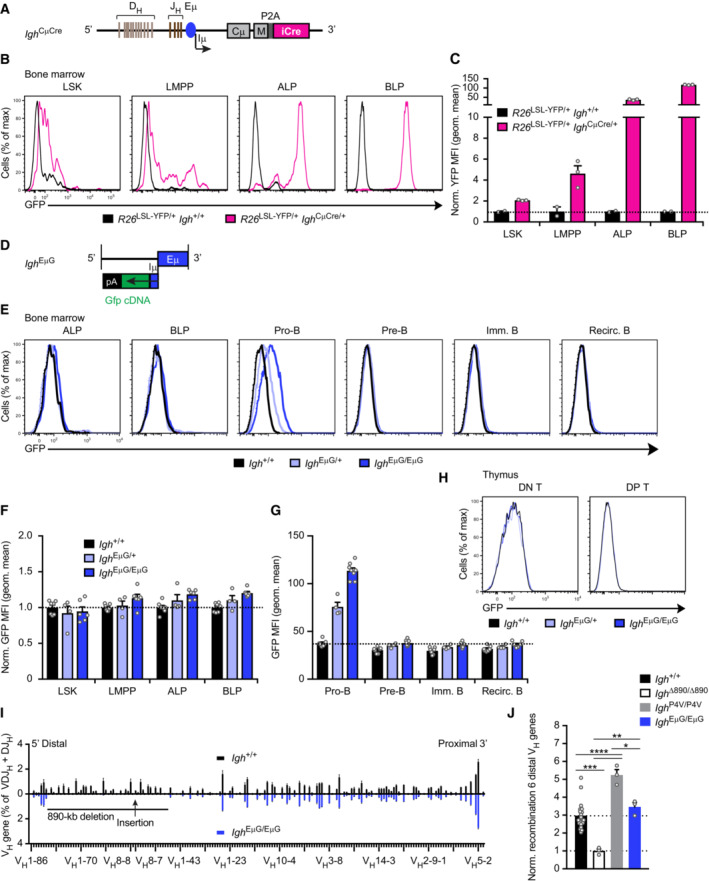
The Eμ enhancer upon insertion in the *Igh* 5′ region promotes distal V_H_ gene recombination and exhibits pro‐B cell‐specific activity A
Schematic diagram of the *Igh* ^CμCre^ allele, which contains the insertion of a *Cre* gene linked via a P2A sequence to the last codon of the second Cμ transmembrane exon (M2) in the *Igh* locus. The generation of the *Igh* ^CμCre^ allele is described in detail in Fig EV5A and Materials and Methods.B, C
Flow‐cytometric analysis (B) and geometric mean fluorescence intensity measurements (MFI, C) of YFP expression are shown for MPPs (LSK), LMPPs, ALPs, and BLPs from the bone marrow of *Rosa26* ^LSL‐YPF/+^ *Igh* ^CμCre/+^ (violet) and control *Rosa26* ^LSL‐YPF/+^ *Igh* ^+/+^ (black) mice. Geometric mean fluorescence intensity measurements (B) are shown as a mean value with SEM and have been normalized by setting the mean value obtained with *Igh* ^+/+^ cells to 1.D
Schematic diagram of the *Gfp*‐linked Iμ‐Eμ sequences used to generate the *Igh* ^EμG^ allele. The *Gfp* cDNA together with six polyadenylation sites (pA) was linked to the Iμ exon downstream of the Eμ enhancer prior to insertion of these sequence at the deletion point into the *Igh* ^∆890^ allele by the Floxin method.E–G
Flow‐cytometric analysis (E) and geometric mean fluorescence intensity measurements (MFI, F, and G) of GFP expression are shown for MPPs (LSK), LMPPs, ALPs, BLPs, pro‐B, pre‐B, immature B, and recirculating B cells from the bone marrow of *Igh* ^EμG/+^ (light blue), *Igh* ^EμG/EμG^ (dark blue), and control *Igh* ^+/+^ (black) mice. Geometric mean fluorescence intensity measurements (B) are shown as mean a value with SEM. For lymphoid progenitors, MFI values have been normalized by setting the mean value obtained with *Igh* ^+/+^ cells to 1. The flow‐cytometric definition of the lymphoid progenitors, B and T cell types is described in Materials and Methods.H
Absence of GFP expression in DN and DP T cells from the thymus of *Igh* ^EμG/+^ (light blue) and *Igh* ^EμG/EμG^ (dark blue) mice compared with control *Igh* ^+/+^ (black) mice.I
Comparison of the VDJ‐seq data obtained with pro‐B cells of the *Igh* ^+/+^ (black) and *Igh* ^EμG/EμG^ (dark blue) genotypes. The relative frequency of each V_H_ gene is shown as mean value with SEM and is based on six (*Igh* ^+/+^) or three (*Igh* ^EμG/EμG^) independent VDJ‐seq experiments. For further description, see legend of Fig 3D.J
Normalized recombination frequency of the first six distal V_H_ genes (V_H_1‐85 to V_H_1‐80) determined in pro‐B cells of the indicated genotypes, based on the data shown in (I). The average recombination frequency of the six distal V_H_ genes was calculated as a mean value with SEM, and the value obtained with *Igh* ^∆890/∆890^ pro‐B cells was set to 1. Data information: Statistical data were analyzed by one‐way ANOVA (Tukey *post hoc* test; J); *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Each dot (C, F, G, and J) corresponds to one mouse. Source data are available online for this figure.

**Figure EV5:**
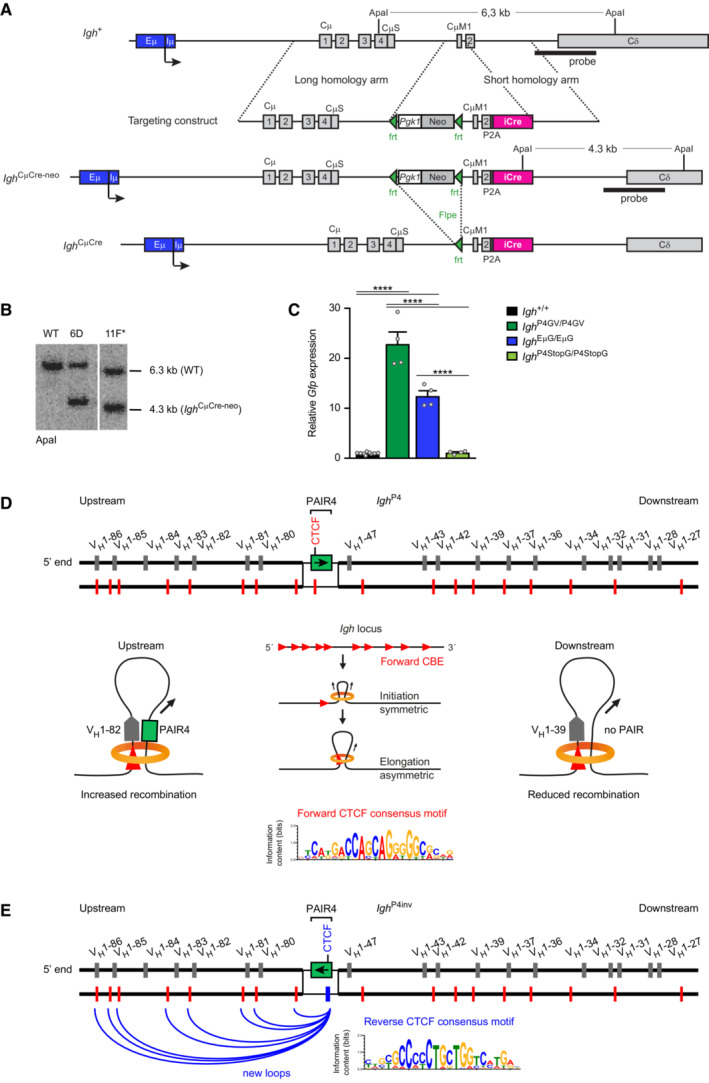
Generation and characterization of the *Igh* ^CμCre^ allele and explanation of recombination differences in the context of loop extrusion Generation of the *Igh* ^CμCre^ allele by ES cell targeting. The *Igh* ^CμCre‐neo^ allele was generated by homologous recombination in the ES cell line A9 by using the following targeting vector. The targeting vector consisted of a 4.1‐kb long 5′ homology region (containing Cμ1 to CμS), a *frt*‐flanked 2.1‐kb DNA fragment containing the mouse phosphoglycerate kinase (*Pgk1*) promoter linked to the neomycin (Neo) resistance gene and a SV40 polyadenylation signal, a 1.6‐kb DNA fragment containing the CμM1/2 sequence linked in frame via the P2A peptide to an iCre gene followed by a 1.8‐kb long 3′ homology region. The *frt* sites are indicated by green arrowheads. The ApaI fragments of the *Igh* ^+^ and *Igh* ^CμCre‐neo^ alleles, which were used for allele identification by Southern blot analysis with the indicated probe, are shown together with their length (in kilobases, kb). The *Igh* ^CμCre^ allele was generated by deletion of the *frt*‐flanked *Pgk1*‐*Neo* expression cassette, which was used for selection of the targeted ES cell clones, in *Igh* ^CμCre‐neo^ mice expressing the Flpe transgene.Southern blot analysis of wild‐type (WT) ES cells and correctly targeted ES cell clones by hybridization of ApaI‐digested genomic DNA with the probe indicated in (A). The ES cell clone 11F was injected into blastocysts to generate the *Igh* ^CμCre‐neo/+^ mouse strain.RT‐qPCR analysis of *Gfp* mRNA expression in sorted pro‐B cells from the bone marrow of the indicated mouse strains. The transcripts of the *Gfp* gene were normalized against the control *Tbp* mRNA, and the mean value obtained with *Igh* ^+/+^ pro‐B cells was set to 1. *Gfp* mRNA expression is shown as a mean value with SEM based on nine (*Igh* ^+/+^) or four (*Igh* ^P4GV/P4GV^, *Igh* ^EμG/EμG^, *Igh* ^P4StopG/P4StopG^) independent samples. Statistical data were analyzed by one‐way ANOVA (Tukey *post hoc* test); ****P < 0.0001.Role of loop extrusion in mediating increased recombination of V_H_ genes located upstream of the insertion of the PAIR4‐V8.7E module (Figs 3G and EV3D). The loop extrusion process has been shown to generate a largely contiguous interaction zone where all the different sequences within the V_H_ gene region appear to interact with each other (Hill *et al*, 2023). The generation of this interaction zone requires that all CTCF‐binding sites are present in forward orientation in the V_H_ gene cluster (Hill *et al*, 2020). Loop extrusion likely initiates at random positions in the V_H_ gene cluster and initially proceeds in a symmetrical manner until the cohesin ring interacts with a CTCF protein bound to the next upstream forward‐oriented CTCF‐binding site, which leads to stabilized binding of cohesin at this site (Li *et al*, 2020). Thereafter, asymmetrical loop extrusion reels the DNA of the downstream *Igh* regions into the loop, until it is halted by a CTCF protein bound to a reverse‐oriented CTCF‐binding site at the IGCR1 or 3′CBE elements (Hill *et al*, 2023). This loop extrusion mechanism predicts that only the V_H_1 genes located upstream of the PAIR4 insertion can efficiently interact through loop extrusion with the inserted PAIR4 element and thus undergo increased V_H_1 gene recombination. In contrast, the downstream V_H_1 genes are unable to interact through this loop extrusion mechanism with the inserted PAIR4 element, which results in reduced V_H_1 gene recombination.Explanation for the reduced recombination efficiency of upstream V_H_1 genes in *Igh* ^P4inv/P4inv^ pro‐B cells compared with *Igh* ^P4/P4^ pro‐B cells (Fig 3G and F). The inversion of PAIR4 also inverts the orientation of the CTCF‐binding site of PAIR4 in *Igh* ^P4inv/P4inv^ pro‐B cells relative to *Igh* ^P4/P4^ pro‐B cells. The reverse‐oriented CTCF‐binding site of PAIR4 is now in convergent orientation relative to the forward CTCF‐binding sites in the upstream region and can thus form new stabilized loops (Rao *et al*, 2014) that interfere with prolonged loop extrusion beyond the inserted PAIR4 element and can therefore prevent interactions of the upstream V_H_ genes with the RAG^+^ recombination center in the *Igh* 3′ region, as previously shown for the inversion of the 890‐kb V_H_ gene region (Hill *et al*, 2020). The forward and reverse CTCF consensus motifs (D, E) are shown. Source data are available online for this figure.

We next inserted the Eμ enhancer, with its 5′ and 3′ matrix attachment regions (MAR) and the downstream Iμ exon linked to a GFP gene, into the *Igh* ^∆890^ allele with the Floxin method to generate the *Igh* ^EμG^ allele (Fig 7D). Unexpectedly, GFP was expressed only in pro‐B cells of *Igh* ^EμG/+^ and *Igh* ^EμG/EμG^ mice, as it was not detected in uncommitted lymphoid progenitors, at later B cell developmental stages or in DN and DP T cells of these mice (Fig 7E–H). VDJ‐seq analysis furthermore revealed that the recombination frequency of the six most distal V_H_ gene was induced 3.5‐fold in *Igh* ^EμG/EμG^ pro‐B cells relative to *Igh* ^∆890/∆890^ pro‐B cells (Fig 7I and J). These data therefore demonstrate that the Eμ enhancer like the regulatory PAIR4‐V8.7E module can promote distal V_H_ gene recombination, when inserted in the 5′ region of the *Igh* locus, although at a somewhat lower frequency, which is consistent with the 1.8‐fold lower expression of *Gfp* mRNA in *Igh* ^EμG/EμG^ pro‐B cells relative to *Igh* ^P4GV/P4GV^ pro‐B cells (Fig EV5C). 

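In *Igh* EμG/EμG pro‐B cells, the 6 distal V_H_ genes had a normalized recombination frequency of 3.45 ± 0.421 (SD, n = 3; 2.97 to 3.76), with each library above the *Igh* Δ890/Δ890 libraries (exact permutation test, two‐sided, p = 0.1, the smallest p possible). The *Igh* +/+ controls were the same 6 libraries as for *Igh* P4inv/P4inv and *Igh* P4StopG/P4StopG pro‐B cells, and the frequency was 1.17‐fold higher than in these (exact permutation test, p = 0.536, where 0.0119 is the smallest p possible). The experiment numbers of these libraries form 3 runs, each with 2 *Igh* +/+ libraries and 1 mutant genotype. In an alternative chosen after the values were seen, in which *Igh* EμG/EμG was compared only with the 2 *Igh* +/+ libraries of its run, the frequency was 1.58‐fold higher (exact permutation test, p = 0.2, where 0.1 is the smallest p possible). As a percentage of VDJ_H_ joints only, with all 6 *Igh* +/+ libraries, it was 1.75‐fold higher (exact permutation test, p = 0.0119). Without scaling to the *Igh* +/+ libraries, the frequency relative to *Igh* Δ890/Δ890 pro‐B cells was 5.98, the alternative that moved it most. Of 88 V_H_ genes tested with limma, 3 had lower and 0 higher usage than in *Igh* +/+ pro‐B cells, while 25 had an unadjusted p under 0.05. With VDJ_H_ joints only as the total, the split was reversed, with 23 V_H_ genes higher and 1 lower. None of the 3 was a distal V_H_ gene, and V_H_1‐47, downstream of the insertion, was lower (log2 change −1.01, SE 0.19, adjusted p = 0.00788, limma). Without the third *Igh* +/+ experiment of Fig 3G, 26 V_H_ genes passed.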

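Recombination of these V_H_ genes was 1.52‐fold more frequent in *Igh* P4V/P4V than in *Igh* EμG/EμG pro‐B cells, and the libraries did not overlap (exact permutation test, two‐sided, p = 0.1, the smallest p possible). The 2 genotypes were scaled to different *Igh* +/+ libraries. Without this scaling, the ratio was 0.998 (exact permutation test, p = 1), with a scaling to all *Igh* +/+ libraries it was 1.00 (exact permutation test, p = 1), and under 7 other settings it was between 1.25 and 1.75. With the *Igh* +/+ libraries of the same run only, an alternative chosen after the values were seen, it was 1.12 and the libraries overlapped (exact permutation test, p = 0.4). The summed usage of the 6 genes in *Igh* EμG/EμG pro‐B cells was 2.58% ± 0.391 (SD, n = 3) of the joints. Without the third *Igh* +/+ experiment of Fig 3G, the ratio of the normalized frequencies was 1.31 (exact permutation test, p = 0.1). From the increase over *Igh* Δ890/Δ890 pro‐B cells, the paper concludes that Eμ can promote distal V_H_ gene recombination in this position, although less than the PAIR4-V8.7E module.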

Like the PAIR4‐V8.7E module, the ectopic Eμ enhancer was also only active in pro‐B cells and thus behaved completely differently in this 5′ location as compared to its normal physiological position at the 3′ end of the *Igh* locus. These data strongly indicate that the 5′ region of the *Igh* locus may provide a special, but so far unknown environment that restricts the activity of the transplanted Eμ enhancer and possibly also the PAIR4‐V8.7E module specifically to the pro‐B cell stage during B lymphopoiesis.

## Discussion

Extended chromatin loop extrusion across the entire *Igh* locus is the overarching principle governing V_H_‐DJ_H_ recombination (Hill *et al*, 2020; Dai *et al*, 2021; Zhang *et al*, 2022) by facilitating convergent alignment of the RSS sequences of all V_H_ genes with the RSS element of the DJ_H_‐recombined segment in the 3′ proximal RAG^+^ recombination center prior to RAG‐mediated cleavage (Ji *et al*, 2010; Schatz & Ji, 2011). However, regulatory sequences within the V_H_ gene cluster, such as the PAIR elements (Ebert *et al*, 2011), may also contribute to the efficiency of V_H_‐DJ_H_ recombination. Here, we have shown that an 890‐kb deletion, which eliminated all 14 PAIRs and many other potential regulatory elements (Fig EV2D) in the distal V_H_ gene region, resulted in a strongly reduced recombination efficiency of V_H_ genes located up to 112 kb upstream or 194 kb downstream of the deletion point. Both total transcript and mRNA sequencing identified PAIR4 and PAIR6 as two highly active potential regulatory elements within the deleted region (Verma‐Gaur *et al*, 2012; Medvedovic *et al*, 2013; this study). By performing reconstitution experiments, we have now demonstrated that the PAIR4 and V8.7E sequences as well as the V8.8E element function as enhancers to promote distal V_H_ gene recombination over a 100‐kb region. Hence, local regulatory elements, such as the PAIR4‐V8.7E module and the V8.8E enhancer, can influence V_H_ gene recombination and thus contribute to the diversification of the BCR repertoire in the context of chromatin loop extrusion.

Among all V_H_ genes, the members of the V_H_8 gene family predominantly contain active histone marks at a relatively high level in pro‐B cells (Malin *et al*, 2010). Moreover, 11 of the 14 PAIR elements are associated with a V_H_8 gene, leading to the suggestion that the active chromatin regions at the PAIR element and its associated V_H_8 gene may function together as a regulatory unit (Ebert *et al*, 2011). By analyzing open chromatin, we identified new potential regulatory elements (V8E) that are located immediately downstream of the RSS sequence of most V_H_8 genes. The new elements V8.7E, V8.8E, and V8.xE are likely responsible for the generation of active chromatin (H3K4me2, H3K9ac, and H3K27ac) at the V_H_8‐7, V_H_8‐8, and V_H_8‐x genes (Ebert *et al*, 2011; this study). The active promoter mark H3K4me3 was, however, absent at these elements, suggesting that they function as enhancers, which was corroborated by the observed decrease of distal V_H_ gene recombination upon V8.7E deletion in *Igh* ^P4/P4^ pro‐B cells compared with *Igh* ^P4V/P4V^ pro‐B cells and by the activation of distal V_H_ gene recombination by the V8.8E enhancer in *Igh* ^V8‐8/V8‐8^ pro‐B cells. While PAIR4 on its own already functions as an enhancer of V_H_ gene recombination in forward and inverse orientation in *Igh* ^P4/P4^ and *Igh* ^P4inv/P4inv^ pro‐B cells, respectively, the collaboration of PAIR4 with V8.7E results in maximal recombination activity in *Igh* ^P4V/P4V^ pro‐B cells, thus indicating that both enhancers together constitute one regulatory module. The PAIR4‐V8.7E module and the V8.8E enhancer in the *Igh* locus appear to fulfill a similar role as the recently identified E34 and E88 enhancers in the *Igk* locus (Barajas‐Mora *et al*, 2019, 2023) and the E_VH_1 enhancer in the proximal V_H_ gene region of the *Igh* locus (Bhat *et al*, 2023), since these regulatory elements promote local V gene recombination in their respective Ig locus. Hence, fine‐tuning of the V gene repertoire depends on local enhancers of V gene recombination in both *Igh* and *Igk* loci.

What could be the molecular mechanism by which the PAIR4‐V8.7E and V8.8E enhancers activate distal V_H_ gene recombination? It has been shown that the RAG^+^ recombination center in the *Igh* 3′ region specifically interacts with transcriptionally active PAIR elements and V8 genes in the distal V_H_ gene region, including PAIR4, V_H_8‐7, and V_H_8‐8 (Dai *et al*, 2021). These interactions are mediated by extended loop extrusion that occurs across the entire *Igh* locus and is essential for the participation of all V_H_ genes in V_H_‐DJ_H_ recombination at the pro‐B cell stage (Hill *et al*, 2020; Dai *et al*, 2021). Recently, we have shown that this process generates one largely contiguous interaction zone at the *Igh* locus, where all the different sequences within the V_H_ gene region appear to interact with each other (Hill *et al*, 2023). As our 3C‐qPCR analysis did not identify a role for the inserted PAIR4‐V8.7E module in promoting its interaction with the distal V_H_ genes, we propose that the extended loop extrusion mechanism mediates these long‐range interactions, which allows the enhancers of the PAIR4‐V8.7E module to induce active chromatin at the distal V_H_ genes. As the interaction of an active promoter with the RAG^+^ recombination center is sufficient to stall loop extrusion in the absence of CTCF‐binding sites (Zhang *et al*, 2019), it is likely that the dwelling time of the PAIR4‐activated distal V_H_ genes at the RAG^+^ recombination center is increased, thus leading to their enhanced recombination.

The directionality of the PAIR4 element may also be explained by loop extrusion, which likely initiates at random positions in the V_H_ gene cluster and initially proceeds in a symmetrical manner until the cohesin ring interacts with a CTCF protein bound to the next upstream forward‐oriented CTCF‐binding site, which leads to stabilized binding of cohesin at this site (Li *et al*, 2020; Hill *et al*, 2023; Fig EV5D). Thereafter, asymmetrical loop extrusion reels the DNA of the downstream *Igh* regions into the loop until it is halted by a CTCF protein bound to a reverse CTCF‐binding site in convergent orientation at the IGCR1 or 3′CBE elements (Hill *et al*, 2023; Fig EV5D). This loop extrusion mechanism predicts that only the V_H_1 genes located upstream of the PAIR4 insertion can efficiently interact through loop extrusion with the inserted PAIR4 element and thus undergo increased V_H_1 gene recombination, as observed (Figs EV3D and EV5D). In contrast, the downstream V_H_1 genes should be unable to interact through this loop extrusion mechanism with the inserted PAIR4 element, which explains the observed reduced recombination of these V_H_1 genes (Figs EV3D and EV5D). Moreover, loop extrusion can also explain the reduced recombination efficiency of the upstream V_H_1 genes in *Igh* ^P4inv/P4inv^ pro‐B cells (Fig 3G and F), as the inversion of PAIR4 also inverts the orientation of the CTCF‐binding site of PAIR4 in *Igh* ^P4inv/P4inv^ pro‐B cells relative to *Igh* ^P4/P4^ pro‐B cells (Fig EV5E). The reverse CTCF‐binding site of PAIR4 can now form new stabilized loops with the forward CTCF‐binding sites in the upstream region (Rao *et al*, 2014; Fig EV5E), which interferes with prolonged loop extrusion beyond the inserted PAIR4 element and can thus prevent interaction of the upstream V_H_ genes with the RAG^+^ recombination center, as previously shown for the inversion of the 890‐kb V_H_ gene region and upon the insertion of an array of reverse CTCF‐binding sites (Hill *et al*, 2020).

Whether the 26‐kb lncRNA transcribed from PAIR4 has a function in promoting distal V_H_ gene recombination is difficult to assess in our reconstitution system. Insertion of the short spliced PAIR4‐derived transcript or *Gfp* cDNA in exon 2 of PAIR4 was equally compatible with maximal induction of distal V_H_ gene recombination in *Igh* ^P4V/P4V^ and *Igh* ^P4GV/P4GV^ pro‐B cells despite the different sequences of the two transcripts. Moreover, the higher expression of GFP in *Igh* ^P4∆CtcfGV/P4∆CtcfGV^ pro‐B cells compared to *Igh* ^P4V/P4V^ pro‐B cells did not result in increased recombination of distal V_H_ genes, indicating that different levels of the PAIR4‐derived transcript do not correlate with a corresponding change in recombination efficiency. Finally, truncating the transcription at the start of exon 1 in PAIR4 did not abolish distal V_H_ gene recombination but reduced their recombination efficiency in *Igh* ^P4StopG/P4StopG^ pro‐B cells relative to *Igh* ^P4/P4^ pro‐B cells. Based on these data, we conclude that the PAIR4‐derived transcript has a relatively minor effect on the function of PAIR4 as a long‐range recombination enhancer. In contrast to the PAIR4‐derived transcript, there are multiple examples of lncRNAs that play an essential role in controlling gene expression, such as the Xist RNA in X‐chromosome inactivation (Loda & Heard, 2019) and the ThymoD RNA in activating the T‐lineage commitment gene *Bcl11b* in early T cell development (Isoda *et al*, 2017).

By analyzing the expression of the PAIR4‐ and PAIR6‐derived transcripts in early B cell development, we previously demonstrated that the activity of PAIR4 and PAIR6 is strictly pro‐B cell‐specific (Ebert *et al*, 2011), which we have now further confirmed by total transcript analysis. As the binding of Pax5 to both PAIR elements is already lost at the next developmental stage in pre‐B cells, we argued that Pax5 is involved in the control of PAIR activity (Ebert *et al*, 2011). Using our reconstitution system, we now demonstrate that mutation of the Pax5‐binding site in PAIR4 resulted in a 2‐fold decrease of PAIR4‐derived GFP expression and in reduced activation of distal V_H_ gene recombination in *Igh* ^P4∆Pax5GV/P4∆Pax5GV^ pro‐B cells. However, this experiment may not have revealed the full function of Pax5 in controlling the activity of the PAIR4‐V8.7E module, as Pax5 could still mediate part of its regulation through the intact Pax5‐binding site in the V8.7E enhancer in *Igh* ^P4∆Pax5GV/P4∆Pax5GV^ pro‐B cells. Notably, *Pax5* ^−/−^ progenitors do not express the lncRNAs of PAIR4 and PAIR6 (Ebert *et al*, 2011) possibly due to their developmental arrest at an early lymphoid progenitor stage resembling the Pax5^−^ BLP. Given our finding that open chromatin at the PAIR4‐V8.7E modules is induced in a small fraction of Pax5^+^ BLPs during the BLP‐to‐pro‐B cell transition, it is conceivable that Pax5 may indirectly activate the PAIR4‐V8.7E module, possibly by relocating the *Igh* locus from the repressive compartment at the nuclear periphery to central euchromatic positions in committed pro‐B cells. However, the *Igh* locus is already located at central nuclear positions in the absence of Pax5 in *Pax5* ^−/−^ progenitors, which express *Ebf1*, or upon ectopic expression of Pax5 in double‐negative *Ikzf1* ^Pax5/+^ thymocytes, which leads to Pax5‐dependent activation of *Ebf1* (Fuxa *et al*, 2004). Hence, the relocation of the *Igh* locus from the repressive periphery to central positions in the nucleus appears to be controlled by the B cell‐specific transcription factor Ebf1 rather than by Pax5 (Fuxa *et al*, 2004).

The multifunctional transcription factor CTCF is well known for its architectural role in stabilizing cohesin‐dependent long‐range loops in the genome as well as for its insulating function in preventing communication between regulatory elements (Merkenschlager & Nora, 2016). While CTCF was originally identified as a transcriptional repressor based on reporter gene assays (Baniahmad *et al*, 1990; Filippova *et al*, 1996), acute degradation of CTCF combined with nascent transcript analysis has recently reinforced the notion that CTCF can also function as a repressor of transcription in a manner independent of its architectural function (Luan *et al*, 2022). Here, we have shown by functional analysis of the CTCF‐binding site of PAIR4 in reporter gene assays that CTCF can act as a transcriptional repressor to decrease PAIR4 activity in pro‐B and pre‐B cells. Downregulation of CTCF expression in pro‐B cells was previously shown to enhance lncRNA transcription from PAIR4 and PAIR6 (Degner *et al*, 2011). Consistent with this finding, mutation of the CTCF‐binding site in PAIR4 resulted in a 2‐fold increase of PAIR4‐derived GFP expression in *Igh* ^P4∆CtcfGV/P4∆CtcfGV^ pro‐B cells, although it did not affect the long‐range activation of distal V_H_ gene recombination by the PAIR4‐V8.7E enhancer module. Unexpectedly, loss of the CTCF‐binding site prevented the shutdown of transcription from the PAIR4 element in pre‐B and immature B cells and furthermore activated PAIR4‐derived transcription during T cell development in *Igh* ^P4∆CtcfGV/P4∆CtcfGV^ mice. Hence, the pro‐B cell‐specific activity of the PAIR4‐V8.7E module critically depends on CTCF binding to the PAIR4 element. Notably, our analysis has provided the first evidence that deletion of a single CTCF‐binding site has a strong effect on the developmental regulation of a control region in the distal V_H_ gene region. Previously, two CTCF‐binding sites in the intergenic IGCR1 region between the V_H_ and D_H_ clusters were shown to be essential for controlling the proper ordering and B‐lineage specificity of V(D)J recombination at the *Igh* locus (Guo *et al*, 2011). Moreover, recombination of the most 3′ proximal V_H_ genes is known to critically depend on a CTCF‐binding site located immediately downstream of their RSS elements, demonstrating that CTCF bound to these sites promotes their accessibility and interaction with the RAG^+^ recombination center (Jain *et al*, 2018).

The Eμ enhancer in its normal position at the 3′ end of the *Igh* locus is already activated in LMPPs and remains active throughout B lymphopoiesis. It plays an important role in V(D)J recombination by promoting D_H_‐J_H_ rearrangements in lymphoid progenitors (Perlot *et al*, 2005; Chakraborty *et al*, 2009). Upon insertion into the 5′ region of the *Igh* locus, the Eμ enhancer was able to promote distal V_H_ gene recombination and was exclusively active only in pro‐B cells in a similar manner as the PAIR4‐V8.7E module. As the Eμ enhancer does not contain a CTCF‐binding site, these data demonstrate that a second mechanism apart from CTCF‐mediated repression must be responsible for the pro‐B cell specificity of the distally located Eμ enhancer. At present, it is unclear what specific feature in the 5′ region of the *Igh* locus may cause the suppression of enhancer activity in lymphoid cells other than pro‐B cells. In this context, it is interesting to note that the *Igh* locus is anchored via its 5′ region in the repressive compartment at the nuclear periphery in pro‐T cells (Fuxa *et al*, 2004) as well as at the repressive centromeric chromatin in pre‐B cells (Roldán *et al*, 2005).

In summary, we identified the regulatory PAIR4‐V8.7E module and the V8.8E element as the first local enhancers in the distal V_H_ gene cluster that promote V_H_ gene recombination and thus contribute to the fine‐tuning of the V_H_ gene repertoire. Importantly, the distal V_H_ gene region contains additional V_H_8‐associated elements (Fig 1E) and many other sequence elements that are characterized by the presence of open chromatin and the active H3K4me2 and H3K27ac histone marks (Fig EV2D) similar to the PAIR4‐V8.7E module and the V8.8E enhancer. It is therefore likely that multiple local enhancers shape the pattern of V_H_ gene recombination and thus contribute to the diversification of the BCR repertoire in the context of chromatin loop extrusion.

## Materials and Methods

### Mice

The following mice were maintained on the C57BL/6 background: *Pax5* ^fl/fl^ mice (Horcher *et al*, 2001), *Rag2* ^−/−^ mice (Shinkai *et al*, 1992), *Igh* ^V8‐8/V8‐8^ mice (Hill *et al*, 2020), *Meox2* ^Cre/+^ mice (Tallquist & Soriano, 2000), *Rosa26* ^CreERT2/+^ mice (Seibler *et al*, 2003), *Rosa26* ^LSL‐YPF/+^ mice (Srinivas *et al*, 2001), transgenic *Vav‐*Cre mice (de Boer *et al*, 2003), transgenic Flpe mice (Rodriguez *et al*, 2000), and transgenic CAGGs‐Dre mice (Anastassiadis *et al*, 2009). All animal experiments were carried out according to valid project licenses, which were approved and regularly controlled by the Austrian Veterinary Authorities.

### Generation of the *Igh* ^∆890^ allele

Genetic alterations were introduced into the C57BL/6 *Igh* allele. The hybrid C57BL/6 × 129/Sv ES cell line A9 was used for homologous recombination in ES cells. The *Igh* ^Pgk1‐fl‐890‐fl^ allele was created by first inserting a *lox*P (fl) site at position 116,237,220 (mm9, Chr.12) into the middle of the V_H_ gene cluster, followed by insertion of a second *lox* (*lox*71) site (in the same orientation) at position 117,126,667 in the *Igh* 5′ region by ES cell targeting and subsequent injection into blastocysts to obtain *Igh* ^Pgk1‐fl‐890‐fl/+^ mice (Fig EV1C). The *Igh* ^Pgk1‐∆890^ allele was generated by Cre‐mediated deletion of the *lox*71/*lox*P‐flanked *Igh* region in *Meox2* ^Cre/+^ *Igh* ^Pgk1‐fl‐890‐fl/+^ mice. The *Igh* ^∆890^ allele was created by Flpe‐mediated deletion of the *frt*‐flanked Pgk1 promoter region in *Igh* ^Pgk1‐fl‐890‐fl/+^ mice expressing the Flpe transgene. The *Igh* ^∆890^ allele thus contained only a promoter‐less blasticidin resistance gene at the deletion point (Fig EV1C), which facilitated the subsequent insertion of different PAIR constructs by the Floxin method (Singla *et al*, 2010).

### Floxin‐mediated insertion of PAIR4 constructs and the Eμ enhancer into the *Igh* ^∆890^ allele

Blastocyts from *Igh* ^∆890/+^ *Rosa26* ^CreERT2/+^ mice on a hybrid C57BL/6 × 129/Sv background were used to generate *Igh* ^∆890/+^ *Rosa26* ^CreERT2/+^ ES cell lines, as described (Leeb *et al*, 2015). The different PAIR4 constructs (Figs 3A, 5A, 7D, and EV4C and D) were cloned between the FseI and BamHI or BspEI sites of the custom‐made Floxin exchange vector pL1L2 and were then transfected into *Igh* ^∆890/+^ *Rosa26* ^CreERT2/+^ ES cells using the FuGENE^®^ HD Transfection Reagent (Promega). CreER^T2^ activity was induced by 4‐hydroxytamoxifen to facilitate Cre‐mediated insertion of the PAIR4 sequences into the lox71 site at the deletion point (117,126,667/116,237,220; mm9, Chr.12) of the *Igh* ^∆890^ allele (Fig EV2A) by the Floxin method (Singla *et al*, 2010). The *rox*‐flanked *Actb*‐Bsd expression cassette, used for selection of the targeted ES cells, was deleted after germline transmission with the CAGGs‐Dre transgene, which left only one *frt* and one *rox* site in the targeted *Igh* locus (Fig EV2C). The mouse Eμ enhancer with its 5′ and 3′ matrix attachment regions (XbaI DNA fragment), which was linked in the Iμ exon to a Gfp reporter gene, was cloned into the exchange vector pL1L2 followed by Floxin‐mediated insertion at the deletion point into the *Igh* ^∆890^ allele in ES cells, as described above.

### Generation of the *Igh* ^CμCre^ allele

The *Igh* ^CμCre^ allele was generated by homologous recombination in the ES cell line A9 as described in detail in Fig EV5A. The *frt*‐flanked *Pgk1*‐*Neo* expression cassette, which was used for selection of the targeted ES cell clones, was deleted in *Igh* ^CμCre‐neo^ mice expressing the Flpe transgene. This and all other mutant strains were backcrossed to the C57BL/6 background.

### Antibodies

The following monoclonal antibodies were purchased from BD Biosciences, Thermo Fisher Scientific, BioLegend, or Miltenyi Biotec and were used for flow‐cytometric analysis of mouse bone marrow, spleen, and thymus: B220/CD45R (RA3‐6B2), CD4 (L3T4), CD8a (53–6.7), CD19 (1D3), CD25/IL‐2Rα (PC61), CD115/MCSF‐R (AFS98), CD117/Kit (2B8), CD127/IL‐7Rα (A7R34), CD135/Flt3 (A2F10.1), Gr1 (RB6‐8C5), IgD (11‐26c), IgM (II/41), IgM^b^ (AF6‐78), Sca1/Ly6A (D7), Ly6D (49H4), TCRβ (H57‐597), CD44 (IM7), CD90.2/Thy1.2 (30‐H12), IgM^a^ (MA‐69), CD3 (145‐2C11), CD11b (M1/70), NK1.1 (PK136), and Ly6C (HK1.4).

The following rabbit polyclonal antibodies were used for ChIP analysis: anti‐Pax5 Ab (affinity‐purified, directed against amino acids 17–145 (Adams *et al*, 1992)), anti‐CTCF Ab (07‐729, Sigma‐Aldrich), anti‐Rad21 Ab (ab992, Abcam), anti‐H3K4me2 (07‐030, Millipore), anti‐H3K4me3 Ab (pAb‐003‐050, Diagenode), anti‐H3K9ac (07‐352, Millipore), and anti‐H3K27ac (ab4729, Abcam).

### Definition of hematopoietic cell types by flow cytometry

Cell types were defined as follows in the bone marrow: LSK (Lin^−^Kit^hi^Sca1^hi^), LMPP (Lin^−^Kit^hi^Sca1^hi^CD135^+^), ALP (Lin^−^CD127^+^CD135^+^Ly6D^−^), BLP (Lin^−^CD127^+^CD135^+^Ly6D^+^), Pax5‐deficient progenitors (CD19^−^B220^+^Kit^+^Ly6D^+^), pro‐B cells (CD19^+^B220^+^IgM^−^IgD^−^Kit^+^CD25^−^), pre‐B cells (CD19^+^B220^+^IgM^−^IgD^−^Kit^−^CD25^+^), immature B cells (CD19^+^B220^+^IgM^+^IgD^−^), recirculating B cells (CD19^+^B220^+^IgD^+^), macrophages (CD115^+^Gr1^int^), granulocytes (Gr1^+^); in the thymus: DN T cells (CD4^−^CD8^−^CD90.2^+^), DP T cells (CD4^+^CD8^+^), CD4^+^ SP T cells (CD4^+^CD8^−^), CD8^+^ SP T cells (CD4^−^CD8^+^). Lineage cocktail (Lin^−^) contained anti‐TCRβ, CD3, Gr1, CD11b, CD19, Ly6C, and NK1.1 antibodies. Flow cytometry experiments and FACS sorting were performed on LSR Fortessa (BD Biosciences) and FACSAria III (BD Biosciences) machines, respectively. Flowjo software (Treestar) was used for data analysis.

### RT‐qPCR analysis of *Gfp* mRNA expression

Total RNA was prepared from ex vivo sorted pro‐B cells by using a semi‐automated RNA bead isolation method with Sera‐Mag SpeedBead Carboxylate‐Modified Magnetic Particles (Hydrophobic; GE Healthcare) run on the magnetic particle processor KingFisher Duo instrument (Thermo Fisher Scientific). The cDNA was synthesized using Oligo d(T)_18_ primer (NEB) and SuperScript® II Reverse Transcriptase (Thermo Fisher Scientific) in the presence of RNase inhibitor (Thermo Fisher Scientific). Transcripts of the *Gfp* gene were amplified by qPCR using primers located in different exons (Dataset EV2) and normalized against the *Tbp* mRNA.

### 3D DNA‐FISH analysis

*Igh* locus‐specific DNA probes were prepared from the BACs RP RP23‐340K14 (*Igh* 5′ end) and RP24‐275L15 (*Igh* 5′ end) by nick‐translation with dUTP‐Alexa568 and dUTP‐Alexa488 (Invitrogen), respectively. Ex vivo FACS‐sorted pro‐B cells and Pax5‐deficient progenitors were washed in PBS and then fixed onto poly‐L‐lysine‐coated slides for two‐color 3D DNA‐FISH analysis as described in detail (Fuxa *et al*, 2004; Roldán *et al*, 2005). In short, cells were fixed in 2% PFA and permeabilized in 0.4% Triton. After blocking in 2.5% BSA, 0.1% Tween, and 10% goat serum, cells were incubated with RNaseA, permeabilized in 0.7% Triton and 0.1 M HCl and denatured. Hybridization with the labeled DNA probes was performed overnight, followed by washing and mounting in ProLong™ Gold Antifade Mountant (Invitrogen) mixed with 1.5 μg/ml DAPI. Image acquisition was performed by confocal microscopy on a Zeiss LSM780 system with GaAsP detector technology. Optical sections separated by 0.25 μm were collected with a 63× objective (63×/1.4 plan‐apochromat Oil DIC). Cells with signals from both alleles were analyzed by the Imaris (Bitplane) software.

### ChIP analysis of transcription factors and histone modifications

Pro‐B cells, which were short‐term cultured on OP9 cells in IL‐7‐containing IMDM (Nutt *et al*, 1997), were crosslinked with 1% formaldehyde (Sigma) for 10 min. Nuclei were prepared and lysed in the presence of 0.25% SDS (Pax5, CTCF) or 1% SDS (histone modifications). The chromatin was sheared by sonication with the Bioruptor® Standard (Diagenode), followed by immunoprecipitation with a polyclonal anti‐Pax5 paired domain Ab (Adams *et al*, 1992) or a polyclonal anti‐CTCF Ab (07–729, Sigma‐Aldrich; Fig EV4E and G). The specific enrichment, which was measured by qPCR analysis with primers amplifying the Pax5‐ or CTCF‐binding site of PAIR4, *Nedd9* and *Bud13* or a control sequence in a gene‐poor region of chromosome 1 (Dataset EV2), was calculated as the amount of precipitated DNA relative to input DNA.

Native ChIP analysis of the H3K4me2, H3K4me3, and H3K9ac modifications (Fig EV3E) was performed by fixing short‐term cultured pro‐B cells (5 × 10^7^) with acetone at −20°C prior to nucleosome extraction as described (Fursova *et al*, 2019). In brief, the nuclei were released by resuspension in lysis buffer (10 mM Tris‐HCl pH 8.0, 10 mM NaCl, 3 mM MgCl_2_, 3 mM CaCl_2_, 0.1% Igepal). The chromatin was digested with 100 units of micrococcal nuclease (MNase, Fermentas EN0181) in MNase digestion buffer (0.25 M sucrose, 10 mM Tris–HCl pH 8.0, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Igepal, 1× EDTA‐free cOmplete protease inhibitor cocktail) for 5 min at 37°C. The nucleosomes were further extracted by incubating the nuclei in nucleosome release buffer (10 mM Tris–HCl pH 7.5, 10 mM NaCl, 0.2 mM EDTA, 1× EDTA‐free cOmplete) for 1 h at 4°C. ChIP was carried out by incubating 40 ng of chromatin in ChIP incubation buffer (10 mM Tris‐HCl pH 7.5, 70 mM NaCl, 2 mM MgCl_2_, 2 mM EDTA, 0.1% Triton X‐100, 1× EDTA‐free cOmplete) with anti‐H3K4me2, anti‐H3K4me3 or anti‐H3K9ac antibodies overnight at 4°C. The immune complexes were captured on Protein G Mag Sepharose® Xtra (Cytiva 28‐9670‐70), washed four times with N‐ChIP wash buffer (10 mM Tris–HCl pH 7.5, 125 mM NaCl, 2 mM EDTA, 0.1% Triton X‐100) and once with TE buffer (10 mM Tris–HCl pH 8.0, 1 mM EDTA), followed by release in DNA extraction buffer (100 mM Tris, pH 8.0, 5 mM EDTA, 0.1% SDS, 200 mM NaCl, 20 μg/ml Proteinase K) overnight at 50°C. The DNA was isolated using carboxyl magnetic beads (produced in‐house) and analyzed by qPCR amplification.

### Electrophoretic mobility shift assay

Nuclear extracts were prepared from the human B cell line Ramos as described (Decker *et al*, 2009). One of the two strands of the double‐stranded DNA probe, which contains the Pax5‐binding sites of PAIR4, was ordered as a 6‐FAM‐labeled oligonucleotide (IDT). The labeled probe (20 fmoles) was incubated with 6 μg of nuclear extract in 20 μl of binding buffer (10 mM HEPES pH 7.9, 55 mM KCl, 3 mM MgAc, 1 mM DTT, 4% Ficoll, 250 μg/ml BSA, 0.1 μg/μl poly[d(I‐C)]) in the presence or absence of specific competitor DNA or anti‐Pax5 antibody for 30 min at room temperature. Protein‐DNA complexes were separated on a 4% polyacrylamide gel in 0.25× TBE buffer (22 mM Tris‐borate pH 8.3, 0.5 mM EDTA) at 100 V for 2–3 h at room temperature. Gels were subjected to fluorography using the ChemiDoc MP Imaging System (Bio‐Rad Laboratories). The oligonucleotides used for EMSA analysis are listed in Dataset EV2.

### Transient transfection assays

The luciferase reporter gene pXPG‐P4 was generated by linking the entire PAIR4 sequence with PAIR4 exon 1 and 2 to the promoter‐less firefly luciferase gene present in plasmid pXPG (Bert *et al*, 2000; shown in Fig EV4I). The mutant CTCF‐binding site (shown in Fig EV4B) was introduced to generate pXPG‐P4∆CTCF while a wild‐type CTCF‐binding site was additionally inserted upstream of PAIR4 in the construct pXPG‐CTCF‐P4∆CTCF. Transient transfections of cells of the pro‐B cell line 38B9 (Alt *et al*, 1984) and the pre‐B cell line PD31 (Lewis *et al*, 1982) were performed six times in triplicate using the Lipofectamine 2000 reagent (Invitrogen). Pro‐B and pre‐B cells (2 × 10^5^) were co‐transfected with the firefly luciferase construct (40 ng) and control vector pRL‐CMV (0.2 ng; Promega) expressing the Renilla luciferase gene under the control of the CMV enhancer and promoter. After 24 h, the cells were lysed, and luciferase activities were measured using the Dual‐Glo Luciferase Assay System (Promega) in the Synergy 2 microplate reader (Biotek). The firefly luciferase activities were normalized to the control Renilla luciferase activity.

### 3C‐qPCR analysis

The 3C‐templates were prepared from 5–10 × 10^5^ sorted pro‐B cells (CD19^+^B220^+^Kit^+^CD25^−^IgM^−^IgD^−^) from the bone marrow or double‐positive (DP) T cells (CD19^−^CD90.2^+^CD4^+^CD8^+^) from the thymus by DpnII digestion of the chromatin followed by religation, as previously described (Oudelaar *et al*, 2017). Independently prepared 3C‐templates were subjected to quantitative TaqMan PCR analysis using the Luna Universal Probe qPCR Master Mix (New England Biolabs). As an internal control for the quality of the 3C template, the ubiquitously expressed *Ercc3* (XPB) locus was also analyzed by qPCR (Splinter *et al*, 2006). The crosslinking frequencies, determined for the V_H_1.81, V_H_1.82, V_H_1.84, and V_H_1.86 genes as well as for the control *Ercc3* locus, were calculated by using DpnII‐digested and randomly ligated BAC DNA spanning the respective distal *Igh* region or the *Ercc3* locus as a standard for PCR amplification. The relative crosslinking frequency was determined as the ratio of the crosslinking frequency measured at the distal V_H_ genes relative to the crosslinking frequency determined at the *Ercc3* gene. The oligonucleotides used for 3C‐qPCR analysis are listed in Dataset EV2.

### Total RNA‐sequencing

Pro‐B and pre‐B cells were sorted from the bone marrow of 3‐5‐week‐old mice. Total RNA was isolated using a lysis step based on guanidine thiocyanate and was then further processed on the KingFisher Flex Magnetic Particle Processor. The semi‐automated procedure included a 15‐min DNase I digest at 37°C and a 5‐min elution in H_2_O at 60°C. RNA integrity and concentration were assessed by a fragment analyzer. Depletion of rRNA from the total RNA was performed by using a mix of antisense oligonucleotides matching mouse rRNA and the Hybridase Thermostable RNase H (Epicenter), which specifically degrades RNA in RNA–DNA hybrids, as described in detail (Batki *et al*, 2019). DNA was subsequently digested with TURBO DNase (Invitrogen), and RNA was purified using RNA Clean & Concentrator‐5 (Zymo) according to the manufacturer's instructions. Libraries were prepared using a NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB) according to the manufacturer's protocol. Paired‐end 50‐bp sequencing was performed on a NextSeq3000 sequencing instrument.

### cDNA preparation for RNA‐sequencing

RNA from *ex vivo*‐sorted immature B cells was isolated with the RNeasy Plus Mini Kit (Qiagen). mRNA was obtained by two rounds of poly(A) selection using the Dynabeads mRNA purification kit (Invitrogen) and fragmented by heating at 94°C for 3 min in fragmentation buffer. The fragmented mRNA was used as a template for first‐strand cDNA synthesis with random hexamers using the Superscript Vilo First‐Strand Synthesis System (Invitrogen). The second‐strand cDNA was synthesized with 100 mM dATP, dCTP, dGTP, and dUTP in the presence of RNase H, *E. coli* DNA polymerase I, and DNA ligase (Invitrogen).

### Library preparation and Illumina deep sequencing

About 0.5–5 ng of cDNA or ChIP‐precipitated DNA were used as starting material for the generation of sequencing libraries with the NEBNext Ultra II DNA library prep kit for Illumina (NEB). Alternatively, sequencing libraries were generated using the NEBNext End Repair/dATailingModule and NEBNext Ultra Ligation Module (NEB), followed by amplification with the KAPA Real‐Time Amplification kit (KAPA Biosystems). Cluster generation and sequencing were carried out using the Illumina HiSeq 2000/2500 system according to the manufacturer's guidelines. Dataset EV3 provides further information about all sequencing experiments of this study.

### VDJ‐seq analysis

VDJ‐Seq analysis of the *Igh* locus was performed as described (Chovanec *et al*, 2018). Genomic DNA was extracted from *ex vivo*‐sorted pro‐B cells. The DNA (2 μg) was sheared using the Bioruptor sonicator (Diagenode) and subjected to end‐repair and A‐tailing, followed by ligation of adapters containing 12 UMI sequences using the NEBNext Ultra II DNA library prep kit for Illumina (NEB). A primer extension step with biotinylated J_H_‐specific primers generated the single‐stranded DNA products that were captured using Dynabeads MyOne streptavidin T1 beads (Thermo Fisher Scientific) and PCR‐amplified with nested J_H_‐specific and adapter‐binding primers (Chovanec *et al*, 2018). The llumina sequencing adapter primers, including the indexes for multiplexing of libraries, were added to the PCR products in a final PCR amplification step. Paired‐end 300‐bp sequencing was performed on a MiSeq (Illumina) sequencing instrument (Dataset EV3).

### Bioinformatic analysis of VDJ‐seq data

The bioinformatic analysis of the VDJ‐seq data was performed as described in detail (Chovanec *et al*, 2018), and the resulting data was displayed using scripts based on R version 3.3.3.

### Bioinformatic analysis of ChIP‐seq data

All sequence reads that passed the Illumina quality filtering were considered for alignment after adapter trimming. Reads were aligned against the *Mus musculus* genome version of July 2007 (NCBI37/mm9) with the Bowtie program version 0.12.5 (Langmead *et al*, 2009). Read coverages were visualized with the UCSC genome browser (Kuhn *et al*, 2013).

### Bioinformatic analysis of RNA‐seq data

Only reads that passed the Illumina quality filtering were processed. Reads were filtered against rDNA with the Bowtie 2 program (Langmead & Salzberg, 2012).

For total RNA‐seq, the remaining reads were aligned with the STAR program version 2.4.2 (Dobin *et al*, 2013) to the mm9 genome version of July 2007 (NCBI37). Read coverages were calculated with the BEDTool program (Quinlan & Hall, 2010), were normalized to reads per million (RPM) using SAMTools (Li *et al*, 2009) as well as KentTools (Kuhn *et al*, 2013) and were visualized with the UCSC genome browser (Kuhn *et al*, 2013).

For mRNA‐seq, the remaining reads were aligned with the TOPHAT program version 1.4.1 (Trapnell *et al*, 2009) using transcriptome‐guided alignment. Only uniquely mapping reads, as marked by MarkDuplicates (PICARD program version 2.6.0, McKenna *et al*, 2010), were used for counting. Reads were counted using the featureCounts program version 1.5.0 (Liao *et al*, 2014), over all genes of the transcriptome (Revilla‐i‐Domingo *et al*, 2012) including the immunoglobulin genes incorporated from the Ensembl release 67 (Flicek *et al*, 2013). TPM values were calculated as described (Wagner *et al*, 2012).

### Multiple sequence alignments of V_H_8 and V_H_1 sequences

V_H_8 and V_H_1 gene sequences, including 400 bp of their downstream regions, were analyzed based on their previously described mm10 genomic coordinates (Proudhon *et al*, 2015; Dataset EV1). Two additional V_H_8 genes, that were not annotated in the mm10 genome, were included in the analysis: V_H_8‐x (previous annotation: V_H_3609.8pg.160 close to PAIR6) with the mm10 coordinates chr12:115404420‐115404865 and V_H_8‐y (previous annotation: V_H_3609.14pg.181 close to PAIR13) with the mm10 coordinates chr12:115808428‐115808860. The DNA sequences were aligned with the MUSCLE version 3.8.31 (Edgar, 2004). Reverse complement conversion and the alignment display were done with emboss tools version 6.6.0. Sequence identities were calculated with R/Bioconductor (Gentleman *et al*, 2004) and Biostrings modules (Pagès *et al*, 2022), and the data were plotted with ggplot (https://ggplot2.tidyverse.org).

### Statistical analysis

Statistical analysis was performed with the GraphPad Prism 7 software. Two‐tailed unpaired Student's *t*‐test analysis was used to assess the statistical significance of one observed parameter between two experimental groups. If more than one parameter was measured in two experimental groups, multiple *t*‐tests were applied, and the Holm‐Sidak multicomparison test was used to report the significance between the two groups. One‐way ANOVA was used when more than two experimental groups were compared, and the statistical significance was determined by the Tukey *post hoc* test.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Source Data for Expanded View Click here for additional data file.

PDF+ Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

Source Data for Figure 7 Click here for additional data file.

## Data Availability

The VDJ‐seq, ChIP‐seq, and ATAC‐seq data reported in this study (Dataset EV3) are available at the Gene Expression Omnibus (GEO) repository under the accession number GSE214869 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214869).

# Supplementary material for: Enhancers of the PAIR4 regulatory module promote distal VH gene recombination at the Igh locus
**Source:** EMBO J. 2023 Jun 20;42(15):e112741. doi: 10.15252/embj.2022112741
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

## Expanded View Figures

### Figure EV1. Characterization of the PAIR4, PAIR6, and V8E elements.

- A, B Presence of active histone marks, transcription factor binding, open chromatin, and transcription in the PAIR4 (A) and PAIR6 (B) regions at the pro-B cell stage. Open chromatin was furthermore mapped by ATAC-seq in hCD2<sup>−</sup> (Pax5<sup>−</sup>) and hCD2<sup>+</sup> (Pax5<sup>+</sup>) BLPs that were sorted from the bone marrow of Pax5<sup>ihCd2/ihCd2</sup> mice (Fuxa & Busslinger, 2007; Hill et al, 2020). The RPM scales for displaying the open chromatin peaks in BLPs and pro-B cells were adjusted to show equal densities of the open chromatin peaks present at a gene-dense genomic region, including the ubiquitously expressed *Tbp* locus. The location of PAIR4, PAIR6, and their associated V<sub>H</sub>8 genes are shown together with the exons of the PAIR4-derived lncRNA (RIKEN clone CJ056205; below) and the mm9 genomic coordinates of mouse chromosome 12 (above). As the previously identified V<sub>H</sub>3609.8pg.160 (Johnston et al, 2006) was not mapped in the mouse mm9 or mm10 genome, we refer to this PAIR6-associated gene as V<sub>H</sub>8-x. The coordinates for the V<sub>H</sub>8-x gene are chr12:116642631-116643076 (mm9) or chr12:115404420-115,404,865 (mm10). Gray overlay indicates the DNA sequences of the PAIR4-V8.7E module that were inserted with the Floxin method at the deletion point of the *Igh*<sup>Δ890</sup> allele to generate the *Igh*<sup>P4V</sup> allele (Fig 3A). RPM, reads per million mapped sequence reads.
- C, D Sequence conservation of the aligned V<sub>H</sub>8 (C) and V<sub>H</sub>1 (D) gene regions and their 3′ flanking sequences (~400 bp). The line denotes the LOESS-smoothed position-wise maximum sequence identity across the multiple sequence alignments. The coding sequences of the V<sub>H</sub> genes are indicated together with the recombination signal sequences (RSS).
- E Sequence alignment of the ~200-bp conserved region downstream of the 3′ end of the V<sub>H</sub>8 genes. Dots indicate identical nucleotides relative to the consensus sequence shown below. Nonidentical nucleotides are shown by their respective letters (C, G, T, and A). Gaps in the alignment are indicated by dashes. Numbers refer to the positions downstream of the V<sub>H</sub>8 3′ end.

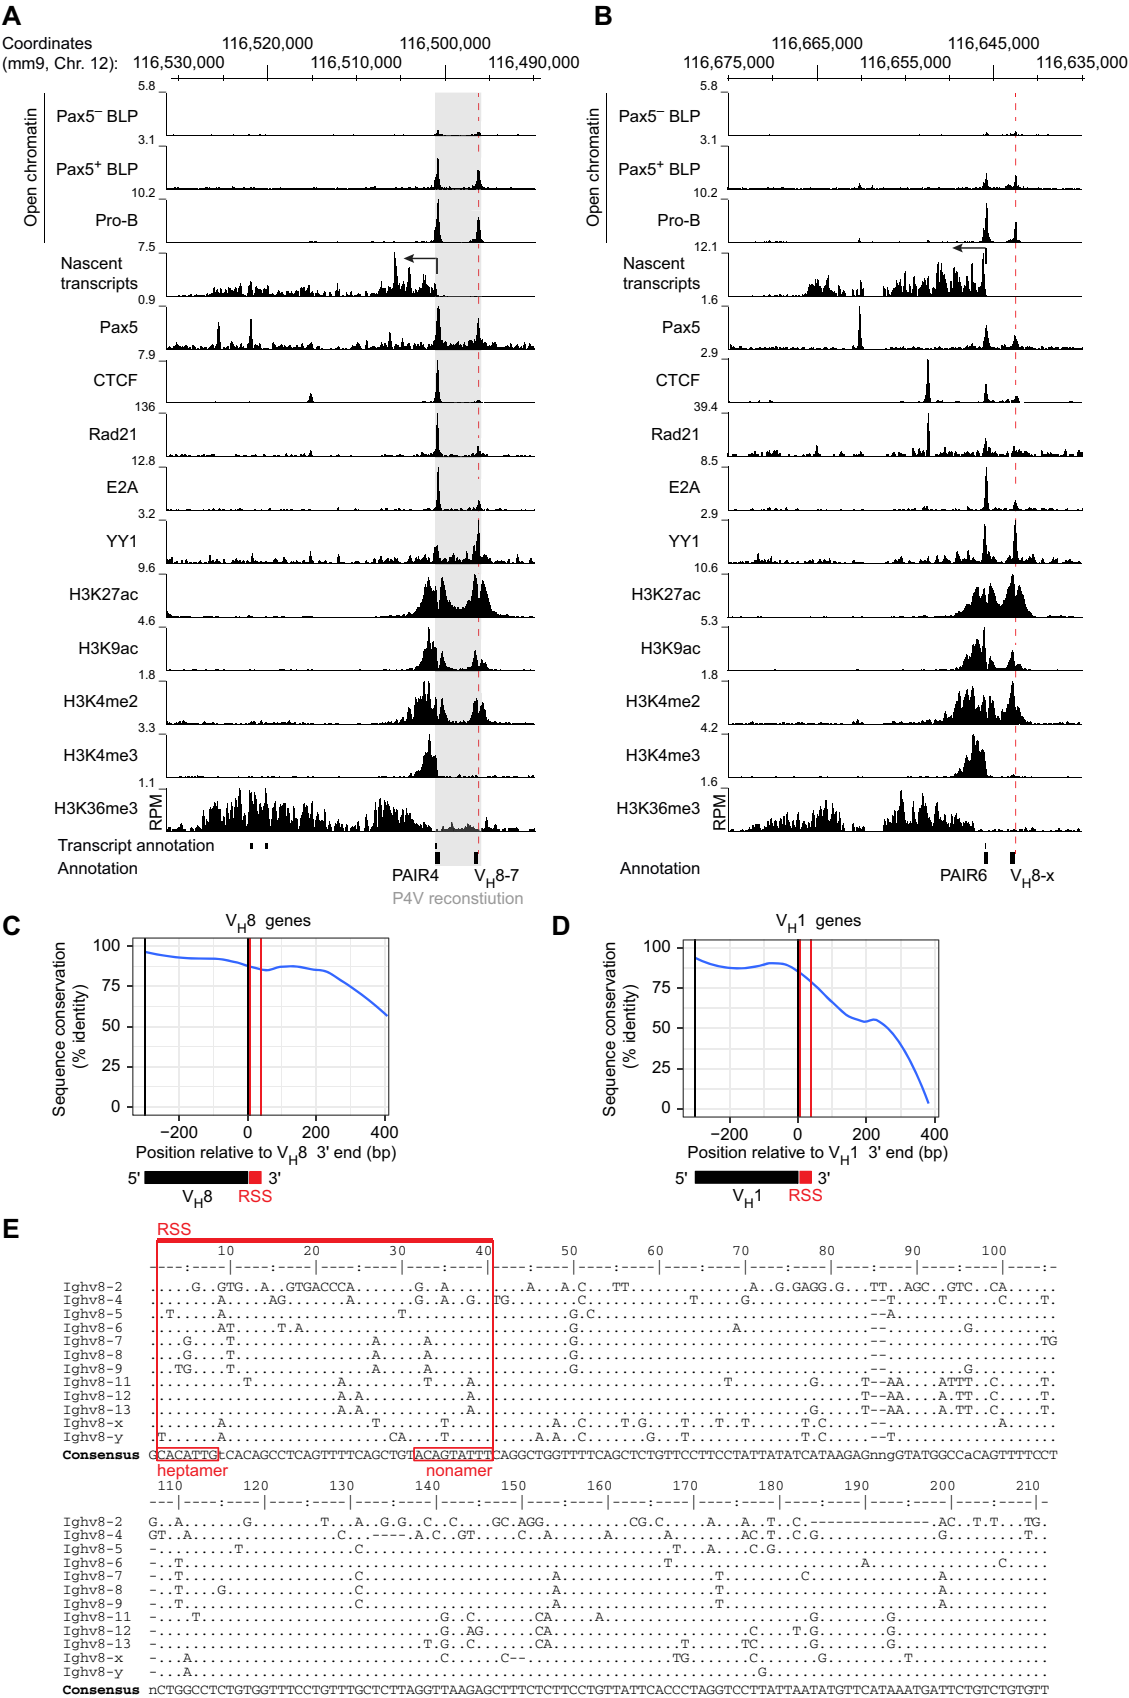

Figure EV1.

**Figure EV2. Generation, characterization, and reconstitution of the  $Igh^{\Delta 890}$  allele and presence of potential regulatory elements throughout the  $V_H$  gene cluster.**

- A Generation of the  $Igh^{\Delta 890}$  allele. The indicated selection cassettes were used for introducing the upstream  $lox71$  site and the downstream  $loxP$  site at the specified positions of the  $Igh$  locus by sequential ES cell targeting to generate the  $Igh^{Pgk1-fl-890-fl}$  allele. The  $Igh^{\Delta 890}$  allele was subsequently generated by sequential deletion of the indicated sequences by Cre- and Flpe-mediated recombination *in vivo* in the mouse, as described in [Materials and Methods](#). Actb, human  $\beta$ -actin promoter; Bsd, blasticidin resistance gene; Neo, neomycin resistance gene; Puro, puromycin resistance gene; Pgk1, phosphoglycerate kinase-1 promoter.
- B Location of the  $V_H$  gene family members, which undergo rearrangements in  $Igh^{+/+}$  pro-B cells and exhibit strongly reduced recombination (indicated by the red line; see Fig 2D) upon deletion of the 890-kb region in the 5' region of the  $Igh$  locus. The distance of the different  $V_H$  genes from the deletion point is shown in kilobases (kb).
- C Schematic diagram of the Floxin system used for inserting the different PAIR4 constructs and the  $E\mu$  enhancer at the deletion point of the  $Igh^{\Delta 890}$  allele in ES cells. See [Materials and Methods](#) for detailed description of the reconstitution experiments.
- D Presence of active chromatin across the  $Igh$  locus in  $Rag2^{-/-}$  pro-B cells. Open chromatin was mapped by ATAC-seq, while the presence of H3K27ac and H3K4me2 peaks was identified by ChIP-seq analysis with anti-H3K27ac and anti-H3K4me2 antibodies. The peaks corresponding to PAIR and V8E elements are highlighted by orange or black lines, respectively. The  $E\mu$  enhancer and 3'CBE region are indicated in red. The annotation of the C57BL/6  $Igh$  locus with the different  $V_H$  gene families (different colors), the  $D_H$  (light blue), and  $C_H$  (blue) elements is shown together with the extent of the 890-kb deletion (black line) and the mm9 genomic coordinates of mouse chromosome 12.

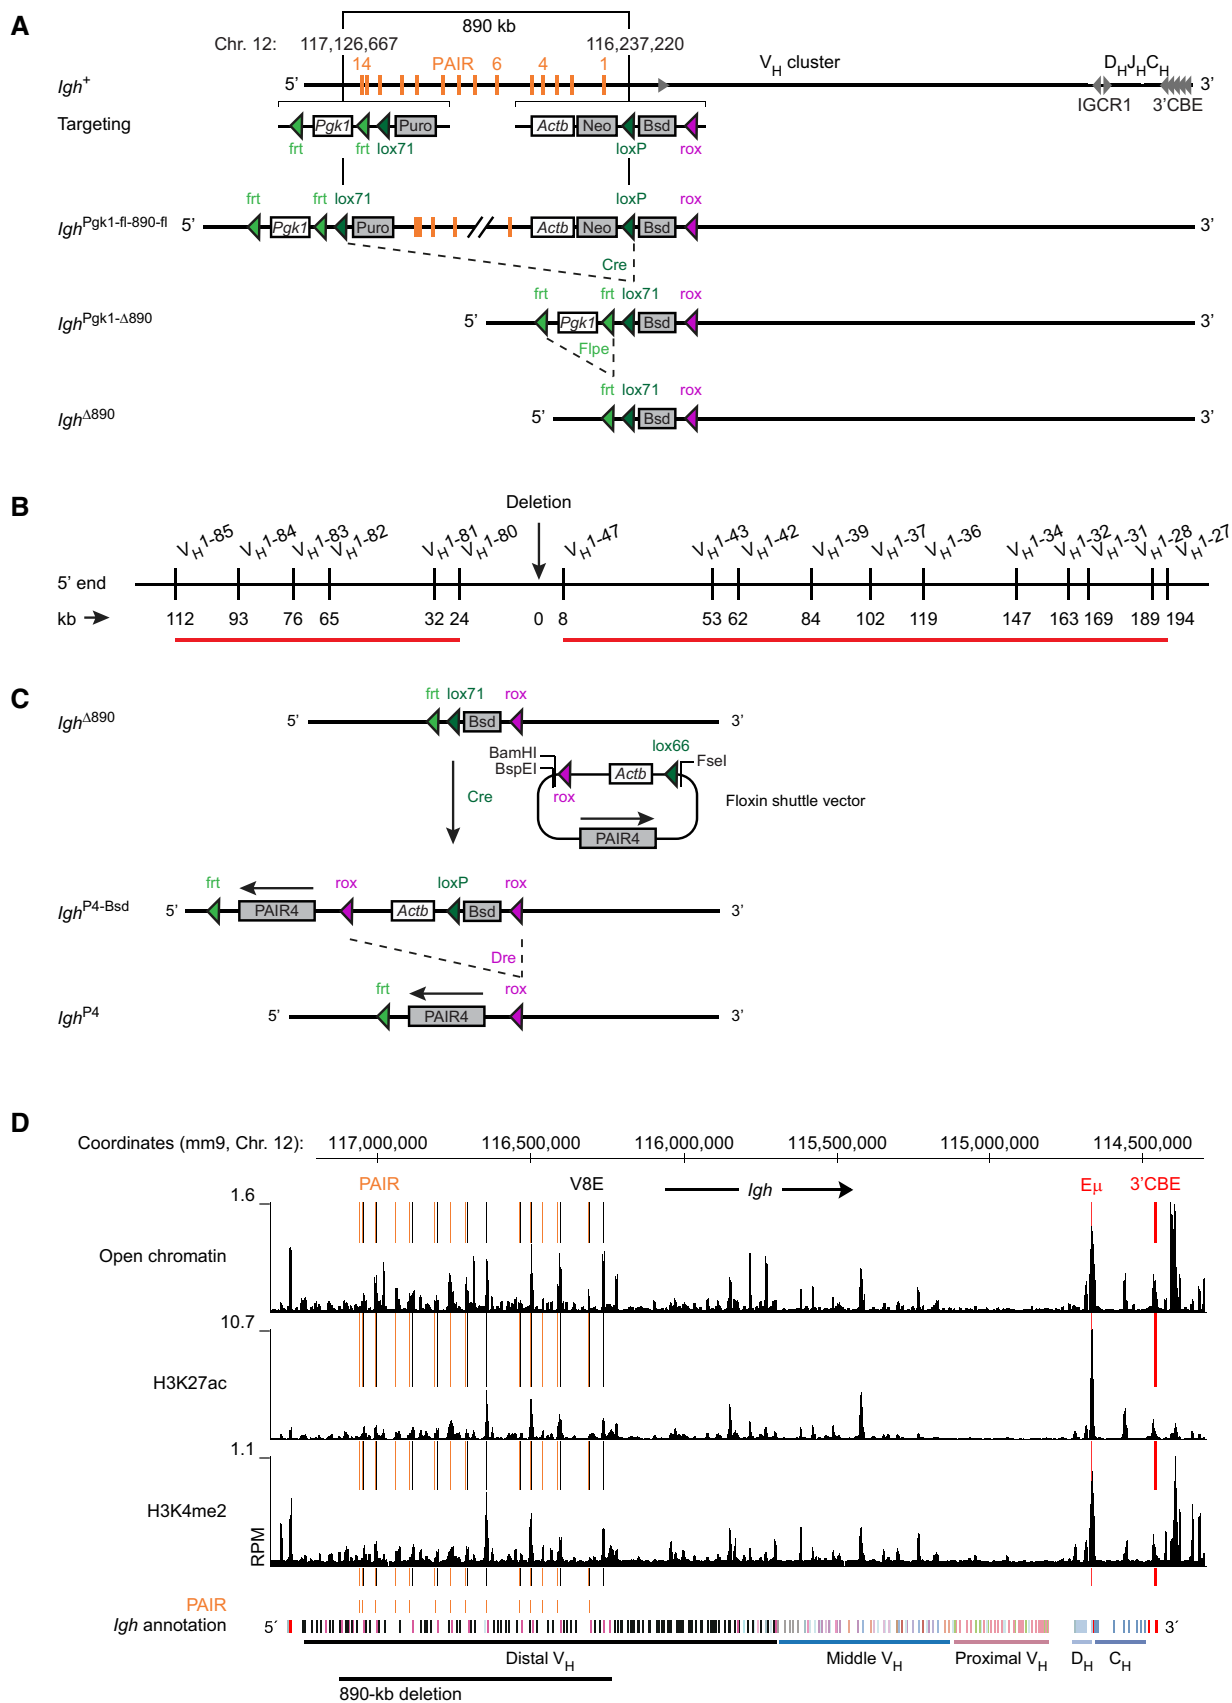

Figure EV2.

**Figure EV3. Activation of distal  $V_H$  gene recombination upon reconstitution of the  $Igh^{\Delta 890}$  allele with different PAIR4 constructs.**

- A  $V_H$  gene expression from the  $Igh^{P4V(B6)}$  and  $Igh^{\Delta 890(B6)}$  alleles in immature IgM<sup>b</sup> (B6) B cells sorted from the bone marrow of  $Igh^{P4V(B6)/+ (129)}$  and  $Igh^{\Delta 890(B6)/+ (129)}$  mice, respectively (see also Fig 3B). The expression (TPM) value of each  $V_H$  gene is shown as shared (light gray) or unique expression of the  $Igh^{P4V(B6)}$  allele (dark gray) or  $Igh^{\Delta 890(B6)}$  allele (white bars). The expression data are shown as mean TPM values and are based on three or two independent RNA-seq experiments for the immature B cells of  $Igh^{P4V(B6)/+ (129)}$  and  $Igh^{\Delta 890(B6)/+ (129)}$  mice, respectively. The different  $V_H$  genes (horizontal axis) are aligned according to their position in the  $Igh$  locus (Dataset EV1). The 890-kb deletion is indicated by a black line. TPM, transcripts per million; B6, C57BL/6 strain; 129, 129/Sv strain.
- B VDJ-seq analysis of  $Igh$  rearrangements in pro-B cells of the indicated genotypes. The percentages of uniquely identified DJ<sub>H</sub> and VDJ<sub>H</sub> sequences are shown as mean percentage with SEM. The high variance caused by the many data points obtained with control  $Igh^{+/+}$  pro-B cells is likely responsible for the fact that only the comparison between  $Igh^{+/+}$  and  $Igh^{\Delta 890/\Delta 890}$  pro-B cells reached statistical significance.
- C Normalized recombination frequency of the first six distal  $V_H$  genes ( $V_{H1-85}$  to  $V_{H1-80}$ ) determined in pro-B cells of the indicated genotypes, based on the data shown in Fig 3D and C. The recombination frequency of each of the six distal  $V_H$  genes was calculated as a mean value with SEM, and the value obtained with  $Igh^{\Delta 890/\Delta 890}$  pro-B cells was set to 1 (dashed line).
- D The PAIR4-V8.7E module and PAIR4 elements differentially activate the recombination of  $V_H$  genes located upstream or downstream of their insertion. The normalized recombination frequency of the first six upstream  $V_H$  genes ( $V_{H1-85}$  to  $V_{H1-80}$ ) and the first six downstream  $V_H$  genes ( $V_{H1-47}$ ,  $V_{H1-43}$ ,  $V_{H1-42}$ ,  $V_{H1-39}$ ,  $V_{H1-37}$ ,  $V_{H1-36}$ ; Fig EV2B) was determined in pro-B cells of the indicated genotypes, based on the data shown in Fig 3D and C. The average recombination frequency of the six upstream and six downstream  $V_H$  genes was calculated as mean value with SEM, and the value obtained with  $Igh^{\Delta 890/\Delta 890}$  pro-B cells was set to 1.
- E Active chromatin at the  $V_{H1-81}$  and  $V_{H1-82}$  genes in  $Igh^{P4V/P4V}$ ,  $Igh^{\Delta 890/\Delta 890}$  and  $Igh^{+/+}$  pro-B cells. Short-term cultured pro-B cells of the indicated genotypes were used for native ChIP analysis with anti-H3K9ac, anti-H3K4me2 and anti-H3K4me3 antibodies. Input and precipitated DNA were quantified by qPCR analysis with primers amplifying the sequences of the  $V_{H1-81}$ ,  $V_{H1-82}$  and  $Tbp$  genes. The amount of precipitated DNA was calculated as mean percentage of input with SEM and was normalized to the value obtained for the positive  $Tbp$  control. The relative enrichment is shown by setting the normalized value of the control  $Igh^{+/+}$  pro-B cells to 1.
- F 3C-qPCR analysis of the long-range interactions between the PAIR4-V8.7E module and distal  $V_H$  genes in sorted bone marrow pro-B cells and CD4<sup>+</sup>CD8<sup>+</sup> double-positive (DP) thymocytes from  $Igh^{P4V/P4V}$  and  $Igh^{\Delta 890/\Delta 890}$  mice. The relative crosslinking frequencies between the reference DpnII fragment (viewpoint, located downstream of the insertion site) and the indicated distal  $V_H$  genes were determined with independently prepared 3C-templates and were normalized relative to the crosslinking frequency measured for the control *Ercc3* gene (see Materials and Methods). The mean crosslinking frequency with SEM is shown for each  $V_H$  gene by setting the mean value obtained with DP T cells for each genotype to 1.
- G Absence of GFP expression in pro-B cells of  $Igh^{P4StopG/+}$  (light green) and  $Igh^{P4StopG/P4StopG}$  (green) mice compared with control  $Igh^{+/+}$  (black) mice, as indicated by flow-cytometric analysis and geometric mean fluorescence intensity measurement. Geometric mean fluorescence intensity measurements are shown as a mean value with SEM.

Data information: Statistical data (B, D, E, F, G) were analyzed by one-way ANOVA (Tukey *post hoc* test); \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ . Each dot (B-G) corresponds to one mouse.

Source data are available online for this figure.

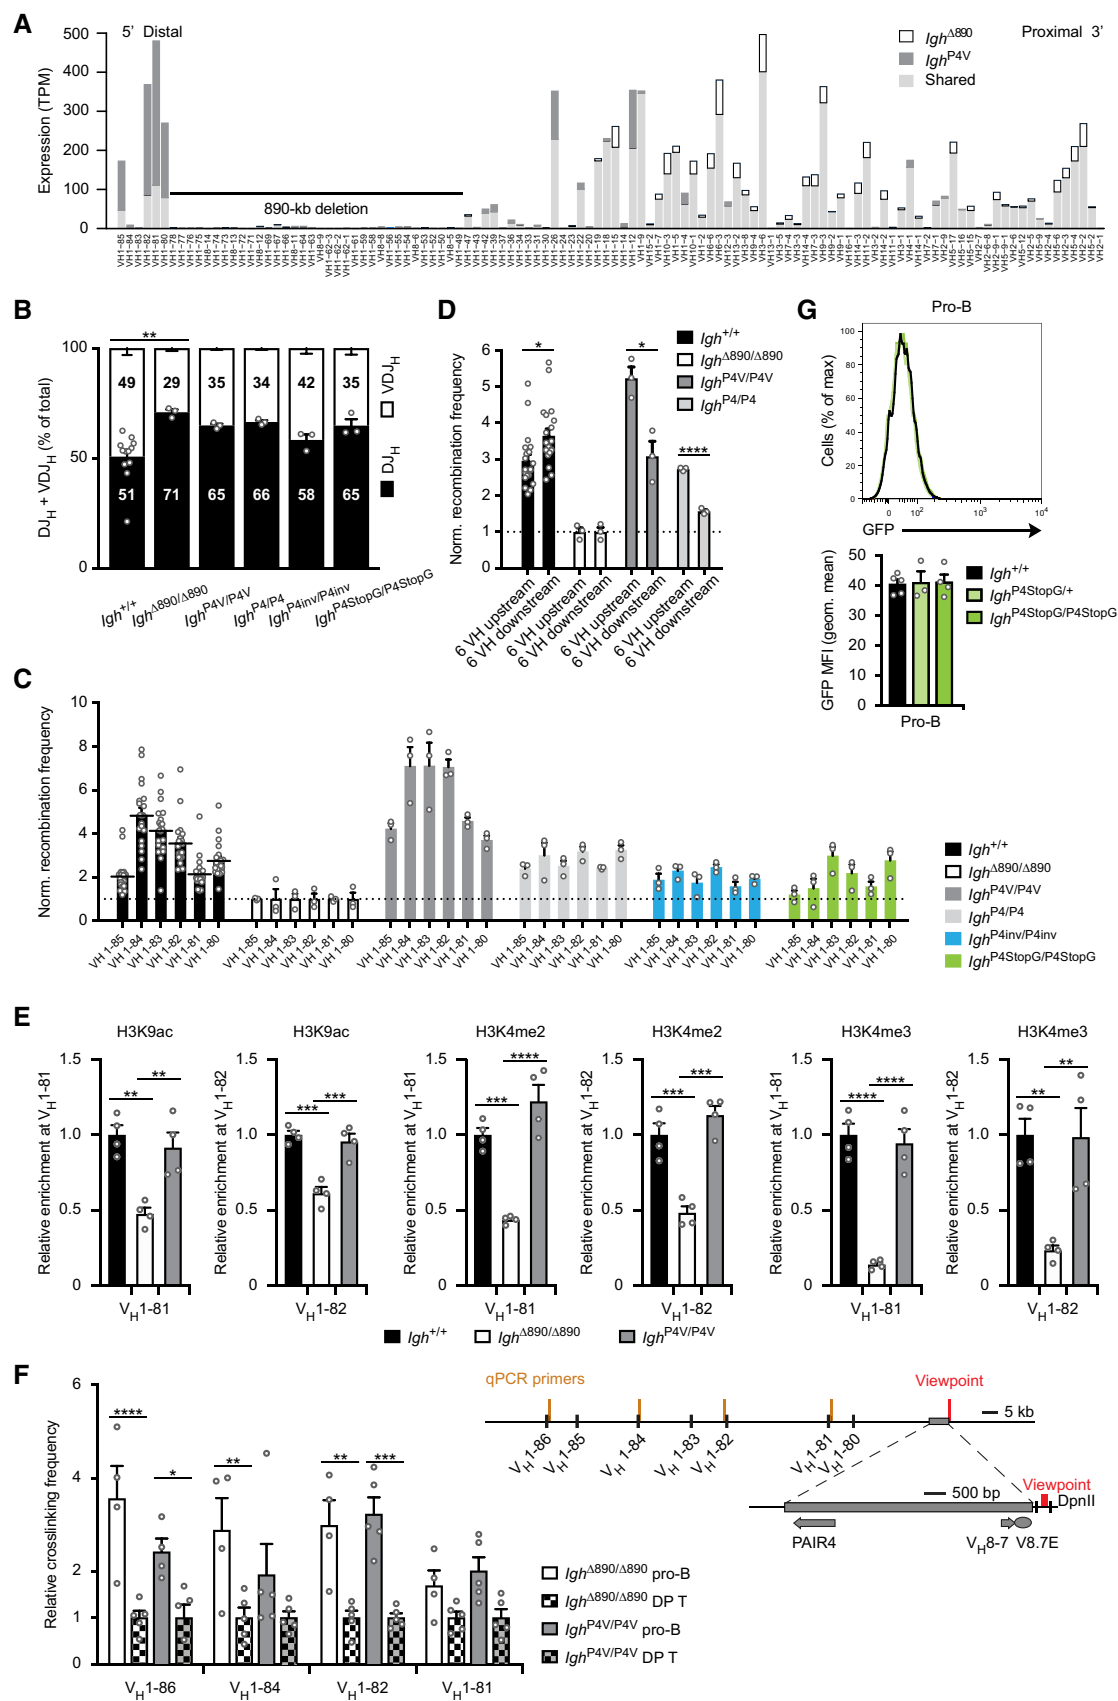

Figure EV3.

**Figure EV4. Mutation of the Pax5- and CTCF-binding sites in the PAIR4 element.**

- A Mutation of the Pax5-binding sequence of PAIR4. The nucleotides of PAIR4, which match the Pax5 consensus recognition sequence (Kaiser et al, 2022), are underlined and were mutated to the nucleotides indicated in red ( $\Delta$ Pax5).
- B Mutation of the CTCF-binding sequence of PAIR4. The nucleotides of PAIR4, corresponding to the consensus CTCF-binding motif (Hill et al, 2020), are underlined and were mutated to the nucleotides indicated in red ( $\Delta$ CTCF).
- C, D Schematic diagram of the *Gfp*-linked PAIR4-V8.7E module with the Pax5- or CTCF-binding site mutation, which was used for the generation of the *Igh*<sup>P4 $\Delta$ Pax5GV</sup> or *Igh*<sup>P4 $\Delta$ CTCFGV</sup> allele, respectively.
- E, G Pax5 and CTCF binding to the wild-type and mutant PAIR4 sequences. Short-term cultured pro-B cells from the bone marrow of *Igh*<sup>P4GV/P4GV</sup> (green), *Igh*<sup>P4 $\Delta$ Pax5GV/P4 $\Delta$ Pax5GV</sup> (yellow), and *Igh*<sup>P4 $\Delta$ CTCFGV/P4 $\Delta$ CTCFGV</sup> (brown) mice were used for ChIP analysis with an anti-Pax5 paired domain antibody or an anti-CTCF antibody. Input and precipitated DNA were quantified by qPCR analysis with primers amplifying the Pax5-binding site present in PAIR4 or the *Nedd9* gene (E), the CTCF-binding site present in PAIR4 or the *Bud13* gene (G) or by amplifying a gene-poor region on chromosome 1 as a negative control (Dataset EV2). The amount of precipitated DNA was calculated as an average percentage of input with SEM and is shown relative to the value obtained for the negative control.
- F No binding of Pax5 to the mutant Pax5 recognition sequence ( $\Delta$ Pax5) of PAIR4. A fluorescently-labeled double-stranded oligonucleotide containing the wild-type (wt) Pax5 recognition sequence of PAIR4 (shown below) was used as a probe for electrophoretic mobility shift assay (EMSA) with a nuclear extract prepared from B cells of the human Ramos cell line (see Materials and Methods). The Pax5-DNA complex (marked as Pax5 to the left) was not formed upon addition of an anti-Pax5 antibody, directed against the DNA-binding paired domain (Prd), or in the presence of a 10-, 30-, and 100-fold molar excess of a nonlabeled competitor oligonucleotide containing the wild-type Pax5-binding site in contrast to the competitor oligonucleotide containing the mutant (mut) Pax5 recognition sequence (shown below).
- H Absence of GFP expression in BLPs from the bone marrow of *Igh*<sup>P4GV/+</sup> (green), *Igh*<sup>P4 $\Delta$ Pax5GV/+</sup> (yellow), *Igh*<sup>P4 $\Delta$ CTCFGV/+</sup> (brown), and control *Igh*<sup>+/+</sup> (black) mice, as shown by flow-cytometric analysis.
- I Transient transfection reporter assay. The PAIR4-luciferase reporter genes (schematically shown to the left) were transfected together with the control vector pRL-CMV into cells of the pro-B cell line 38B9 (Alt et al, 1984) or pre-B cells line PD31 (Lewis et al, 1982). After 24 h, luciferase activities were measured, normalized and displayed relative to the activity of the parental vector pXPG, containing a promoter-less firefly luciferase gene, which was set to 1. The relative luciferase (luc) activities of six independent transfection experiments are shown as mean values with SEM. Ex1 and Ex2 refer to exons 1 and 2 of the PAIR antisense transcript.

Data information: Statistical data (E, G, I) were analyzed by one-way ANOVA (Tukey *post hoc* test); ns  $P > 0.05$ , \* $P < 0.05$ ; \*\* $P < 0.01$ , \*\*\*\* $P < 0.0001$ .

Source data are available online for this figure.

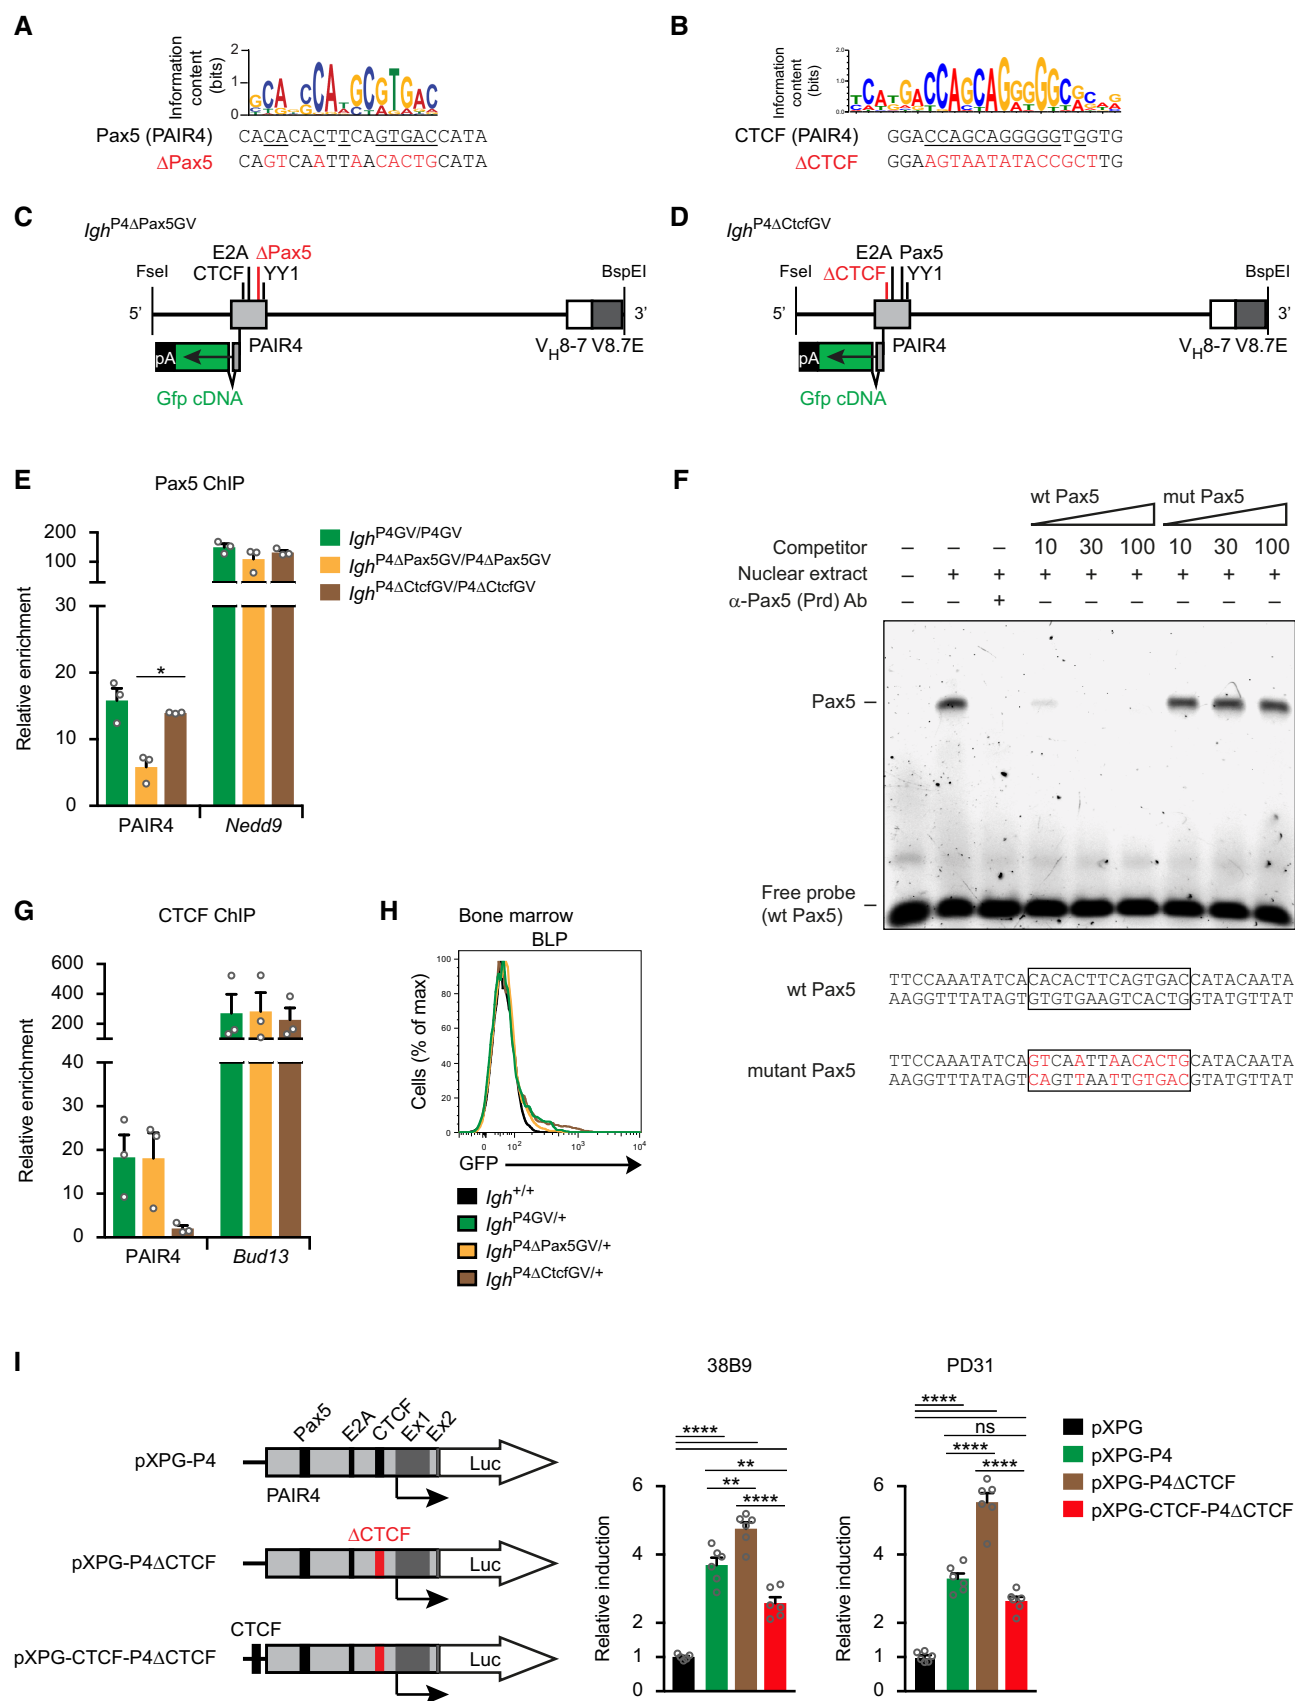

**Figure EV4.**

**Figure EV5. Generation and characterization of the *Igh*<sup>CμCre</sup> allele and explanation of recombination differences in the context of loop extrusion.**

- A Generation of the *Igh*<sup>CμCre</sup> allele by ES cell targeting. The *Igh*<sup>CμCre-neo</sup> allele was generated by homologous recombination in the ES cell line A9 by using the following targeting vector. The targeting vector consisted of a 4.1-kb long 5' homology region (containing Cμ1 to Cμ5), a *frt*-flanked 2.1-kb DNA fragment containing the mouse phosphoglycerate kinase (*Pgk1*) promoter linked to the neomycin (Neo) resistance gene and a SV40 polyadenylation signal, a 1.6-kb DNA fragment containing the CμM1/2 sequence linked in frame via the P2A peptide to an iCre gene followed by a 1.8-kb long 3' homology region. The *frt* sites are indicated by green arrowheads. The Apal fragments of the *Igh*<sup>+</sup> and *Igh*<sup>CμCre-neo</sup> alleles, which were used for allele identification by Southern blot analysis with the indicated probe, are shown together with their length (in kilobases, kb). The *Igh*<sup>CμCre</sup> allele was generated by deletion of the *frt*-flanked *Pgk1*-Neo expression cassette, which was used for selection of the targeted ES cell clones, in *Igh*<sup>CμCre-neo</sup> mice expressing the Flpe transgene.
- B Southern blot analysis of wild-type (WT) ES cells and correctly targeted ES cell clones by hybridization of Apal-digested genomic DNA with the probe indicated in (A). The ES cell clone 11F was injected into blastocysts to generate the *Igh*<sup>CμCre-neo/+</sup> mouse strain.
- C RT-qPCR analysis of *Gfp* mRNA expression in sorted pro-B cells from the bone marrow of the indicated mouse strains. The transcripts of the *Gfp* gene were normalized against the control *Tbp* mRNA, and the mean value obtained with *Igh*<sup>+/+</sup> pro-B cells was set to 1. *Gfp* mRNA expression is shown as a mean value with SEM based on nine (*Igh*<sup>+/+</sup>) or four (*Igh*<sup>P4GV/P4GV</sup>, *Igh*<sup>EμG/EμG</sup>, *Igh*<sup>P4StopG/P4StopG</sup>) independent samples. Statistical data were analyzed by one-way ANOVA (Tukey *post hoc* test); \*\*\*\**P* < 0.0001.
- D Role of loop extrusion in mediating increased recombination of V<sub>H</sub> genes located upstream of the insertion of the PAIR4-V8.7E module (Figs 3G and EV3D). The loop extrusion process has been shown to generate a largely contiguous interaction zone where all the different sequences within the V<sub>H</sub> gene region appear to interact with each other (Hill et al, 2023). The generation of this interaction zone requires that all CTCF-binding sites are present in forward orientation in the V<sub>H</sub> gene cluster (Hill et al, 2020). Loop extrusion likely initiates at random positions in the V<sub>H</sub> gene cluster and initially proceeds in a symmetrical manner until the cohesin ring interacts with a CTCF protein bound to the next upstream forward-oriented CTCF-binding site, which leads to stabilized binding of cohesin at this site (Li et al, 2020). Thereafter, asymmetrical loop extrusion reels the DNA of the downstream *Igh* regions into the loop, until it is halted by a CTCF protein bound to a reverse-oriented CTCF-binding site at the IGCR1 or 3'CBE elements (Hill et al, 2023). This loop extrusion mechanism predicts that only the V<sub>H</sub>1 genes located upstream of the PAIR4 insertion can efficiently interact through loop extrusion with the inserted PAIR4 element and thus undergo increased V<sub>H</sub>1 gene recombination. In contrast, the downstream V<sub>H</sub>1 genes are unable to interact through this loop extrusion mechanism with the inserted PAIR4 element, which results in reduced V<sub>H</sub>1 gene recombination.
- E Explanation for the reduced recombination efficiency of upstream V<sub>H</sub>1 genes in *Igh*<sup>P4inv/P4inv</sup> pro-B cells compared with *Igh*<sup>P4/P4</sup> pro-B cells (Fig 3G and F). The inversion of PAIR4 also inverts the orientation of the CTCF-binding site of PAIR4 in *Igh*<sup>P4inv/P4inv</sup> pro-B cells relative to *Igh*<sup>P4/P4</sup> pro-B cells. The reverse-oriented CTCF-binding site of PAIR4 is now in convergent orientation relative to the forward CTCF-binding sites in the upstream region and can thus form new stabilized loops (Rao et al, 2014) that interfere with prolonged loop extrusion beyond the inserted PAIR4 element and can therefore prevent interactions of the upstream V<sub>H</sub> genes with the RAG<sup>+</sup> recombination center in the *Igh* 3' region, as previously shown for the inversion of the 890-kb V<sub>H</sub> gene region (Hill et al, 2020). The forward and reverse CTCF consensus motifs (D, E) are shown.

Source data are available online for this figure.

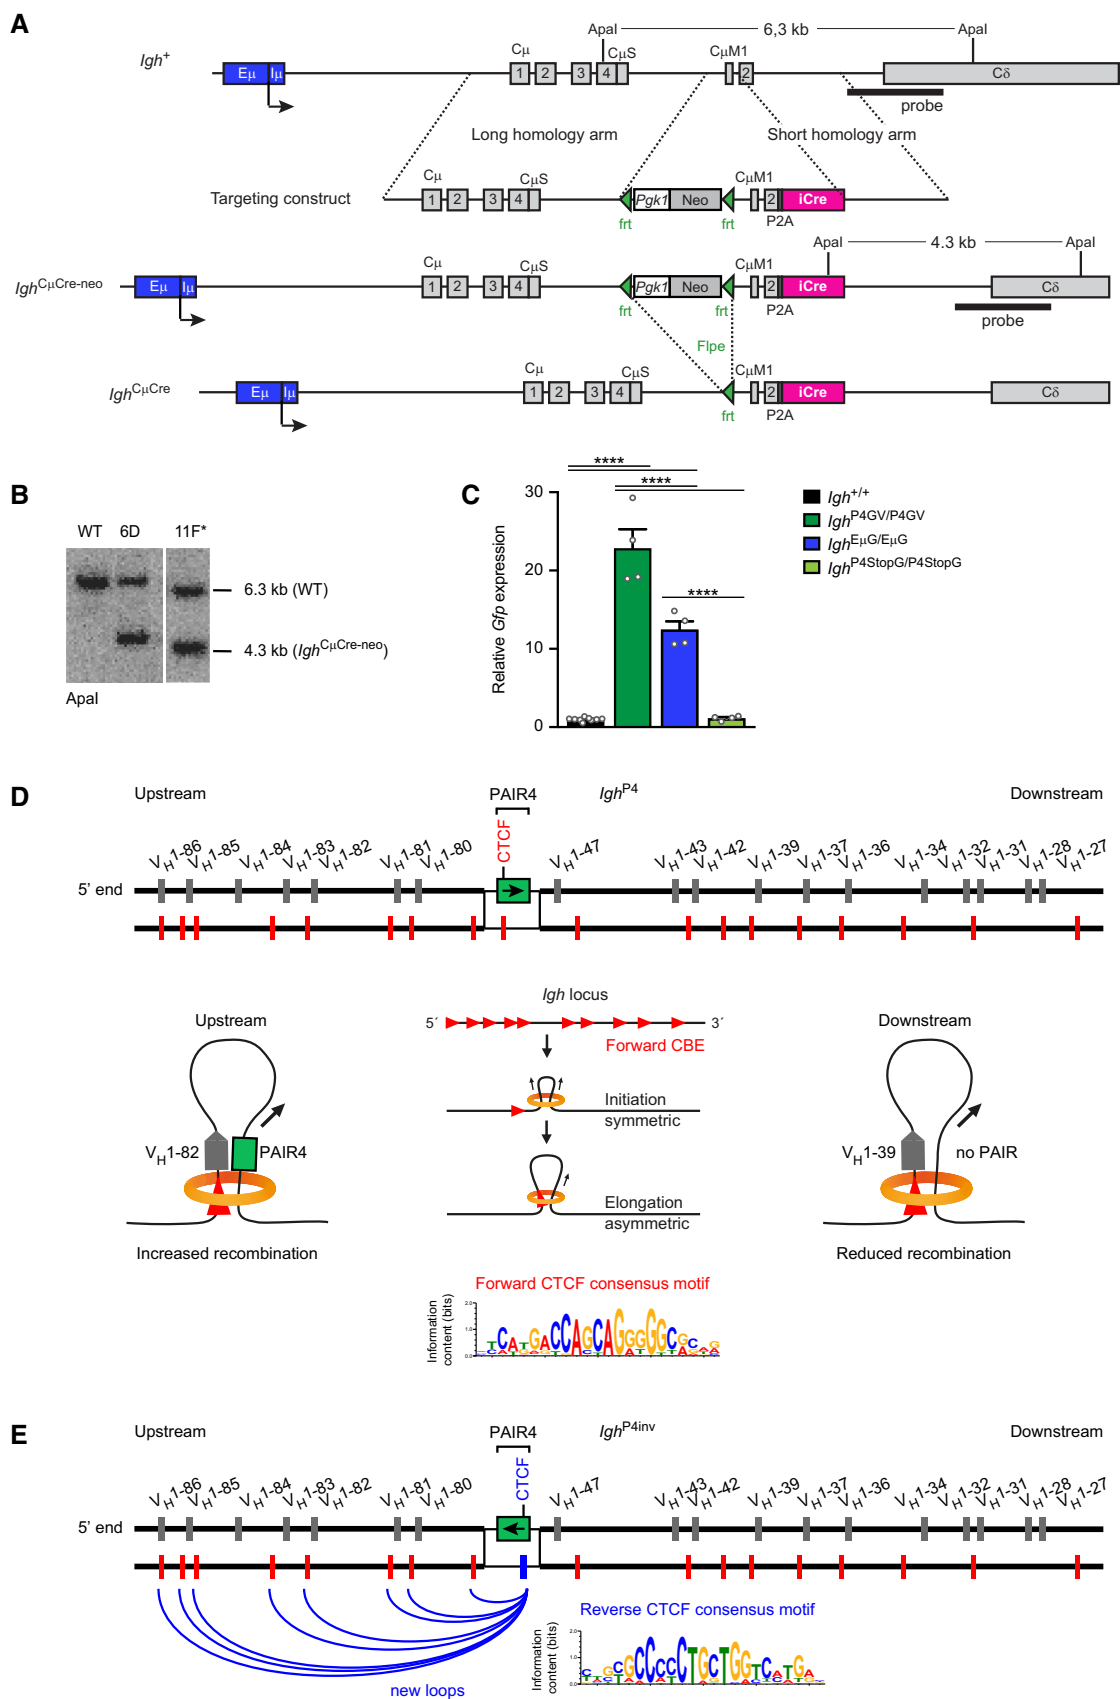

Figure EV5.

# Supplementary material for: Enhancers of the PAIR4 regulatory module promote distal VH gene recombination at the Igh locus
**Source:** EMBO J. 2023 Jun 20;42(15):e112741. doi: 10.15252/embj.2022112741
**Supplement:** Supplementary file 6 — PDF+

# Enhancers of the PAIR4 regulatory module promote distal V<sub>H</sub> gene recombination at the *Igh* locus

Louisa Hill<sup>1</sup> , Markus Jaritz<sup>1</sup> , Hiromi Tagoh<sup>1</sup> , Karina Schindler<sup>1</sup>, Daniela Kostanova-Poliakova<sup>1</sup>, Qiong Sun<sup>1</sup>, Tanja A Schwickert<sup>1</sup> 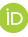, Martin Leeb<sup>2</sup>  & Meinrad Busslinger<sup>1,\*</sup> 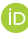

## Abstract

While extended loop extrusion across the entire *Igh* locus controls V<sub>H</sub>-DJ<sub>H</sub> recombination, local regulatory sequences, such as the PAIR elements, may also activate V<sub>H</sub> gene recombination in pro-B-cells. Here, we show that PAIR-associated V<sub>H</sub>8 genes contain a conserved putative regulatory element (V8E) in their downstream sequences. To investigate the function of PAIR4 and its V8.7E, we deleted 890 kb containing all 14 PAIRs in the *Igh* 5' region, which reduced distal V<sub>H</sub> gene recombination over a 100-kb distance on either side of the deletion. Reconstitution by insertion of PAIR4-V8.7E strongly activated distal V<sub>H</sub> gene recombination. PAIR4 alone resulted in lower induction of recombination, indicating that PAIR4 and V8.7E function as one regulatory unit. The pro-B-cell-specific activity of PAIR4 depends on CTCF, as mutation of its CTCF-binding site led to sustained PAIR4 activity in pre-B and immature B-cells and to PAIR4 activation in T-cells. Notably, insertion of V8.8E was sufficient to activate V<sub>H</sub> gene recombination. Hence, enhancers of the PAIR4-V8.7E module and V8.8E element activate distal V<sub>H</sub> gene recombination and thus contribute to the diversification of the BCR repertoire in the context of loop extrusion.

**Keywords** CTCF; *Igh* V<sub>H</sub> gene recombination; novel recombination enhancers; PAIR4 element; Pax5

**Subject Categories** Chromatin, Transcription & Genomics; Immunology

**DOI** 10.15252/embj.2022112741 | Received 4 October 2022 | Revised 22 May

2023 | Accepted 2 June 2023 | Published online 20 June 2023

**The EMBO Journal (2023) 42: e112741**

## Introduction

Humoral immunity to foreign pathogens depends on the generation of a diverse B cell antigen receptor (BCR) repertoire by V(D)J recombination, which assembles the variable regions of immunoglobulin (Ig) genes from variable (V), diversity (D) and joining (J) segments during B cell development (Jhunjhunwala *et al*, 2009; Schatz & Swanson, 2011; Alt *et al*, 2013). The Ig heavy-chain (*Igh*) locus undergoes D<sub>H</sub>-J<sub>H</sub> rearrangements in lymphoid progenitors followed by V<sub>H</sub>-DJ<sub>H</sub> recombination in committed pro-B cells

(Jhunjhunwala *et al*, 2009; Alt *et al*, 2013). The *Igh* locus of the mouse is composed of a 0.26-Mb long 3' proximal region, containing the D<sub>H</sub>, J<sub>H</sub>, and C<sub>H</sub> gene segments, and of a distal 2.44-Mb long V<sub>H</sub> gene cluster (Johnston *et al*, 2006; Proudhon *et al*, 2015). Due to the large size of the V<sub>H</sub> gene cluster, contraction of the entire *Igh* locus is required to juxtapose distantly located V<sub>H</sub> genes next to the 3' proximal DJ<sub>H</sub>-rearranged gene segment, which facilitates V<sub>H</sub>-DJ<sub>H</sub> recombination in committed pro-B cells (Kosak *et al*, 2002; Fuxa *et al*, 2004; Roldán *et al*, 2005; Jhunjhunwala *et al*, 2008; Medvedovic *et al*, 2013). The transcription factor Pax5 is known to regulate *Igh* locus contraction (Fuxa *et al*, 2004) by downregulating the expression of the cohesin-release factor Wapl in pro-B cells, which facilitates cohesin-dependent chromatin loop extrusion across the entire *Igh* locus (Hill *et al*, 2020). Pax5 binding at the Wapl promoter recruits the Polycomb repressive complex 2 (PRC2), which leads to a 4-fold repression of Wapl mRNA expression and, consequently, to an increased residence time of cohesin on DNA, thus resulting in the formation of extra-long chromatin loops (Hill *et al*, 2020). Extended loop extrusion facilitates the convergent alignment of the recombination signal sequences (RSS) of all V<sub>H</sub> genes with the RSS element of the DJ<sub>H</sub>-rearranged segment in the 3' proximal RAG<sup>+</sup> recombination center prior to RAG-mediated V<sub>H</sub>-DJ<sub>H</sub> recombination (Ji *et al*, 2010; Hill *et al*, 2020; Dai *et al*, 2021; Zhang *et al*, 2022).

Two regulatory elements have so far been shown to control essential aspects of V(D)J recombination at the *Igh* locus. The E<sub>μ</sub> enhancer, which is located in the 3' proximal region of the *Igh* locus, promotes D<sub>H</sub>-J<sub>H</sub> recombination in lymphoid progenitors by inducing active chromatin at the D<sub>H</sub> and J<sub>H</sub> clusters (Perlot *et al*, 2005; Chakraborty *et al*, 2009) and thereby contributes to the formation of the local RAG<sup>+</sup> recombination center (Ji *et al*, 2010; Schatz & Ji, 2011). Moreover, two CTCF-binding sites in the IGCRI region, which is located between the V<sub>H</sub> and D<sub>H</sub> clusters, are essential for controlling the B-lineage specificity of *Igh* recombination and the temporal order of D<sub>H</sub>-J<sub>H</sub> recombination prior to V<sub>H</sub>-DJ<sub>H</sub> recombination at the *Igh* locus (Guo *et al*, 2011).

We previously identified the Pax5-activated intergenic repeat (PAIR) elements, which are dispersed over a 750-kb region in the distal V<sub>H</sub> gene cluster (Ebert *et al*, 2011). The 14 PAIR elements are defined by the presence of a highly conserved sequence repeat of

470-bp length and are frequently associated with a member of the  $V_H8$  ( $V_H3609$ ) gene family (Ebert *et al*, 2011). The PAIR element and its associated  $V_H8$  gene contain active chromatin in pro-B cells, suggesting that the two elements may function as a regulatory unit (Ebert *et al*, 2011). In addition, a long noncoding (lnc) RNA is transcribed from a promoter in the PAIR element (Ebert *et al*, 2011). PAIR4 and PAIR6 were subsequently identified as the most active PAIR elements as judged by the high transcription of their lncRNAs in pro-B cells (Verma-Gaur *et al*, 2012; Medvedovic *et al*, 2013). The activity of PAIR elements is strictly pro-B cell-specific, as their lncRNA is not expressed in pre-B, immature B or T cells (Ebert *et al*, 2011). The transcription factors Pax5, E2A, CTCF, and YY1 are known to bind to PAIR elements (Ebert *et al*, 2011; Medvedovic *et al*, 2013). While the lncRNA expression from the promoters of PAIR4 and PAIR6 is lost in YY1-deficient pro-B cells (Verma-Gaur *et al*, 2012; Medvedovic *et al*, 2013), it is increased upon downregulation of the CTCF protein (Degner *et al*, 2011). However, no genetic analysis has yet been performed to decipher the role of PAIR elements in the regulation of  $V_H$  gene recombination.

Here, we have analyzed the function of PAIR4 and its associated  $V_H8-7$  gene by detailed genetic analysis. Mapping of open chromatin localized the putative regulatory element in the  $V_H8-7$  gene region immediately downstream of the RSS sequence. We therefore refer to this element as the  $V_H8-7$ -associated enhancer (V8.7E). Moreover, the presence of open chromatin downstream of the RSS element was identified as a specific feature of members of the  $V_H8$  gene family. Due to the high conservation of the PAIR sequences, we first eliminated all 14 PAIRs by deleting an 890-kb long region in the distal  $V_H$  gene cluster, followed by insertion of different PAIR4 constructs at the deletion point. While the 890-kb deletion resulted in reduced recombination of distal  $V_H$  genes over a 100-kb distance on either side of the deletion point, the insertion of PAIR4 together with V8.7E strongly activated distal  $V_H$  gene recombination in pro-B cells. Reconstitution with PAIR4 alone resulted in lower activation of  $V_H$  gene recombination, indicating that PAIR4 and V8.7E function as one regulatory unit. Pax5 contributed to the PAIR4 function as mutation of the Pax5-binding site in PAIR4 resulted in decreased expression of the PAIR4-derived transcript and reduced activation of  $V_H$  gene recombination. Notably, the pro-B cell-specific activity of PAIR4 was critically dependent on CTCF, as mutation of its CTCF-binding site resulted in sustained PAIR4 activity in pre-B and immature B cells as well as in the activation of PAIR4-derived transcription in T cells. In summary, these data demonstrate that the enhancers of the PAIR4-V8.7E module activate  $V_H$  gene recombination in the distal  $V_H$  gene region, which further contributes to the diversification of the BCR repertoire in the context of chromatin loop extrusion.

## Results

### Activation of PAIR4, PAIR6, and their downstream $V_H8$ -associated elements during the BLP-to-pro-B cell transition

To study nascent transcription along the *Igh* locus, we performed total RNA-sequencing of pro-B and pre-B cells that were sorted from the bone marrow of wild-type mice. This analysis identified abundant transcripts in three regions of the *Igh* locus at the pro-B cell

stage. A high density of transcripts was detected in the  $I\mu$ -C $\mu$  region downstream of the  $E\mu$  enhancer (Fig 1A). The two other regions with strong transcription corresponded to the lncRNAs that originate from the PAIR4 and PAIR6 elements in the 5' region of the *Igh* locus (Figs 1A and EV1A and B). These two PAIR-associated transcripts were, however, already lost at the next developmental stage in pre-B cells (Fig 1A). Hence, only these two of the 14 PAIR elements exhibited strong transcriptional activity in pro-B cells (Fig 1A) in agreement with previous reports (Verma-Gaur *et al*, 2012; Medvedovic *et al*, 2013). Consistent with this finding, both PAIR4 and PAIR6 contained the active histone marks H3K4me2, H3K4me3, and H3K27ac and were bound by Pax5, E2A, YY1, CTCF, and cohesin (Rad21) in pro-B cells (Ebert *et al*, 2011; Figs 1B and EV1A and B). Active chromatin (H3K4me2 and H3K27ac) was also present at the adjacent  $V_H8-7$  and  $V_H8-x$  genes downstream of PAIR4 and PAIR6, respectively, while the active promoter mark H3K4me3 was absent in pro-B cells in agreement with the lack of nascent transcripts at these two  $V_H$  genes (Figs 1B and EV1A and B). Mapping of open chromatin by ATAC-sequencing (Buenrostro *et al*, 2013) revealed that the putative regulatory element in the  $V_H8-7$  and  $V_H8-x$  gene regions was located downstream of the RSS sequences of these  $V_H$  genes (Figs 1B and EV1A and B). Importantly, open chromatin could not be detected at the two PAIR and  $V_H8$ -associated elements in the majority of B-cell-biased lymphoid progenitors (Pax5<sup>-</sup> BLPs), whereas open chromatin was already induced in the small fraction of Pax5<sup>+</sup> BLPs (Fig EV1A and B). Hence, we conclude that PAIR4, PAIR6, and their downstream  $V_H8$ -associated elements are activated in the transition from BLPs to committed pro-B cells.

Among all  $V_H$  genes, the members of the  $V_H8$  gene family predominantly contain active histone marks at a relatively high level in pro-B cells (Malin *et al*, 2010). Moreover, 11 of the 14 PAIR elements are associated with a member of the  $V_H8$  gene family (Ebert *et al*, 2011), raising the question whether open chromatin peaks are located downstream of most of these genes. Cumulative analysis of the ATAC-seq reads at all  $V_H8$  ( $V_H3609$ ) and  $V_H1$  ( $V_HJ558$ ) genes present in the distal  $V_H$  gene cluster revealed that open chromatin was specifically present downstream of the  $V_H8$  genes in contrast to the  $V_H1$  genes (Fig 1C and D). Moreover, the analysis of individual  $V_H8$  genes confirmed the presence of open chromatin peaks downstream of most of these genes, although there was some variation in read density of these peaks (Fig 1E). Notably, the downstream sequences of the  $V_H8$  genes were strongly conserved, contrary to the respective sequences of the  $V_H1$  genes (Fig EV1C–E). We refer to these putative regulatory elements (V8E) by the number of their associated  $V_H8$  gene, and hence the element next to the  $V_H8-7$  gene is named as V8.7E.

### An 890-kb deletion in the *Igh* 5' region impairs distal $V_H$ gene recombination

As the role of PAIR4 and PAIR6 in  $V_H$ -DJ $H$  recombination is still unknown, we decided to analyze the function of PAIR4 in detail. Due to the high sequence conservation of the 470-bp long repeats defining the 14 PAIR elements (Ebert *et al*, 2011), we first deleted all 14 PAIR elements and then reconstituted the deletion by inserting wild-type and mutant PAIR4 constructs. For this, we deleted an 890-kb distal *Igh* region, containing 32 functional  $V_H$  genes in addition to the PAIR elements (Fig 1A), to generate the *Igh*<sup>Δ890</sup> allele by

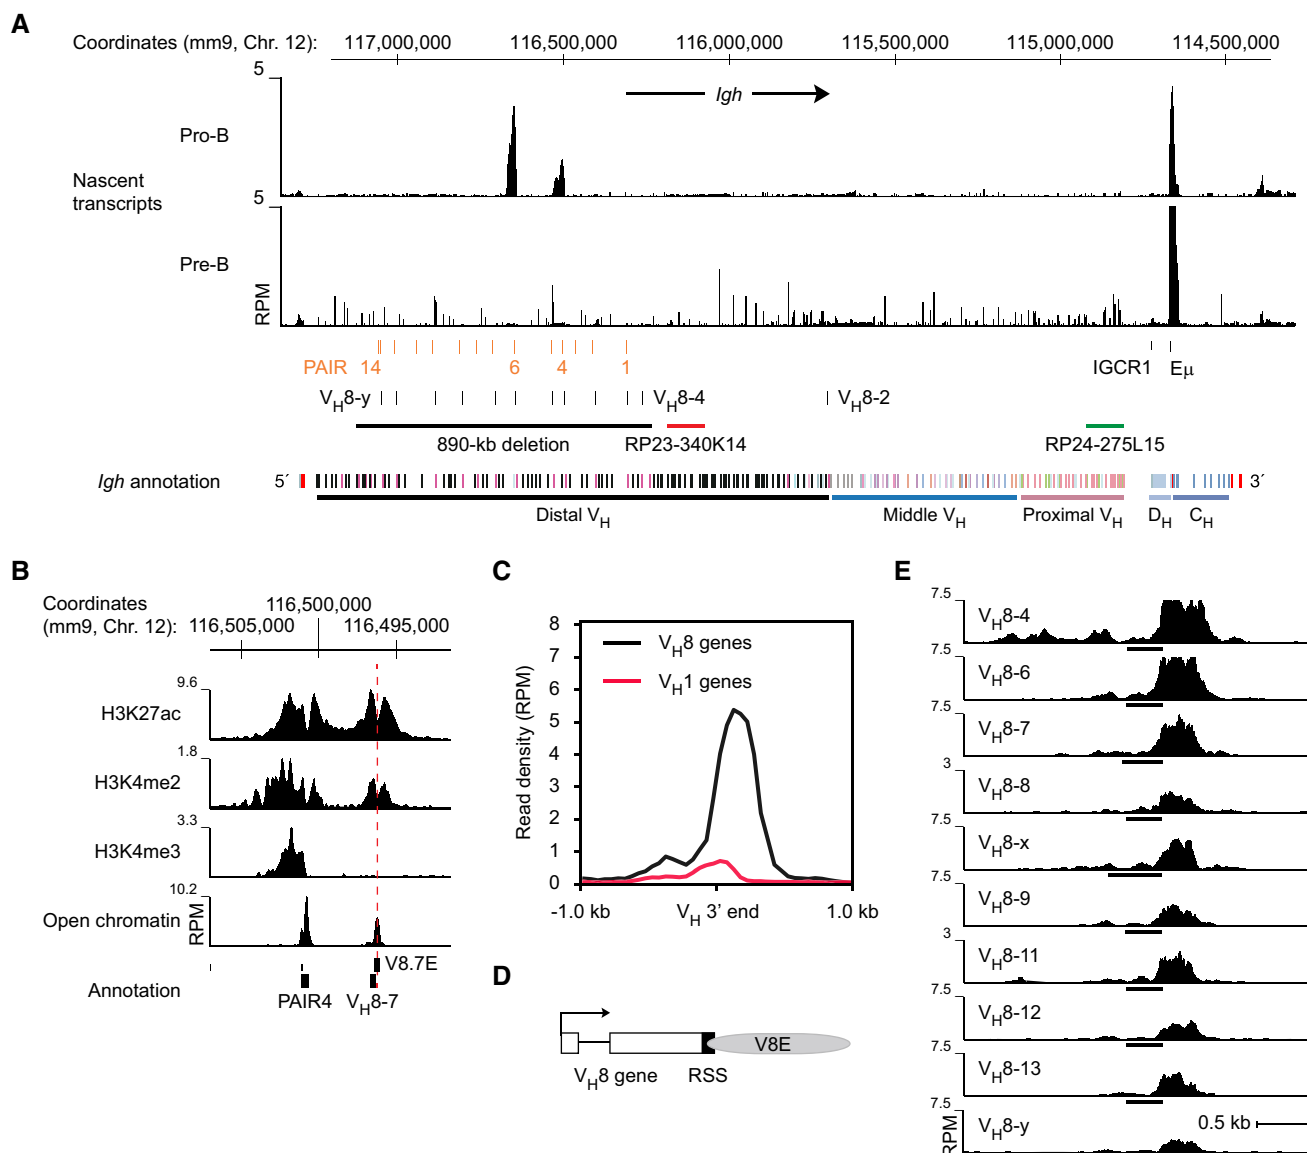

**Figure 1. Identification of the V8E elements as a new class of potential regulatory elements in the distal  $V_H$  gene region of the *Igh* locus.**

- A Mapping of total transcripts at the *Igh* locus in ex vivo sorted pro-B and pre-B cells. Total RNA was sequenced, as described in [Materials and Methods](#), and plotted as reads per million mapped sequence reads (RPM). The locations of the PAIR elements,  $V_H8$  genes, IGHCR1 sequence, and  $E_\mu$  enhancer are shown together with the positions of the bacterial artificial chromosomes (BACs) RP23-340K14 and RP24-275L15 used as DNA-FISH probes. The annotation of the C57BL/6 *Igh* locus indicates the distinct  $V_H$  gene families (different colors) in the distal, middle, and proximal  $V_H$  gene regions (Johnston *et al*, 2006), the  $D_H$  (light blue) and  $C_H$  (blue) elements, as well as the 3'RR enhancers (red) in the 3' proximal *Igh* domain, together with the mm9 genomic coordinates of mouse chromosome 12. A black line indicates the extent of the 990-kb deletion present in the *Igh*<sup>A890</sup> allele.
- B Presence of active histone marks and open chromatin at PAIR4 and the V8.7E element located immediately downstream of the  $V_H8-7$  gene in pro-B cells. *Ex vivo* sorted pro-B cells were used for determining open chromatin by ATAC-seq and short-term cultured pro-B cells for ChIP-seq analysis of the indicated histone marks with modification-specific antibodies. The peak of open chromatin at the V8.7E element is indicated by a dashed line.
- C Specific presence of an open chromatin peak downstream of members of the  $V_H8$  gene family. The density of cumulative ATAC-seq reads located downstream of members of the  $V_H8$  and  $V_H1$  gene families is shown. The 3' end of the  $V_H$  genes was used as a reference point for sequence alignment.
- D Schematic diagram of a  $V_H8$  gene with its RSS sequence and downstream V8E element. Gray shading indicates the extent of the ATAC-seq peak present at the V8E element.
- E Identification of different V8E elements by their open chromatin peaks that are located downstream of individual  $V_H8$  genes (indicated by black lines). As the previously identified  $V_H3609.8pg.160$  and  $V_H3609.14pg.181$  genes (Johnston *et al*, 2006) were not mapped in the mouse mm9 or mm10 genomes, we refer to these PAIR6- and PAIR13-associated genes as  $V_H8-x$  and  $V_H8-y$ , respectively. These genes have the following coordinates:  $V_H8-x$  gene – [chr12:116642631-116643076](#) (mm9) or [chr12:115404420-115404865](#) (mm10);  $V_H8-y$  gene – [chr12:117046639-117047071](#) (mm9) or [chr12:115808428-115808860](#) (mm10).

sequential insertion of *lox71* and *loxP* sites through ES cell targeting and subsequent Cre-mediated deletion of the *lox*-flanked sequences *in vivo* in the mouse (Fig EV2A and Materials and Methods). B cell development was moderately decreased at the pre-B and immature B cell stage in the bone marrow of *Igh*<sup>Δ890/Δ890</sup> mice compared with control *Igh*<sup>+/+</sup> mice, which was likely caused by the observed increase of pro-B cells in *Igh*<sup>Δ890/Δ890</sup> mice (Fig 2A). This partial B cell developmental arrest is likely brought about by the loss of the 32 functional V<sub>H</sub> genes, which may reduce the overall frequency of V<sub>H</sub>-DJ<sub>H</sub> recombination in *Igh*<sup>Δ890/Δ890</sup> pro-B cells (see below).

We next tested the hypothesis that the PAIR elements may contribute to *Igh* locus contraction in pro-B cells (Ebert *et al.*, 2011). To this end, we analyzed pro-B cells by 3-dimensional DNA-fluorescence in situ hybridization (3D DNA-FISH; Fig 2B) by using bacterial artificial chromosome (BAC) probes corresponding to central (red) or proximal (green) V<sub>H</sub> gene regions (Fig 1A). For this, we used ex vivo sorted *Igh*<sup>Δ890/Δ890</sup> *Rag2*<sup>-/-</sup>, *Vav*-Cre *Pax5*<sup>fl/fl</sup> (*Pax5*<sup>Δ/Δ</sup>) *Rag2*<sup>-/-</sup> and *Rag2*<sup>-/-</sup> pro-B cells, which were unable to undergo V (D)J recombination due to RAG2 deficiency (Shinkai *et al.*, 1992). While the two DNA-FISH signals were far apart in the nuclei of *Pax5*<sup>Δ/Δ</sup> *Rag2*<sup>-/-</sup> pro-B cells, they were overlapping in *Igh*<sup>Δ890/Δ890</sup> *Rag2*<sup>-/-</sup> pro-B cells like in control *Rag2*<sup>-/-</sup> pro-B cells (Fig 2B). These data therefore indicate that *Igh* locus contraction is not affected by deletion of all PAIR elements.

Analysis of V(D)J recombination by VDJ sequencing (VDJ-seq; Chovanec *et al.*, 2018) revealed proportionally fewer VDJ<sub>H</sub>-rearranged *Igh* alleles in bone marrow pro-B cells of *Igh*<sup>Δ890/Δ890</sup> mice compared with control *Igh*<sup>+/+</sup> mice, which may be largely caused by deletion of the 32 functional V<sub>H</sub> genes (Fig 2C and D). Notably, the recombination of the V<sub>H</sub> genes, which are located on either side of the deletion point, was strongly reduced in *Igh*<sup>Δ890/Δ890</sup> pro-B cells compared with *Igh*<sup>+/+</sup> pro-B cells (Fig 2D). V<sub>H</sub> gene recombination was decreased over a distance of 112 kb (V<sub>H</sub>1-85) or 194 kb (V<sub>H</sub>1-27) upstream or downstream of the deletion point in *Igh*<sup>Δ890/Δ890</sup> pro-B cells, respectively (Fig EV2B). To quantify the effect of the 890-kb deletion on distal V<sub>H</sub> gene recombination, we

determined the average recombination frequency of the first six distal V<sub>H</sub> genes (V<sub>H</sub>1-85 to V<sub>H</sub>1-80) in *Igh*<sup>Δ890/Δ890</sup> pro-B cells relative to the corresponding frequency of these V<sub>H</sub> genes in control *Igh*<sup>+/+</sup> pro-B cells (Fig 2E). This analysis revealed that the 890-kb deletion caused on average, a 3-fold decrease in the recombination frequency of these distal V<sub>H</sub> genes.

#### PAIR4 with its associated V8.7E element strongly activates distal V<sub>H</sub> gene recombination

We next investigated whether the insertion of distinct PAIR4 constructs at the deletion point of the *Igh*<sup>Δ890</sup> allele could rescue the recombination of adjacent distal V<sub>H</sub> genes. To this end, we generated *Igh*<sup>Δ890/+</sup> *Rosa26*<sup>CreERT2/+</sup> ES cells to be able to use the Floxin system (Singla *et al.*, 2010) for Cre-mediated insertion of different PAIR4 constructs (Fig 3A) at the *lox71* site, which was left after deletion in the *Igh*<sup>Δ890</sup> allele (Fig EV2A). We first generated the *Igh*<sup>P4V</sup> allele carrying the insertion of PAIR4 and its associated V8.7E element (Fig 3A). As the lncRNA transcribed from the PAIR4 element, which we refer to as PAIR4-derived transcript, is spread over a 26-kb sequence (Fig EV1A), we could not insert this large region together with the PAIR4 and V8.7E elements into the *Igh*<sup>P4V</sup> allele due to size constraints imposed by the Floxin method. Instead, we linked the cDNA sequence of the spliced PAIR4-derived transcript (RIKEN clone CJ056205) in exon 2 of PAIR4 (Ebert *et al.*, 2011) and added six polyadenylation sites at the 3' end, followed by Floxin-mediated insertion to create the *Igh*<sup>P4V</sup> allele (Fig 3A). We next compared the *Igh*<sup>P4V</sup> and *Igh*<sup>Δ890</sup> alleles with the wild-type *Igh*<sup>+/+</sup> allele in the following competitive setting. The mutant *Igh* alleles were of the C57BL/6 (B6) origin and therefore encode the IgM<sup>b</sup> BCR, while *Igh* alleles of the 129/Sv (129) strain give rise to the expression of the IgM<sup>a</sup> isotype. By crossing mice of these two strains, we determined the ratio of immature IgM<sup>b</sup> (B6) to IgM<sup>a</sup> (129) B cells in the bone marrow of *Igh*<sup>Δ890(B6)/+(129)</sup> and control *Igh*<sup>+(B6)/+(129)</sup> mice using flow-cytometric analysis. This analysis revealed that the *Igh*<sup>Δ890(B6)</sup> allele generated, with a ratio of 0.58, only about half as many

**Figure 2. An 890-kb deletion in the 5' region of the *Igh* locus impairs adjacent distal V<sub>H</sub> gene recombination.**

- A B cell development in *Igh*<sup>Δ890/Δ890</sup> mice. The relative frequencies of the indicated cell types were determined by flow cytometric analysis of bone marrow cells from *Igh*<sup>Δ890/Δ890</sup> and *Igh*<sup>+/+</sup> mice at the age of 3–4 weeks, indicating a 1.3-fold increase of pro-B cells and a moderate decrease at subsequent B cell developmental stages in *Igh*<sup>Δ890/Δ890</sup> mice. Statistical data are shown as a mean value with SEM.
- B Two-color 3D DNA-FISH analysis of ex vivo sorted pro-B cells of the indicated genotypes with the RP23-340K14 (red) and RP24-275L15 (green) BAC probes (Fig 1A). Representative images are shown above. Dot plots (below) show the distances measured between the two DNA signals in individual *Igh* alleles (2,123 for *Rag2*<sup>-/-</sup>, 1,514 for *Igh*<sup>Δ890/Δ890</sup> *Rag2*<sup>-/-</sup>, and 502 for *Vav*-Cre *Pax5*<sup>fl/fl</sup> (*Pax5*<sup>Δ/Δ</sup>) *Rag2*<sup>-/-</sup> pro-B cells) together with the mean distance (red bar) and SEM determined for each genotype. In total, four independent DNA-FISH experiments were performed.
- C, D V<sub>H</sub> gene recombination analysis in ex vivo sorted *Igh*<sup>Δ890/Δ890</sup> and *Igh*<sup>+/+</sup> pro-B cells, as determined by VDJ-seq experiments (Chovanec *et al.*, 2018). (C) The percentages of uniquely identified DJ<sub>H</sub> and VDJ<sub>H</sub> sequences are shown as mean percentages with SEM. Each dot corresponds to an independent VDJ-seq experiment performed with sorted pro-B cells from one mouse. (D) VDJ-seq analysis of V<sub>H</sub> gene rearrangements in *Igh*<sup>+/+</sup> pro-B cells (black, above line) and *Igh*<sup>Δ890/Δ890</sup> pro-B cells (white bars, below line). The different V<sub>H</sub> genes (horizontal axis) are aligned according to their position in the *Igh* locus (Dataset EV1). The usage of each V<sub>H</sub> gene (vertical axis) is shown as a percentage of all VDJ<sub>H</sub> and DJ<sub>H</sub> recombination events determined for each pro-B cell type. The relative frequency of each V<sub>H</sub> gene is shown as a mean value with SEM and is based on three independent VDJ-seq experiments for pro-B cells of each genotype. The enlargement (upper part) highlights the differences in recombination frequency of the V<sub>H</sub> genes adjacent to the 890-kb deletion. The red horizontal line indicates the extent of reduced V<sub>H</sub> gene recombination on either side of the deletion point in *Igh*<sup>Δ890/Δ890</sup> pro-B cells.
- E Normalized recombination frequency of the first six distal V<sub>H</sub> genes (V<sub>H</sub>1-85 to V<sub>H</sub>1-80) in *Igh*<sup>Δ890/Δ890</sup> and *Igh*<sup>+/+</sup> pro-B cells. The average recombination frequency of the six distal V<sub>H</sub> genes was calculated as mean value with SEM, and the value obtained with *Igh*<sup>Δ890/Δ890</sup> pro-B cells was set to 1. The average recombination frequency in *Igh*<sup>+/+</sup> pro-B cells was determined based on all VDJ-seq experiments that were performed in this study with this control pro-B cell type. The average recombination frequency of each distal V<sub>H</sub> gene in *Igh*<sup>Δ890/Δ890</sup> and *Igh*<sup>+/+</sup> pro-B cells is shown in Fig EV3C.

Data information: Statistical data were analyzed by multiple t-tests (unpaired and two-tailed with Holm-Sidak correction; A, C, E) or one-way ANOVA (Tukey *post hoc* test; B); \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001, \*\*\*\**P* < 0.0001. Each dot (A, C, and E) corresponds to one mouse.

Source data are available online for this figure.

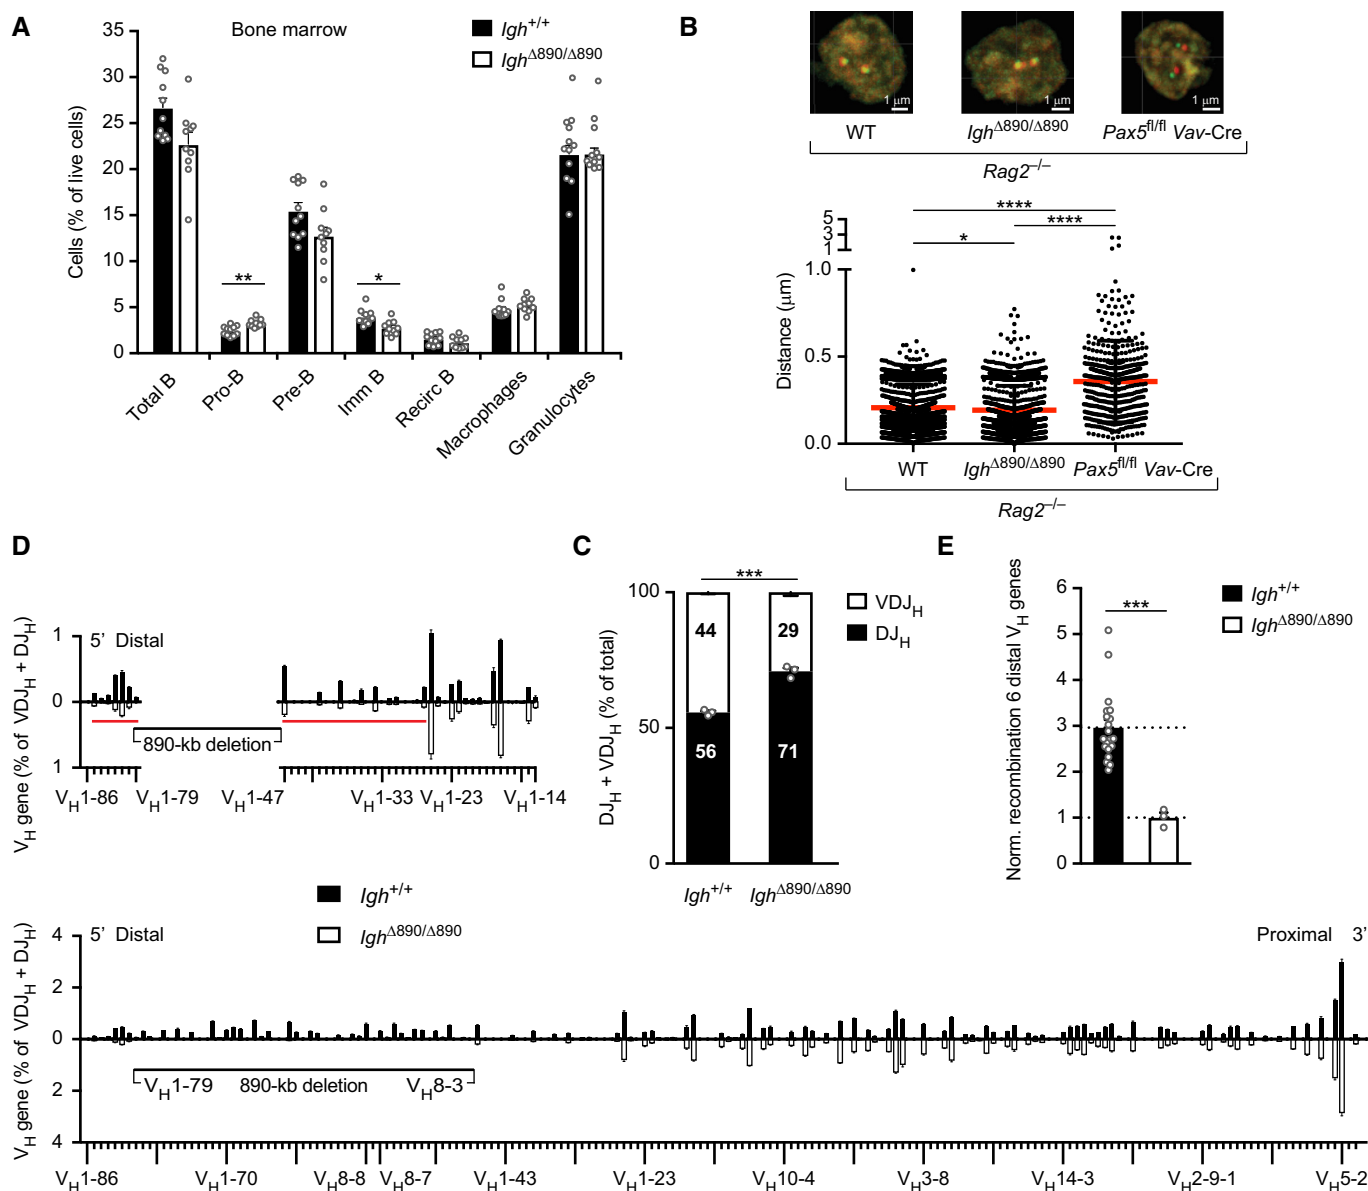

Figure 2.

immature IgM<sup>b</sup> B cells (CD19<sup>+</sup>B220<sup>+</sup>IgM<sup>+</sup>IgD<sup>-</sup>) compared with the *Igh*<sup>+/+</sup> allele (ratio of 1) in this competitive setting (Fig 3B and C). Notably, the *Igh*<sup>P4V(B6)</sup> allele gave rise to a significant 1.3-fold increase of IgM<sup>b</sup> B cells (ratio of 0.73) relative to the *Igh*<sup>Δ890(B6)</sup> allele, which likely reflects an increase of V<sub>H</sub> gene recombination. We next performed RNA-sequencing of immature IgM<sup>b</sup> B cells, which were sorted from the bone marrow of *Igh*<sup>P4V(B6)/+(129)</sup> or control *Igh*<sup>Δ890(B6)/+(129)</sup> mice. This analysis revealed that the insertion of PAIR4 together with its associated V8.7E element strongly increased the expression of four V<sub>H</sub> genes (V<sub>H</sub>1-80, 81, 82, 85) at the 5' end of the *Igh* locus (Fig EV3A). Together, these data suggested that V<sub>H</sub> gene recombination may have been increased upon reinsertion of the PAIR4-V8.7E sequences.

VDJ-seq analysis demonstrated that the inserted V<sub>H</sub>8-7 gene in *Igh*<sup>P4V/P4V</sup> pro-B cells underwent V<sub>H</sub>-DJ<sub>H</sub> recombination at a similar

frequency as the V<sub>H</sub>8-7 gene present in its normal location in the *Igh* locus of wild-type pro-B cells (Fig 3D and E). In addition, VDJ-seq analysis revealed an increase in VDJ<sub>H</sub>-rearranged *Igh* alleles at the expense of DJ<sub>H</sub>-rearranged *Igh* alleles in *Igh*<sup>P4V/P4V</sup> pro-B cells compared with *Igh*<sup>Δ890/Δ890</sup> pro-B cells (Fig EV3B). Notably, the inserted PAIR4 and V8.7E elements induced the recombination of the distal V<sub>H</sub> genes adjacent to the insertion site in an asymmetrical manner (Fig 3D). The most prominent rescue of recombination was seen for the first six distal V<sub>H</sub> genes (V<sub>H</sub>1-85 to V<sub>H</sub>1-80) upstream of the inserted PAIR4 and V8.7E elements in *Igh*<sup>P4V/P4V</sup> pro-B cells (Figs 3D and EV3C), consistent with the observed increase in expression of these V<sub>H</sub> genes in immature *Igh*<sup>P4V/P4V</sup> B cells (Fig EV3A). The average recombination frequency of these six V<sub>H</sub> genes in *Igh*<sup>P4V/P4V</sup> pro-B cells was increased 5.2-fold compared with *Igh*<sup>Δ890/Δ890</sup> pro-B cells (Fig 3F). Notably, the average recombination

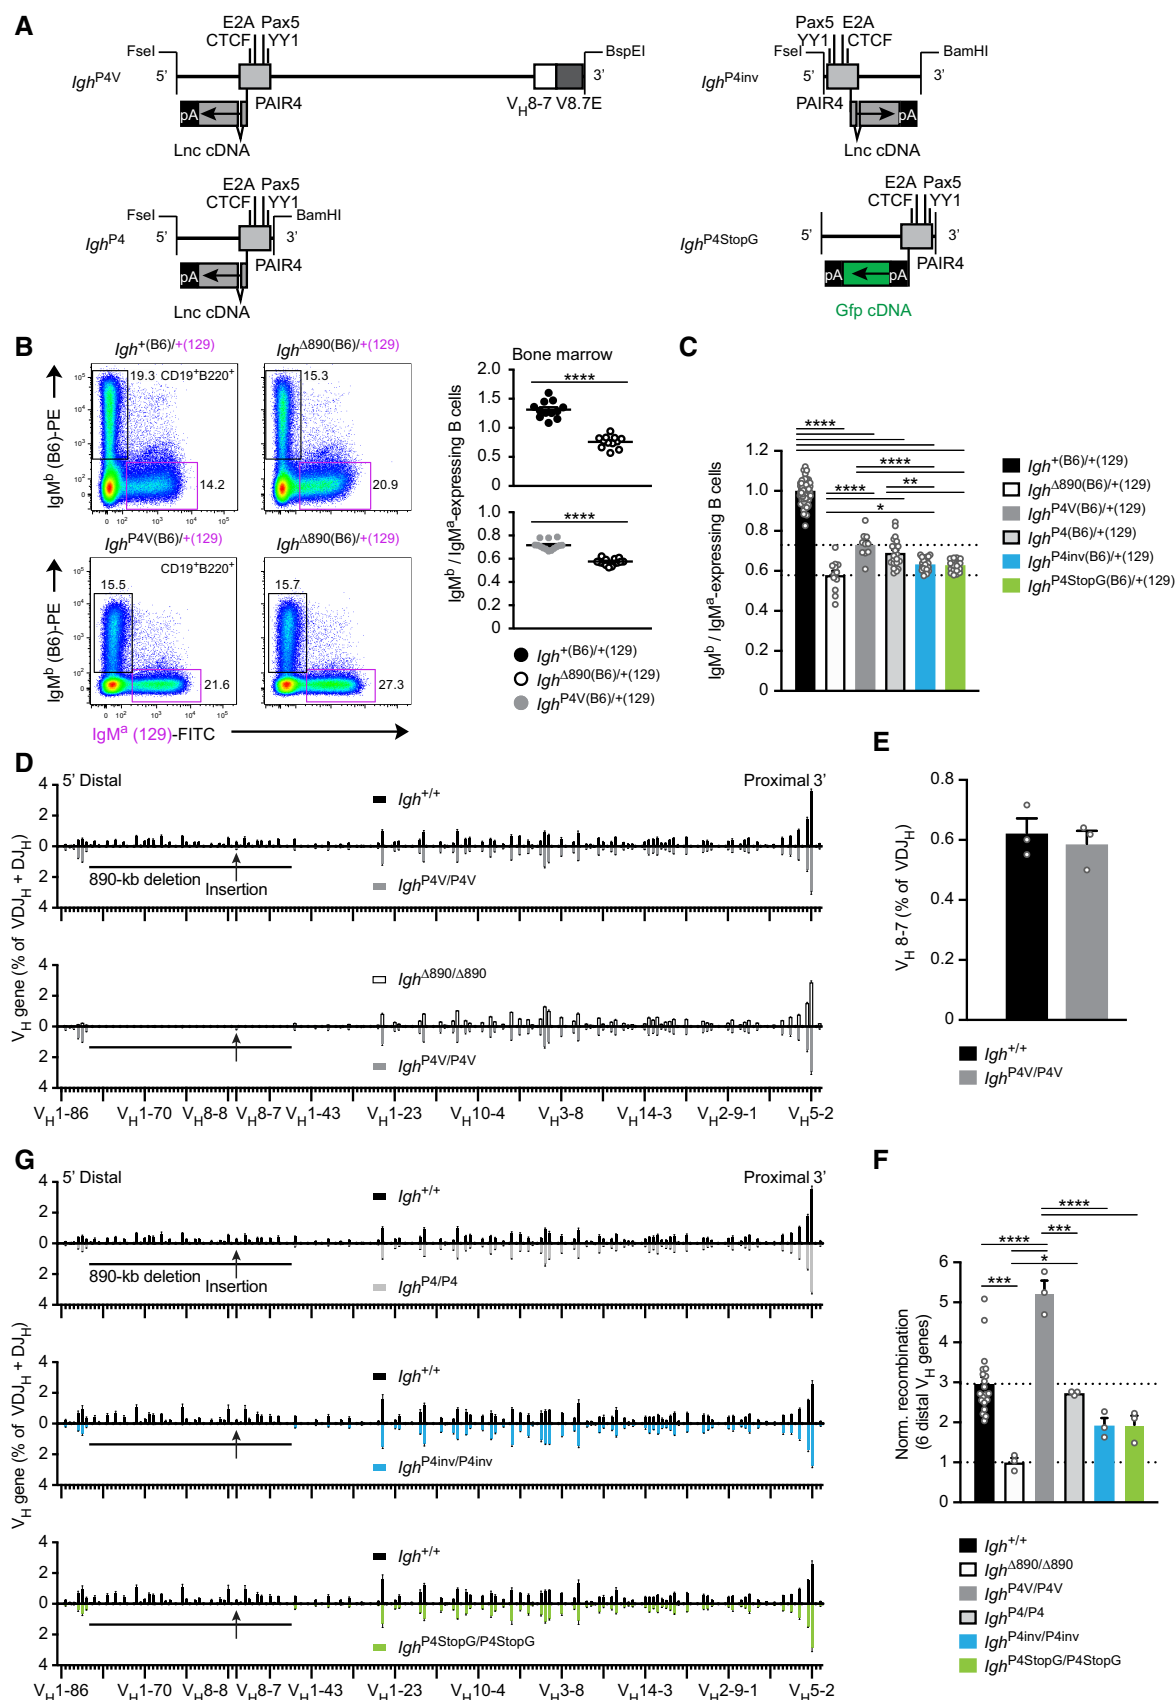

Figure 3.

**Figure 3. Identification of PAIR4-V8.7E as a potent enhancer module promoting distal V<sub>H</sub> gene recombination.**

- A Schematic diagram of the different PAIR4 constructs used for reconstitution experiments. The PAIR4 element with its transcription factor binding sites and the cDNA insertion of the PAIR-derived lncRNA (RIKEN clone CJO56205) in exon 2 of PAIR4 is shown together with the V<sub>H</sub>8-7 gene and its downstream V8.7E element. Six copies of a synthetic polyadenylation sequence (pA; Levitt et al, 1989) linked to *Gfp* cDNA were inserted in exon 1 of PAIR4 to generate the P4StopG insert. FseI-BspEI or FseI-BamHI DNA fragments of the different PAIR4 constructs were inserted at the deletion point into the *Igh*<sup>Δ890</sup> allele with the Floxin system (Singla et al, 2010) as described in detail in Fig EV2C and Materials and Methods. pA, 6 polyadenylation sites.
- B Flow cytometric determination of the ratio of immature IgM<sup>b</sup> (B6) to IgM<sup>a</sup> (129) B cells in the bone marrow of *Igh*<sup>Δ890(B6)/+(129)</sup>, *Igh*<sup>P4V(B6)/+(129)</sup> and control *Igh*<sup>+(B6)/+(129)</sup> mice, which were generated by crossing *Igh*<sup>Δ890/+</sup>, *Igh*<sup>P4V/+</sup> and *Igh*<sup>+/+</sup> mice on the C57BL/6 (B6) background with *Igh*<sup>+/+</sup> mice of the 129/Sv (129) strain. The rearranged *Igh* alleles of the C57BL/6 and 129/Sv strains give rise to the expression of IgM<sup>b</sup> and IgM<sup>a</sup>, respectively. The IgM<sup>b</sup> (B6) to IgM<sup>a</sup> (129) ratio is shown as a mean value with SEM (right).
- C Summary of the ratios of immature IgM<sup>b</sup> (B6) to IgM<sup>a</sup> (129) B cells, determined for the indicated six mouse strains analyzed and shown as mean values with SEM. The ratio determined for control *Igh*<sup>+(B6)/+(129)</sup> B cells was set to 1.
- D Comparison of the VDJ-seq data obtained with pro-B cells of the *Igh*<sup>+/+</sup> (black), *Igh*<sup>Δ890/Δ890</sup> (white bars), and *Igh*<sup>P4V/P4V</sup> (gray) genotypes. The different V<sub>H</sub> genes (horizontal axis) are aligned according to their position in the *Igh* locus (Dataset EV1). The usage of each V<sub>H</sub> gene (vertical axis) is shown as a percentage of all VDJ<sub>H</sub> and DJ<sub>H</sub> recombination events determined for each pro-B cell type. The relative frequency of each V<sub>H</sub> gene is shown as a mean value with SEM and is based on three independent VDJ-seq experiments for pro-B cells of each genotype.
- E Recombination frequency of the inserted V<sub>H</sub>8-7 gene, which was determined as a percentage of all VDJ<sub>H</sub> recombination events in *Igh*<sup>+/+</sup> and *Igh*<sup>P4V/P4V</sup> pro-B cells and is shown as a mean value with SEM.
- F Normalized recombination frequency of the first six distal V<sub>H</sub> genes (V<sub>H</sub>1-85 to V<sub>H</sub>1-80) determined in pro-B cells of the indicated genotypes, based on the data shown in (D, G). The average recombination frequency of the six distal V<sub>H</sub> genes was calculated as a mean value with SEM, and the value obtained with *Igh*<sup>Δ890/Δ890</sup> pro-B cells was set to 1. The average recombination frequency of each distal V<sub>H</sub> gene in pro-B cells of the indicated genotypes is shown in Fig EV3C.
- G Comparison of the VDJ-seq data obtained with pro-B cells of the *Igh*<sup>+/+</sup> (black), *Igh*<sup>P4/P4</sup> (light gray), *Igh*<sup>P4inv/P4inv</sup> (blue), and *Igh*<sup>P4StopG/P4StopG</sup> (green) genotypes. For further description see (D).

Data information: Statistical data were analyzed by multiple t-tests (unpaired and two-tailed with Holm-Sidak correction; B, E) or one-way ANOVA (Tukey *post hoc* test; C, F); \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001, \*\*\*\**P* < 0.0001. Each dot (B, C, E, and F) corresponds to one mouse. Source data are available online for this figure.

frequency of the six V<sub>H</sub> genes (V<sub>H</sub>1-47, 43, 42, 39, 37, 36), which are located downstream of the PAIR4-V8.7E insertion (Fig EV2B), was reduced 2-fold compared with that of the upstream V<sub>H</sub> genes in *Igh*<sup>P4V/P4V</sup> pro-B cells (Fig EV3D), thus indicating a directional activity of the inserted PAIR4 and V8.7E elements in controlling the recombination of V<sub>H</sub> genes.

We next investigated whether the recombination frequency correlated with the abundance of active chromatin at these distal V<sub>H</sub> genes. ChIP-qPCR analysis of *Igh*<sup>P4V/P4V</sup>, *Igh*<sup>Δ890/Δ890</sup>, and *Igh*<sup>+/+</sup> pro-B cells revealed that the level of H3K9ac, H3K4me2, and H3K4me3 at the V<sub>H</sub>1.81 and V<sub>H</sub>1.82 genes was significantly reduced in *Igh*<sup>Δ890/Δ890</sup> pro-B cells compared with *Igh*<sup>+/+</sup> pro-B cells (Fig EV3E). Importantly, the abundance of all three active histone marks at these two V<sub>H</sub> genes was rescued by insertion of the PAIR4-V8.7E module in *Igh*<sup>P4V/P4V</sup> pro-B cells (Fig EV3E). To explore whether the PAIR4-V8.7E module may induce active chromatin by specifically promoting its long-distance interaction with the V<sub>H</sub>1.81 and V<sub>H</sub>1.82 genes, we performed 3C-qPCR analysis (Oudelaar et al, 2017) with sorted pro-B cells and control double-positive (DP) T cells from *Igh*<sup>P4V/P4V</sup> and *Igh*<sup>Δ890/Δ890</sup> mice. To this end, we have chosen a DpnII fragment as a viewpoint, which is located downstream of the insertion site and adjacent to the inserted V8.7E enhancer (Fig EV3F). The 3C-qPCR analysis revealed that the interactions from this viewpoint to the V<sub>H</sub>1-81, V<sub>H</sub>1-82, V<sub>H</sub>1-84, and V<sub>H</sub>1-86 genes was increased in pro-B cells relative to the control T cells. Notably, the increased interactions to these V<sub>H</sub> genes were observed in both *Igh*<sup>P4V/P4V</sup> and *Igh*<sup>Δ890/Δ890</sup> pro-B cells, indicating that their formation does not depend on the presence of the PAIR4-V8.7E module (Fig EV3F). In summary, these data demonstrate that the insertion of PAIR4 and its associated V8.7E element strongly activated recombination of the six most distal V<sub>H</sub> genes over a distance of up to 112 kb by inducing active chromatin without promoting the long-range interactions with these V<sub>H</sub> genes.

## The PAIR4 and V8.7E elements function as enhancers of V<sub>H</sub> gene recombination

To analyze the contribution of the V8.7E element and PAIR4 orientation to the rescue of distal V<sub>H</sub> gene recombination, we generated the *Igh*<sup>P4</sup> and *Igh*<sup>P4inv</sup> alleles, containing the PAIR4 element in the normal forward or inverted (inv) orientation in the absence of the V8.7E element (Fig 3A). The analysis of immature B cells from *Igh*<sup>P4(B6)/+(129)</sup> and *Igh*<sup>P4inv(B6)/+(129)</sup> mice in the competition assay described above revealed that the *Igh*<sup>P4(B6)</sup> allele generated only a minimally reduced frequency (ratio of 0.69) of IgM<sup>b</sup> B cells compared with the *Igh*<sup>P4V(B6)</sup> allele (ratio of 0.73). The frequency (ratio of 0.63) of the IgM<sup>b</sup> B cells generated by the *Igh*<sup>P4inv(B6)</sup> allele was more strongly reduced, but still above the frequency (ratio of 0.58) of the *Igh*<sup>Δ890(B6)</sup> allele (Fig 3C), indicating that both PAIR4 insertions were still able to promote V<sub>H</sub> gene recombination. VDJ-seq analysis demonstrated that the insertion of the PAIR4 element in its normal or inverted orientation in the *Igh* locus of *Igh*<sup>P4/P4</sup> and *Igh*<sup>P4inv/P4inv</sup> pro-B cells increased distal V<sub>H</sub> gene recombination by a factor of 2.7 or 1.9, respectively, relative to the level seen in *Igh*<sup>Δ890/Δ890</sup> pro-B cells (Fig 3F and G). These data therefore indicated that the PAIR4 element in its normal forward orientation promoted distal V<sub>H</sub> gene recombination better than in its inverted orientation. Importantly, as the PAIR4 element was maximally active with a 5.2-fold increase of distal V<sub>H</sub> gene recombination in the presence of its associated V8.7E element in *Igh*<sup>P4V/P4V</sup> pro-B cells (Fig 3D and F), we conclude that the PAIR4 and V8.7E elements function as enhancers of V<sub>H</sub> gene recombination, which together constitute one regulatory module.

We next investigated whether the transcription of the spliced PAIR4-derived transcript contributes to the activity of the PAIR4 element. For this, we inserted six copies of a synthetic polyadenylation

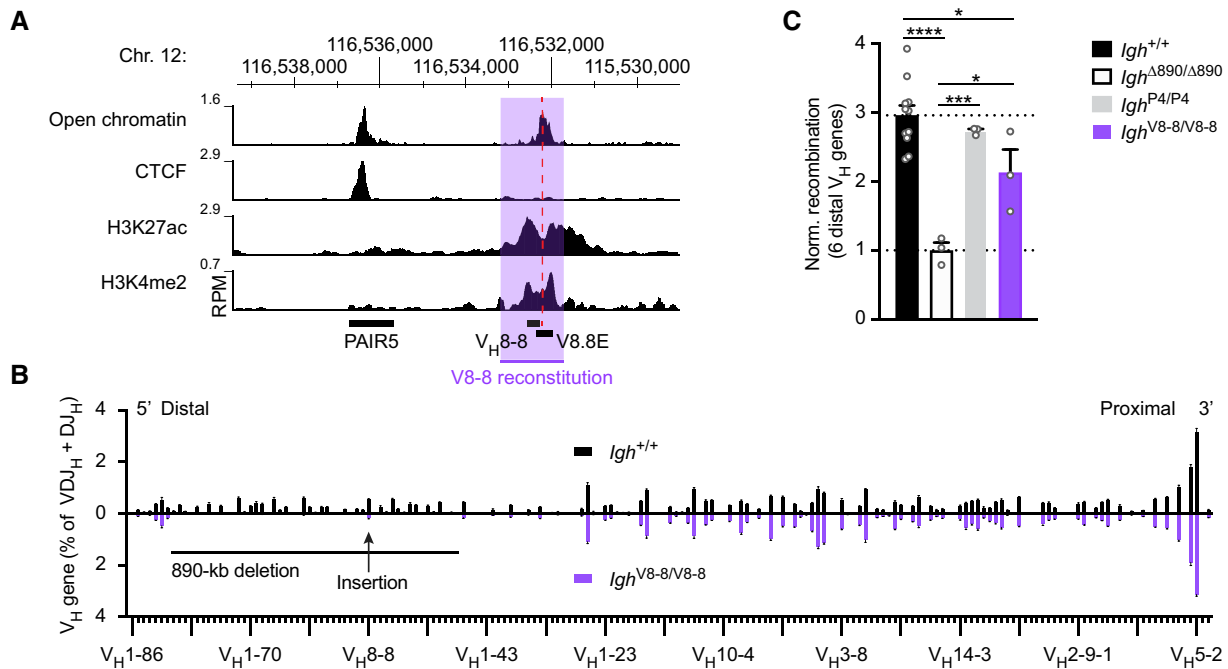

**Figure 4. Long-range activation of distal V<sub>H</sub> gene recombination by the V8.8E enhancer in *Igh*<sup>V8-8/V8-8</sup> mice.**

- A Presence of open chromatin and the active histone marks H3K27ac and H3K4me2 at the V8.8E enhancer in pro-B cells. The location of the V<sub>H</sub>8-8 gene, V8.8E enhancer (dashed line), and PAIR5 element are shown together with the mm9 genomic coordinates of mouse chromosome 12. The V<sub>H</sub>8-8 gene with 500 bp of its upstream and downstream sequences (indicated by violet overlay) was inserted with the Floxin method at the deletion point of the *Igh*<sup>Δ890</sup> allele to generate the *Igh*<sup>V8-8</sup> allele (Hill et al, 2020).
- B Comparison of the VDJ-seq data obtained with pro-B cells from the bone marrow of *Igh*<sup>+/+</sup> (black) and *Igh*<sup>V8-8/V8-8</sup> (violet) mice. The relative frequency of each V<sub>H</sub> gene is shown as a mean value with SEM and is based on five (*Igh*<sup>+/+</sup>) or three (*Igh*<sup>V8-8/V8-8</sup>) independent VDJ-seq experiments. The different V<sub>H</sub> genes (horizontal axis) are aligned according to their position in the *Igh* locus (Dataset EV1). For further explanation, see legend of Fig 3D.
- C Normalized recombination frequency of the first six distal V<sub>H</sub> genes (V<sub>H</sub>1-85 to V<sub>H</sub>1-80) determined in pro-B cells from *Igh*<sup>V8-8/V8-8</sup> (violet), *Igh*<sup>+/+</sup> (black), *Igh*<sup>Δ890/Δ890</sup> (white bar) and *Igh*<sup>P4/P4</sup> (gray) mice. The average recombination frequency of the six distal V<sub>H</sub> genes was calculated as a mean value with SEM, and the value obtained with *Igh*<sup>Δ890/Δ890</sup> pro-B cells was set to 1. Statistical data were analyzed by one-way ANOVA (Tukey post hoc test); \**P* < 0.05, \*\*\**P* < 0.001, \*\*\*\**P* < 0.0001. Each dot corresponds to a mouse.

Source data are available online for this figure.

sequence (Levitt et al, 1989) coupled to a *Gfp* reporter gene into the first exon of the PAIR4-derived transcript to generate the *Igh*<sup>P4StopG</sup> allele (Fig 3A). Pro-B cells of *Igh*<sup>P4StopG/P4StopG</sup> mice failed to express GFP, thus indicating that the six polyadenylation sites interfered with transcription of the downstream *Gfp* gene (Fig EV3G), which was further confirmed by RT-qPCR analysis (Fig EV5C). Despite the inability to express a spliced PAIR4-derived transcript, the *Igh*<sup>P4StopG/P4StopG</sup> pro-B cells still gave rise to a 1.9-fold increase in distal V<sub>H</sub> gene recombination, which was, however, lower than the 2.7-fold effect seen with *Igh*<sup>P4/P4</sup> pro-B cells (Fig 3F and G), suggesting that the spliced PAIR4-derived transcript may weakly contribute to the function of PAIR4.

#### Long-range activation of distal V<sub>H</sub> gene recombination by the V8.8E enhancer

To investigate whether a V<sub>H</sub>8-associated element on its own is able to promote distal V<sub>H</sub> gene recombination, we analyzed the function of the V8.8E element located downstream of the V<sub>H</sub>8-8 gene. This element was characterized by the presence of open chromatin and the active histone marks H3K4me2 and H3K27ac, suggesting that it may function as an active regulatory element in pro-B cells (Figs 1E

and 4A). We previously generated the *Igh*<sup>V8-8</sup> allele by inserting the V<sub>H</sub>8-8 gene with 500 bp of its upstream and downstream sequences at the deletion point of the *Igh*<sup>Δ890</sup> allele (Hill et al, 2020). Importantly, the inserted downstream sequences of the V<sub>H</sub>8-8 gene encompassed the V8.8E element (Fig 4A). As shown by VDJ-seq analysis, the V8.8E element was able to activate the recombination of the first six distal V<sub>H</sub> genes 2.1-fold in *Igh*<sup>V8-8/V8-8</sup> pro-B cells compared with *Igh*<sup>Δ890/Δ890</sup> pro-B cells (Fig 4B and C) and was thus only slightly less active than the PAIR4 element on its own in *Igh*<sup>P4/P4</sup> pro-B cells (2.7-fold). We conclude therefore that V8.8E element can function as an enhancer to promote long-range activation of distal V<sub>H</sub> gene recombination.

#### The regulatory PAIR4-V8.7E module is highly active only in pro-B cells within the hematopoietic system

We next studied the developmental activity of PAIR4 together with its associated V8.7E enhancer within the hematopoietic system. For this, we linked the PAIR4 element to a *Gfp* gene in exon 2 of the PAIR4-derived transcript so that we could monitor GFP expression as a proxy for PAIR4 activity. We then used the Floxin method to insert the PAIR4-Gfp element together with the V8.7E enhancer into

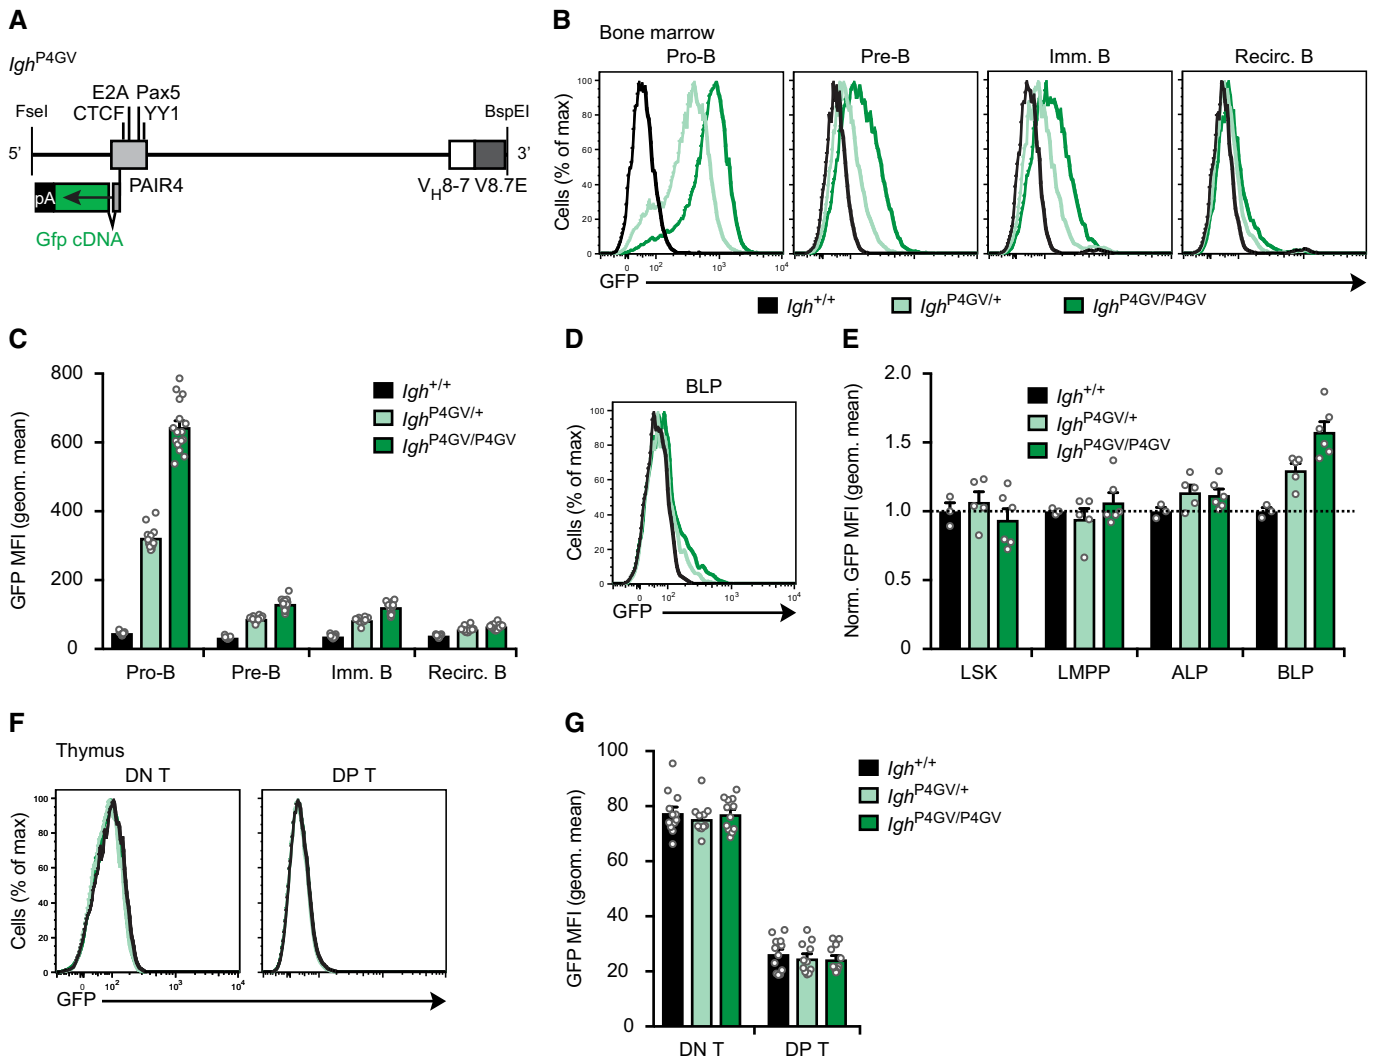

**Figure 5. Pro-B cell-specific activity of the PAIR4-V8.7E enhancer module.**

**A** Schematic diagram of the *Gfp*-linked PAIR4-V8.7E module. The *Gfp* cDNA linked to 6 polyadenylation sites (pA) was inserted in exon 2 of PAIR4 prior to the insertion of the entire module at the deletion point into the *Igh*<sup>Δ890</sup> allele by the Floxin method.

**B, C** Flow-cytometric analysis (B) and geometric mean fluorescence intensity measurements (MFI, C) of GFP expression are shown for pro-B, pre-B, immature B, and recirculating B cells from the bone marrow of *Igh*<sup>P4GV/P4GV</sup> (dark green, *n* = 16), *Igh*<sup>P4GV/+</sup> (light green, *n* = 12), and control *Igh*<sup>+/+</sup> (black, *n* = 13) mice. Geometric mean fluorescence intensity measurements (C) are shown as mean values with SEM.

**D, E** Induction of GFP expression in a small subset of BLPs, as shown by flow-cytometric analysis (D) and geometric mean fluorescence intensity measurements (E) of GFP expression in MPPs (LSK), LMPPs, ALPs, and BLPs from the bone marrow of the indicated mice. The dashed line indicates the absence of GFP expression in *Igh*<sup>+/+</sup> cells, which were set to 1 for normalization of the MFI data. Geometric mean fluorescence intensity measurements (E) are shown as mean value with SEM based on 3 (*Igh*<sup>+/+</sup>), 5 (*Igh*<sup>P4GV/+</sup>) or 6 (*Igh*<sup>P4GV/P4GV</sup>) independent replicates.

**F, G** Absence of GFP expression in DN (CD4<sup>-</sup>CD8<sup>-</sup>) and DP (CD4<sup>+</sup>CD8<sup>+</sup>) T cells, as shown by flow-cytometric analysis (F) and geometric mean fluorescence intensity measurements (G) of GFP expression in thymocytes from the indicated mice. Geometric mean fluorescence intensity measurements (G) are shown as a mean value with SEM based on 12 (*Igh*<sup>+/+</sup>), 11 (*Igh*<sup>P4GV/+</sup>), or 12 (*Igh*<sup>P4GV/P4GV</sup>) independent replicates.

Data information: The flow-cytometric definition of the lymphoid progenitors, B and T cell types is described in [Materials and Methods](#). Source data are available online for this figure.

the *Igh*<sup>Δ890</sup> allele to generate the *Igh*<sup>P4GV</sup> allele (Fig 5A). Within the B cell lineage, GFP expression was highest in pro-B cells of *Igh*<sup>P4GV/+</sup> and *Igh*<sup>P4GV/P4GV</sup> mice (Fig 5B and C). GFP expression was already strongly reduced in pre-B and immature B cells and was largely lost in recirculating B cells in the bone marrow of *Igh*<sup>P4GV/+</sup> and *Igh*<sup>P4GV/P4GV</sup> mice (Fig 5B and C). Importantly, no GFP expression was detected in multipotent progenitors (LSK), lymphoid-primed

multipotent progenitors (LMPP) and all-lymphoid progenitors (ALP), while GFP expression was initiated only in a small fraction of BLPs just prior to the generation of committed pro-B cells (Fig 5D and E). Notably, no GFP expression was detected in CD4<sup>-</sup>CD8<sup>-</sup> double-negative (DN) and CD4<sup>+</sup>CD8<sup>+</sup> double-positive (DP) T cells in the thymus of *Igh*<sup>P4GV/+</sup> and *Igh*<sup>P4GV/P4GV</sup> mice (Fig 5F and G). In summary, the activity of PAIR4 is induced to a high level only in

committed pro-B cells, rapidly declines in pre-B and immature B cells and is absent in lymphoid progenitors and T-lineage cells.

### Opposing roles of Pax5 and CTCF in regulating PAIR4 activity

To investigate the role of Pax5 and CTCF in controlling the activity of PAIR4, we next mutated the binding site of each transcription factor in the PAIR4 sequence. For this, we mutated nine nucleotide positions of the Pax5-binding site (Fig EV4A) and exchanged all nucleotides of the CTCF-binding site (Fig EV4B) in PAIR4 to generate the *Igh*<sup>P4ΔPax5GV</sup> and *Igh*<sup>P4ΔCtcfGV</sup> alleles, respectively (Fig EV4C and D). We next performed ChIP-qPCR analysis with short-term cultured pro-B cells to investigate the effect of the introduced mutations on Pax5 and CTCF binding. The interaction of Pax5 with PAIR4 was 3-fold reduced in *Igh*<sup>P4ΔPax5GV/P4ΔPax5GV</sup> pro-B cells relative to control *Igh*<sup>P4GV/P4GV</sup> pro-B cells (Fig EV4E). As the extensive mutation of the Pax5 recognition sequence in the PAIR4 element (Fig EV4A) is expected to abolish Pax5 binding, we further analyzed the interaction of Pax5 with its wild-type or mutant binding site by electrophoretic mobility shift assay with a B cell nuclear extract (Fig EV4F). While the formation of the Pax5-DNA complex was abolished in the presence of an anti-Pax5 paired domain antibody or an excess of nonlabeled oligonucleotide containing the wild-type Pax5-binding site, a similar excess of the mutant oligonucleotide was unable to compete with Pax5 binding to the wild-type probe (Fig EV4F). As the introduced mutations abolished Pax5 binding to PAIR4, it is therefore likely that the residual Pax5 binding observed by ChIP analysis in *Igh*<sup>P4ΔPax5GV/P4ΔPax5GV</sup> pro-B cells may be caused by Pax5, bound to its site in the V8.7E enhancer (Fig EV1A), through a looping interaction with PAIR4 within the same regulatory module. GFP expression was 2-fold reduced in pro-B cells of *Igh*<sup>P4ΔPax5GV/+</sup> mice compared with *Igh*<sup>P4GV/+</sup> mice (Fig 6A and B). Hence, these results indicate that Pax5 binding is required for maximal activity of PAIR4 in pro-B cells.

Mutation of the CTCF recognition site completely abrogated binding of CTCF to PAIR4, as shown by ChIP-qPCR analysis of *Igh*<sup>P4ΔCtcfGV/P4ΔCtcfGV</sup> pro-B cells (Fig EV4G). GFP expression was 2-fold increased in pro-B cells of *Igh*<sup>P4ΔCtcfGV/+</sup> mice compared with *Igh*<sup>P4GV/+</sup> mice (Fig 6A and B), consistent with the previous observation that the downregulation of CTCF protein expression in cultured pro-B cells leads to enhanced transcription of the PAIR4-derived lncRNA (Degner *et al*, 2011). Notably, there was a similarly small fraction of GFP<sup>int</sup> BLPs in the bone marrow of *Igh*<sup>P4ΔCtcfGV/+</sup> and *Igh*<sup>P4GV/+</sup> mice (Fig EV4H), demonstrating that the loss of CTCF binding led to a 2-fold increase of GFP expression only upon transition to the pro-B cell stage. Unexpectedly however, GFP expression remained at the same high level in pre-B and immature B cells of *Igh*<sup>P4ΔCtcfGV/+</sup> mice as in *Igh*<sup>P4GV/+</sup> pro-B cells, while GFP expression was largely lost in recirculating *Igh*<sup>P4ΔCtcfGV/+</sup> B cells (Fig 6A and B). The biphasic distribution of the GFP protein levels in *Igh*<sup>P4ΔCtcfGV/+</sup> pre-B and immature B cells likely indicates that the majority of GFP<sup>hi</sup> cells still actively transcribed the *Gfp* gene, while the smaller fraction of GFP<sup>lo</sup> cells in the absence of *Gfp* mRNA synthesis progressively lost the GFP protein with its relatively long half-life of 2–3 days (Nagaoka *et al*, 2000). Most surprisingly, GFP expression was also observed in CD4<sup>−</sup>CD8<sup>−</sup> (DN), CD4<sup>+</sup>CD8<sup>+</sup> (DP), CD4<sup>+</sup> and CD8<sup>+</sup> T cells in the thymus of *Igh*<sup>P4ΔCtcfGV/+</sup> and *Igh*<sup>P4ΔCtcfGV/P4ΔCtcfGV</sup> mice (Fig 6C and D). These data therefore demonstrate that the

CTCF-binding site in PAIR4 restrains the activity of this element in B and T cells. We next performed transient transfection assays with wild-type and mutant PAIR4-luciferase constructs in established pro-B (38B9) and pre-B (PD31) cell lines (Fig EV4I) to investigate whether CTCF can function as a repressor to restrain the transcriptional activity of PAIR4. While the PAIR4-luciferase gene (pXPG-P4) gave rise to a 3.5-fold increase of luciferase activity relative to the promoter-less luciferase gene (pXPG) in both cell lines, its activity was further increased upon mutation of the CTCF-binding site (pXPG-P4ΔCTCF; Fig EV4I). Notably, the activity of the mutant PAIR4-luciferase gene was 2-fold reduced upon addition of the wild-type CTCF-binding sequence at the 5' end of PAIR4 (pXPG-CTCF-P4ΔCTCF; Fig EV4I). These data therefore indicate that CTCF can function as a repressor of PAIR4 activity (Fig EV4I). In summary, we conclude that Pax5 is required for maximal activity of PAIR4 in pro-B cells, whereas CTCF contributes to the pro-B cell-specific activity of PAIR4 by preferentially suppressing the activity of this element at later B cell developmental stages and during T lymphopoiesis.

### Binding of Pax5 and CTCF at PAIR4 differentially affects V<sub>H</sub> gene recombination

We next studied the role of Pax5 and CTCF for PAIR4-mediated V<sub>H</sub> gene recombination by performing VDJ-seq analysis with sorted pro-B cells from *Igh*<sup>P4GV/P4GV</sup>, *Igh*<sup>P4ΔPax5GV/P4ΔPax5GV</sup> and *Igh*<sup>P4ΔCtcfGV/P4ΔCtcfGV</sup> mice (Fig 6E). Notably, the recombination efficiency of the PAIR4-associated V<sub>H</sub>8-7 gene was neither affected by replacement of the PAIR4-derived transcript with the *Gfp* gene in *Igh*<sup>P4GV/P4GV</sup> pro-B cells nor by mutation of the Pax5-binding site in *Igh*<sup>P4ΔPax5GV/P4ΔPax5GV</sup> pro-B cells compared with *Igh*<sup>P4GV/P4GV</sup> pro-B cells (Fig 6F). Importantly however, loss of the CTCF-binding site in PAIR4 resulted in a 1.7-fold reduced recombination frequency of the V<sub>H</sub>8-7 gene. Hence, the CTCF-binding site in PAIR4 is essential for efficient recombination of the V<sub>H</sub>8-7 gene by acting over a short 4.1-kb distance.

Next, we analyzed the recombination frequencies of the 6 most distal V<sub>H</sub> genes (Fig 6E and G), which are present at a distance of up to 112 kb away from the inserted PAIR4 element (Fig EV2B). The recombination of these distal V<sub>H</sub> genes was induced to a similarly high level (5.3- and 5.8-fold) in *Igh*<sup>P4ΔCtcfGV/P4ΔCtcfGV</sup> and *Igh*<sup>P4GV/P4GV</sup> pro-B cells as in *Igh*<sup>P4V/P4V</sup> pro-B cells, when measured relative to the *Igh*<sup>Δ890/Δ890</sup> pro-B cells containing only the 890-kb *Igh* deletion (Fig 6G). Although the induction of distal V<sub>H</sub> gene recombination was still 4.3-fold in *Igh*<sup>P4ΔPax5GV/P4ΔPax5GV</sup> pro-B cells, it was lower in comparison with the *Igh*<sup>P4GV/P4GV</sup> and *Igh*<sup>P4ΔCtcfGV/P4ΔCtcfGV</sup> pro-B cells (Fig 6G). Together, these data demonstrate that the CTCF-binding site of PAIR4 promotes V<sub>H</sub>8-7 gene recombination over a short distance (4.1-kb), while it is dispensable for distal V<sub>H</sub> gene recombination over a long distance. In contrast, the Pax5-binding site is not essential for recombination of the adjacent V<sub>H</sub>8-7 gene but is required for efficient recombination of distal V<sub>H</sub> genes located at a longer distance from the PAIR4 element.

### Insertion of the Eμ enhancer in the *Igh* 5' region promotes distal V<sub>H</sub> gene recombination

We next asked whether the insertion of any enhancer in the 5' region of the *Igh* locus could also promote distal V<sub>H</sub> gene

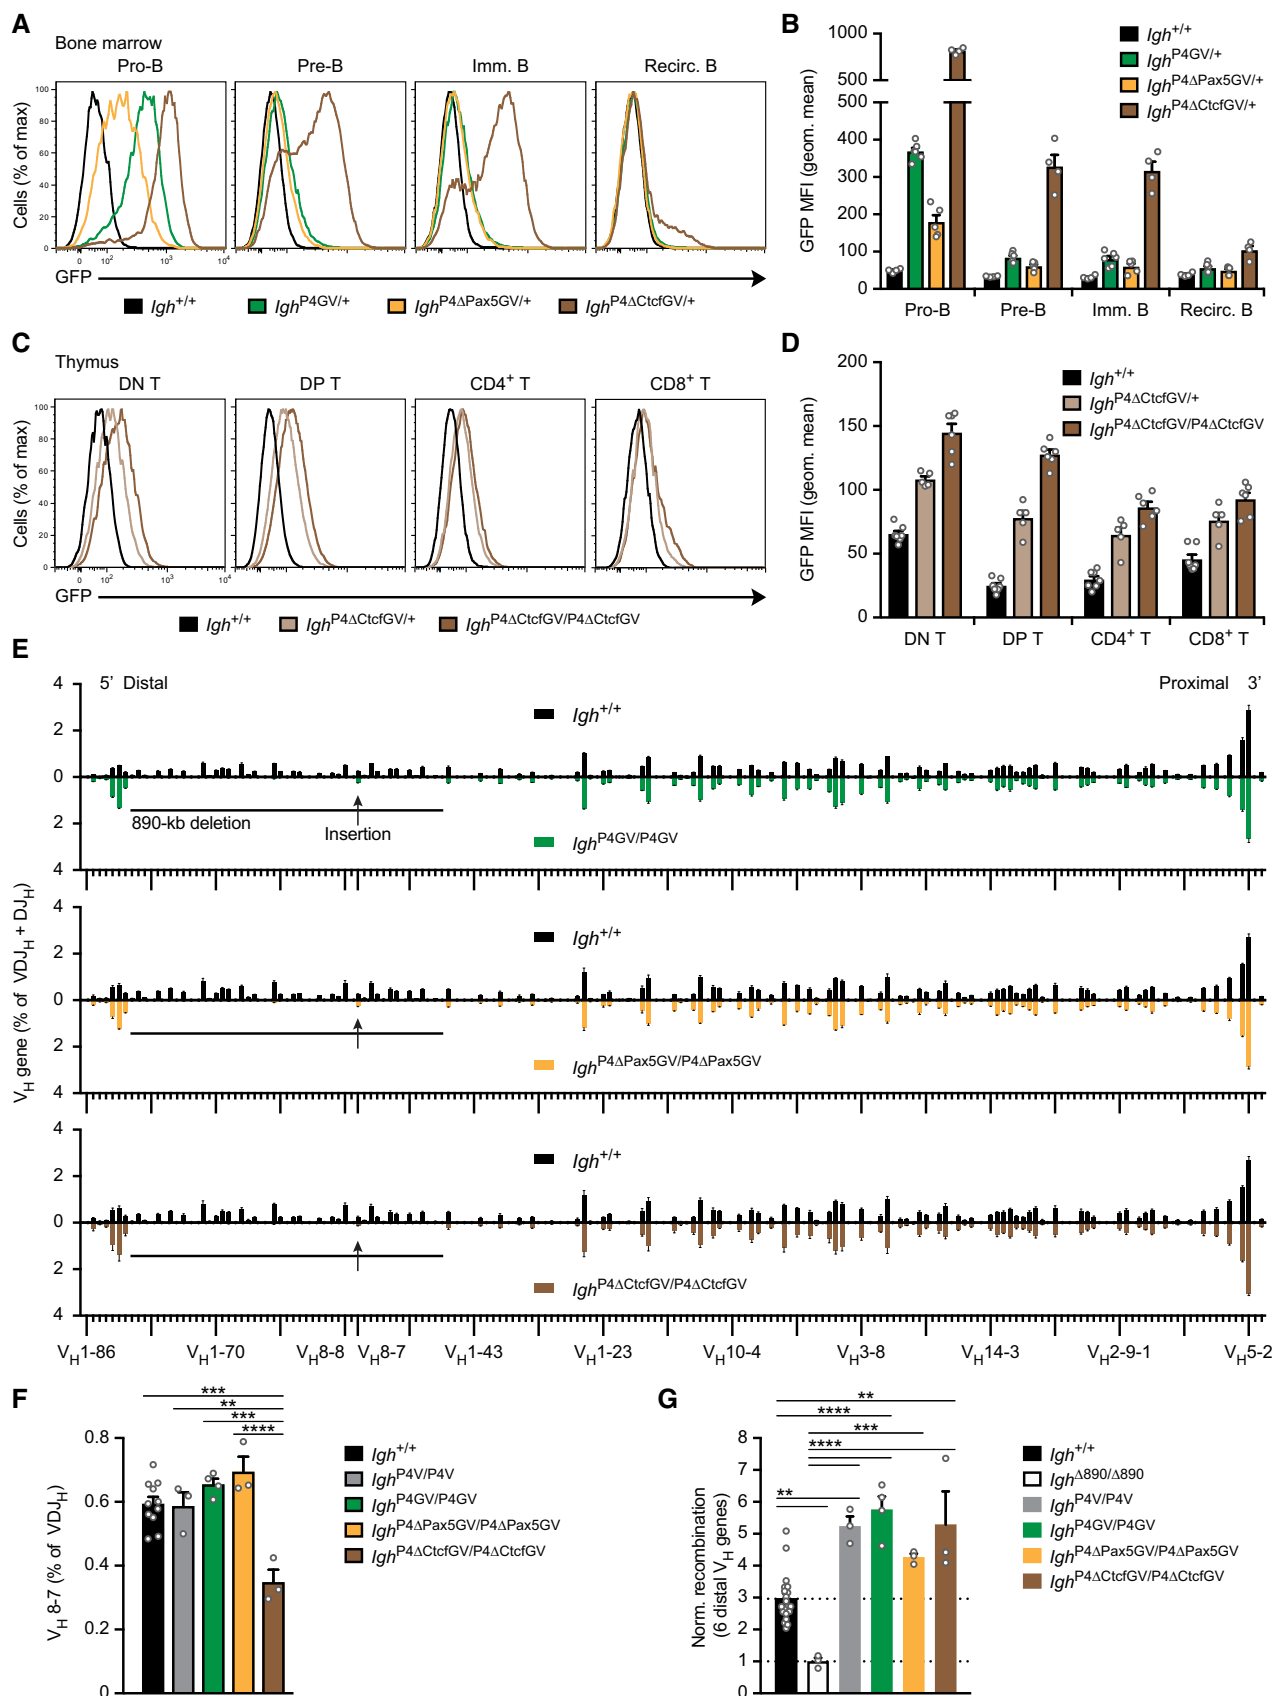

Figure 6.

**Figure 6. The CTCF binding site of PAIR4 restricts the activity of the PAIR4-V8.7E module to the pro-B cell stage.**

- A, B Flow-cytometric analysis (A) and geometric mean fluorescence intensity measurements (MFI, B) of GFP expression are shown for pro-B, pre-B, immature B, and recirculating B cells from the bone marrow of *Igh*<sup>P4GV/+</sup> (green, *n* = 6), *Igh*<sup>P4ΔPax5GV/+</sup> (yellow, *n* = 5), *Igh*<sup>P4ΔCtcfGV/+</sup> (brown, *n* = 4), and control *Igh*<sup>+/+</sup> (black, *n* = 4) mice. Geometric mean fluorescence intensity measurements (B) are shown as a mean value with SEM.
- C, D Activation of the PAIR4-V8.7E module in thymocytes upon loss of CTCF binding at PAIR4, as shown by flow-cytometric analysis (C) and geometric mean fluorescence intensity measurements (MFI, D) of GFP expression in DN, DP, CD4<sup>+</sup>, and CD8<sup>+</sup> thymocytes of *Igh*<sup>P4ΔCtcfGV/+</sup> (light brown, *n* = 5) and *Igh*<sup>P4ΔCtcfGV/P4ΔCtcfGV</sup> (dark brown, *n* = 6) mice compared with control *Igh*<sup>+/+</sup> (black, *n* = 7) mice. Geometric mean fluorescence intensity measurements (D) are shown as a mean value with SEM.
- E Comparison of the VDJ-seq data obtained with pro-B cells of the *Igh*<sup>+/+</sup> (black), *Igh*<sup>P4GV/P4GV</sup> (green), *Igh*<sup>P4ΔPax5GV/P4ΔPax5GV</sup> (yellow), and *Igh*<sup>P4ΔCtcfGV/P4ΔCtcfGV</sup> (brown) genotypes. The relative frequency of each V<sub>H</sub> gene is shown as mean value with SEM and is based on four (*Igh*<sup>+/+</sup>, *Igh*<sup>P4GV/P4GV</sup>) or three (*Igh*<sup>P4ΔPax5GV/P4ΔPax5GV</sup>, *Igh*<sup>P4ΔCtcfGV/P4ΔCtcfGV</sup>) independent VDJ-seq experiments. The different V<sub>H</sub> genes (horizontal axis) are aligned according to their position in the *Igh* locus (Dataset EV1). For further explanation, see legend of Fig 3D.
- F Recombination frequency of the inserted V<sub>H</sub>8-7 gene, which was determined as percentage of all VDJ<sub>H</sub> recombination events in pro-B cells of the indicated genotypes and is shown as a mean value with SEM.
- G Normalized recombination frequency of the first six distal V<sub>H</sub> genes (V<sub>H</sub>1-85 to V<sub>H</sub>1-80) determined in pro-B cells of the indicated genotypes, based on the data shown in (E). The average recombination frequency of the six distal V<sub>H</sub> genes was calculated as mean value with SEM, and the value obtained with *Igh*<sup>Δ890/Δ890</sup> pro-B cells was set to 1.

Data information: Statistical data were analyzed by one-way ANOVA (Tukey *post hoc* test; F, G); \*\**P* < 0.01, \*\*\**P* < 0.001, \*\*\*\**P* < 0.0001. Each dot (B, D, F, and G) corresponds to a mouse.

Source data are available online for this figure.

recombination similar to the regulatory PAIR4-V8.7E module. For this, we have chosen the Eμ enhancer, which is normally located at the 3' end of the *Igh* locus. One important function of the Eμ enhancer in early lymphopoiesis is to render the surrounding DNA sequences of the *Igh* locus accessible by inducing active chromatin, which promotes D<sub>H</sub>-J<sub>H</sub> recombination and expression of the Iμ germline transcript in uncommitted lymphoid progenitors (Perlot *et al*, 2005; Chakraborty *et al*, 2009). To determine the exact onset of Eμ activity in these early lymphoid progenitors, we used homologous recombination in ES cells to insert a *Cre* gene linked via a P2A sequence to the last codon of the second Cμ transmembrane exon (M2) to generate the *Igh*<sup>CμCre</sup> allele (Figs 7A and EV5A and B). The Eμ-mediated expression of the Iμ germline transcript from *Igh*<sup>CμCre</sup> allele should thus give rise to two proteins, a Cμ polypeptide and the Cre protein. To monitor Cre activity as a proxy of the Eμ enhancer activity, we crossed the *Igh*<sup>CμCre</sup> allele with the Rosa26<sup>LSL-YFP</sup> Cre reporter allele (Srinivas *et al*, 2001) to generate Rosa26<sup>LSL-YFP/+</sup> *Igh*<sup>CμCre/+</sup> mice, which express YFP only after Cre-mediated excision of the loxP-stop-loxP (LSL) cassette. YFP expression in response to Eμ enhancer activity was already detected at a low level in multipotent progenitors (LSK), was then strongly increased in LMPPs and reached high levels in ALPs and BLPs (Fig 7B and C). These data therefore indicate that the Eμ enhancer is already highly active prior to B cell lineage commitment.

We next inserted the Eμ enhancer, with its 5' and 3' matrix attachment regions (MAR) and the downstream Iμ exon linked to a GFP gene, into the *Igh*<sup>Δ890</sup> allele with the Floxin method to generate the *Igh*<sup>EμG</sup> allele (Fig 7D). Unexpectedly, GFP was expressed only in pro-B cells of *Igh*<sup>EμG/+</sup> and *Igh*<sup>EμG/EμG</sup> mice, as it was not detected in uncommitted lymphoid progenitors, at later B cell developmental stages or in DN and DP T cells of these mice (Fig 7E–H). VDJ-seq analysis furthermore revealed that the recombination frequency of the six most distal V<sub>H</sub> gene was induced 3.5-fold in *Igh*<sup>EμG/EμG</sup> pro-B cells relative to *Igh*<sup>Δ890/Δ890</sup> pro-B cells (Fig 7I and J). These data therefore demonstrate that the Eμ enhancer like the regulatory PAIR4-V8.7E module can promote distal V<sub>H</sub> gene recombination, when inserted in the 5' region of the *Igh* locus, although at a somewhat lower frequency, which is consistent with the 1.8-fold lower expression of *Gfp* mRNA in *Igh*<sup>EμG/EμG</sup> pro-B cells relative to

*Igh*<sup>P4GV/P4GV</sup> pro-B cells (Fig EV5C). Like the PAIR4-V8.7E module, the ectopic Eμ enhancer was also only active in pro-B cells and thus behaved completely differently in this 5' location as compared to its normal physiological position at the 3' end of the *Igh* locus. These data strongly indicate that the 5' region of the *Igh* locus may provide a special, but so far unknown environment that restricts the activity of the transplanted Eμ enhancer and possibly also the PAIR4-V8.7E module specifically to the pro-B cell stage during B lymphopoiesis.

## Discussion

Extended chromatin loop extrusion across the entire *Igh* locus is the overarching principle governing V<sub>H</sub>-DJ<sub>H</sub> recombination (Hill *et al*, 2020; Dai *et al*, 2021; Zhang *et al*, 2022) by facilitating convergent alignment of the RSS sequences of all V<sub>H</sub> genes with the RSS element of the DJ<sub>H</sub>-recombined segment in the 3' proximal RAG<sup>+</sup> recombination center prior to RAG-mediated cleavage (Ji *et al*, 2010; Schatz & Ji, 2011). However, regulatory sequences within the V<sub>H</sub> gene cluster, such as the PAIR elements (Ebert *et al*, 2011), may also contribute to the efficiency of V<sub>H</sub>-DJ<sub>H</sub> recombination. Here, we have shown that an 890-kb deletion, which eliminated all 14 PAIRs and many other potential regulatory elements (Fig EV2D) in the distal V<sub>H</sub> gene region, resulted in a strongly reduced recombination efficiency of V<sub>H</sub> genes located up to 112 kb upstream or 194 kb downstream of the deletion point. Both total transcript and mRNA sequencing identified PAIR4 and PAIR6 as two highly active potential regulatory elements within the deleted region (Verma-Gaur *et al*, 2012; Medvedovic *et al*, 2013; this study). By performing reconstitution experiments, we have now demonstrated that the PAIR4 and V8.7E sequences as well as the V8.8E element function as enhancers to promote distal V<sub>H</sub> gene recombination over a 100-kb region. Hence, local regulatory elements, such as the PAIR4-V8.7E module and the V8.8E enhancer, can influence V<sub>H</sub> gene recombination and thus contribute to the diversification of the BCR repertoire in the context of chromatin loop extrusion.

Among all V<sub>H</sub> genes, the members of the V<sub>H</sub>8 gene family predominantly contain active histone marks at a relatively high level in pro-B cells (Malin *et al*, 2010). Moreover, 11 of the 14 PAIR

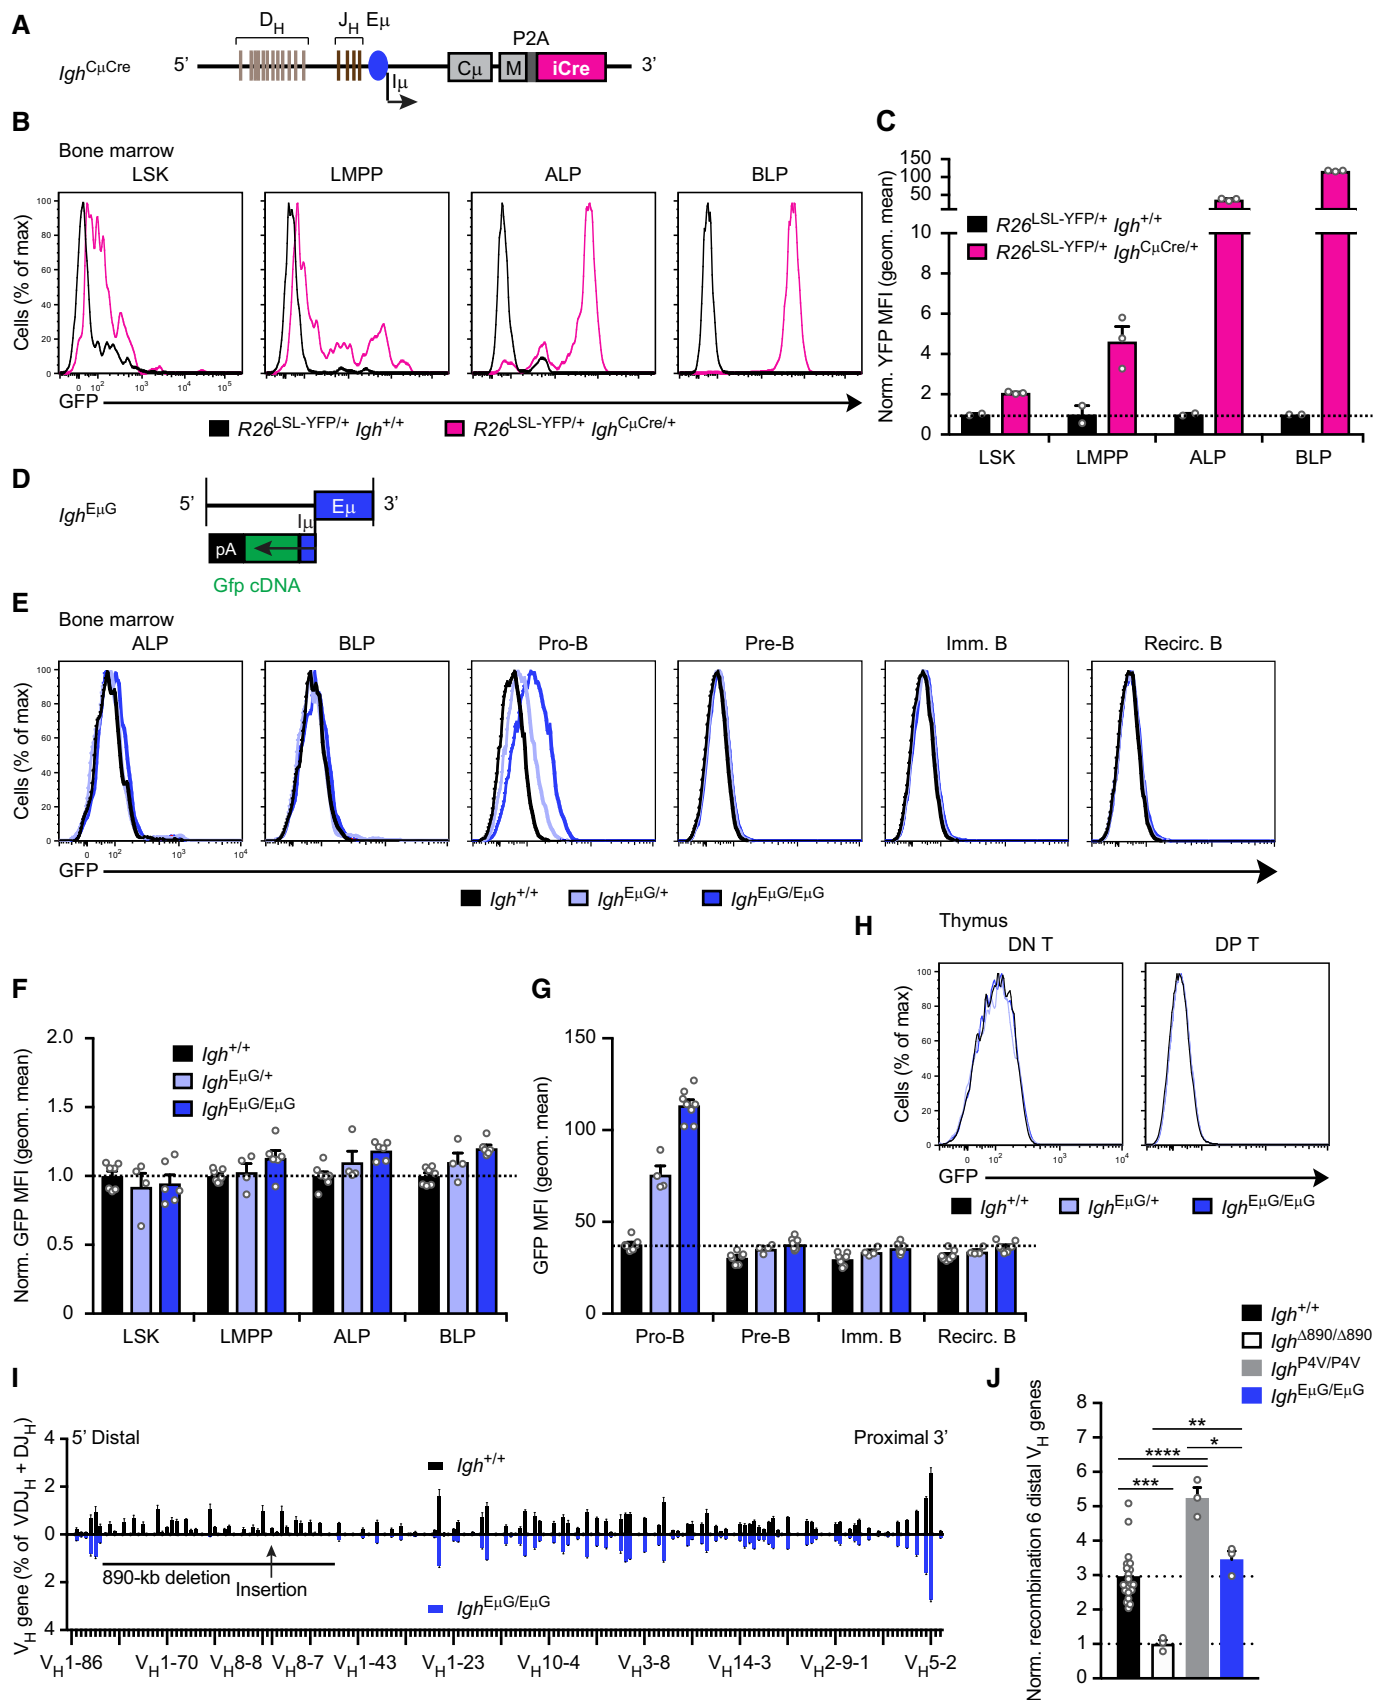

Figure 7.

**Figure 7. The E $\mu$  enhancer upon insertion in the *Igh* 5' region promotes distal V $_H$  gene recombination and exhibits pro-B cell-specific activity.**

- A Schematic diagram of the *Igh*<sup>C $\mu$ Cre</sup> allele, which contains the insertion of a *Cre* gene linked via a P2A sequence to the last codon of the second C $\mu$  transmembrane exon (M2) in the *Igh* locus. The generation of the *Igh*<sup>C $\mu$ Cre</sup> allele is described in detail in Fig EV5A and Materials and Methods.
- B, C Flow-cytometric analysis (B) and geometric mean fluorescence intensity measurements (MFI, C) of YFP expression are shown for MPPs (LSK), LMPPs, ALPs, and BLPs from the bone marrow of *Rosa26*<sup>LSL-YFP/+</sup> *Igh*<sup>C $\mu$ Cre/+</sup> (violet) and control *Rosa26*<sup>LSL-YFP/+</sup> *Igh*<sup>+/+</sup> (black) mice. Geometric mean fluorescence intensity measurements (B) are shown as a mean value with SEM and have been normalized by setting the mean value obtained with *Igh*<sup>+/+</sup> cells to 1.
- D Schematic diagram of the *Gfp*-linked I $\mu$ -E $\mu$  sequences used to generate the *Igh*<sup>E $\mu$ G</sup> allele. The *Gfp* cDNA together with six polyadenylation sites (pA) was linked to the I $\mu$  exon downstream of the E $\mu$  enhancer prior to insertion of these sequence at the deletion point into the *Igh* <sup>$\Delta$ 890</sup> allele by the Floxin method.
- E–G Flow-cytometric analysis (E) and geometric mean fluorescence intensity measurements (MFI, F, and G) of GFP expression are shown for MPPs (LSK), LMPPs, ALPs, BLPs, pro-B, pre-B, immature B, and recirculating B cells from the bone marrow of *Igh*<sup>E $\mu$ G/+</sup> (light blue), *Igh*<sup>E $\mu$ G/E $\mu$ G</sup> (dark blue), and control *Igh*<sup>+/+</sup> (black) mice. Geometric mean fluorescence intensity measurements (B) are shown as mean a value with SEM. For lymphoid progenitors, MFI values have been normalized by setting the mean value obtained with *Igh*<sup>+/+</sup> cells to 1. The flow-cytometric definition of the lymphoid progenitors, B and T cell types is described in Materials and Methods.
- H Absence of GFP expression in DN and DP T cells from the thymus of *Igh*<sup>E $\mu$ G/+</sup> (light blue) and *Igh*<sup>E $\mu$ G/E $\mu$ G</sup> (dark blue) mice compared with control *Igh*<sup>+/+</sup> (black) mice.
- I Comparison of the VDJ-seq data obtained with pro-B cells of the *Igh*<sup>+/+</sup> (black) and *Igh*<sup>E $\mu$ G/E $\mu$ G</sup> (dark blue) genotypes. The relative frequency of each V $_H$  gene is shown as mean value with SEM and is based on six (*Igh*<sup>+/+</sup>) or three (*Igh*<sup>E $\mu$ G/E $\mu$ G</sup>) independent VDJ-seq experiments. For further description, see legend of Fig 3D.
- J Normalized recombination frequency of the first six distal V $_H$  genes (V $_H$ 1-85 to V $_H$ 1-80) determined in pro-B cells of the indicated genotypes, based on the data shown in (I). The average recombination frequency of the six distal V $_H$  genes was calculated as a mean value with SEM, and the value obtained with *Igh* <sup>$\Delta$ 890/ $\Delta$ 890</sup> pro-B cells was set to 1.

Data information: Statistical data were analyzed by one-way ANOVA (Tukey *post hoc* test; j); \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001, \*\*\*\**P* < 0.0001. Each dot (C, F, G, and J) corresponds to one mouse.

Source data are available online for this figure.

elements are associated with a V $_H$ 8 gene, leading to the suggestion that the active chromatin regions at the PAIR element and its associated V $_H$ 8 gene may function together as a regulatory unit (Ebert *et al*, 2011). By analyzing open chromatin, we identified new potential regulatory elements (V8E) that are located immediately downstream of the RSS sequence of most V $_H$ 8 genes. The new elements V8.7E, V8.8E, and V8.xE are likely responsible for the generation of active chromatin (H3K4me2, H3K9ac, and H3K27ac) at the V $_H$ 8-7, V $_H$ 8-8, and V $_H$ 8-x genes (Ebert *et al*, 2011; this study). The active promoter mark H3K4me3 was, however, absent at these elements, suggesting that they function as enhancers, which was corroborated by the observed decrease of distal V $_H$  gene recombination upon V8.7E deletion in *Igh*<sup>P4/P4</sup> pro-B cells compared with *Igh*<sup>P4V/P4V</sup> pro-B cells and by the activation of distal V $_H$  gene recombination by the V8.8E enhancer in *Igh*<sup>V8-8/V8-8</sup> pro-B cells. While PAIR4 on its own already functions as an enhancer of V $_H$  gene recombination in forward and inverse orientation in *Igh*<sup>P4/P4</sup> and *Igh*<sup>P4inv/P4inv</sup> pro-B cells, respectively, the collaboration of PAIR4 with V8.7E results in maximal recombination activity in *Igh*<sup>P4V/P4V</sup> pro-B cells, thus indicating that both enhancers together constitute one regulatory module. The PAIR4-V8.7E module and the V8.8E enhancer in the *Igh* locus appear to fulfill a similar role as the recently identified E34 and E88 enhancers in the *Igk* locus (Barajas-Mora *et al*, 2019, 2023) and the E $_V$ H1 enhancer in the proximal V $_H$  gene region of the *Igh* locus (Bhat *et al*, 2023), since these regulatory elements promote local V gene recombination in their respective Ig locus. Hence, fine-tuning of the V gene repertoire depends on local enhancers of V gene recombination in both *Igh* and *Igk* loci.

What could be the molecular mechanism by which the PAIR4-V8.7E and V8.8E enhancers activate distal V $_H$  gene recombination? It has been shown that the RAG<sup>+</sup> recombination center in the *Igh* 3' region specifically interacts with transcriptionally active PAIR elements and V8 genes in the distal V $_H$  gene region, including PAIR4, V $_H$ 8-7, and V $_H$ 8-8 (Dai *et al*, 2021). These interactions are mediated by extended loop extrusion that occurs across the entire *Igh* locus and is essential for the participation of all V $_H$  genes in V $_H$ -DJ $_H$  recombination at the pro-B cell stage (Hill *et al*, 2020; Dai

*et al*, 2021). Recently, we have shown that this process generates one largely contiguous interaction zone at the *Igh* locus, where all the different sequences within the V $_H$  gene region appear to interact with each other (Hill *et al*, 2023). As our 3C-qPCR analysis did not identify a role for the inserted PAIR4-V8.7E module in promoting its interaction with the distal V $_H$  genes, we propose that the extended loop extrusion mechanism mediates these long-range interactions, which allows the enhancers of the PAIR4-V8.7E module to induce active chromatin at the distal V $_H$  genes. As the interaction of an active promoter with the RAG<sup>+</sup> recombination center is sufficient to stall loop extrusion in the absence of CTCF-binding sites (Zhang *et al*, 2019), it is likely that the dwelling time of the PAIR4-activated distal V $_H$  genes at the RAG<sup>+</sup> recombination center is increased, thus leading to their enhanced recombination.

The directionality of the PAIR4 element may also be explained by loop extrusion, which likely initiates at random positions in the V $_H$  gene cluster and initially proceeds in a symmetrical manner until the cohesin ring interacts with a CTCF protein bound to the next upstream forward-oriented CTCF-binding site, which leads to stabilized binding of cohesin at this site (Li *et al*, 2020; Hill *et al*, 2023; Fig EV5D). Thereafter, asymmetrical loop extrusion reels the DNA of the downstream *Igh* regions into the loop until it is halted by a CTCF protein bound to a reverse CTCF-binding site in convergent orientation at the IGCR1 or 3'CBE elements (Hill *et al*, 2023; Fig EV5D). This loop extrusion mechanism predicts that only the V $_H$ 1 genes located upstream of the PAIR4 insertion can efficiently interact through loop extrusion with the inserted PAIR4 element and thus undergo increased V $_H$ 1 gene recombination, as observed (Figs EV3D and EV5D). In contrast, the downstream V $_H$ 1 genes should be unable to interact through this loop extrusion mechanism with the inserted PAIR4 element, which explains the observed reduced recombination of these V $_H$ 1 genes (Figs EV3D and EV5D). Moreover, loop extrusion can also explain the reduced recombination efficiency of the upstream V $_H$ 1 genes in *Igh*<sup>P4inv/P4inv</sup> pro-B cells (Fig 3G and F), as the inversion of PAIR4 also inverts the orientation of the CTCF-binding site of PAIR4 in *Igh*<sup>P4inv/P4inv</sup> pro-B cells relative to *Igh*<sup>P4/P4</sup> pro-B cells (Fig EV5E). The reverse CTCF-binding site of

PAIR4 can now form new stabilized loops with the forward CTCF-binding sites in the upstream region (Rao *et al*, 2014; Fig EV5E), which interferes with prolonged loop extrusion beyond the inserted PAIR4 element and can thus prevent interaction of the upstream  $V_H$  genes with the RAG<sup>+</sup> recombination center, as previously shown for the inversion of the 890-kb  $V_H$  gene region and upon the insertion of an array of reverse CTCF-binding sites (Hill *et al*, 2020).

Whether the 26-kb lncRNA transcribed from PAIR4 has a function in promoting distal  $V_H$  gene recombination is difficult to assess in our reconstitution system. Insertion of the short spliced PAIR4-derived transcript or *Gfp* cDNA in exon 2 of PAIR4 was equally compatible with maximal induction of distal  $V_H$  gene recombination in  $Igh^{P4V/P4V}$  and  $Igh^{P4GV/P4GV}$  pro-B cells despite the different sequences of the two transcripts. Moreover, the higher expression of GFP in  $Igh^{P4\Delta CtfGV/P4\Delta CtfGV}$  pro-B cells compared to  $Igh^{P4V/P4V}$  pro-B cells did not result in increased recombination of distal  $V_H$  genes, indicating that different levels of the PAIR4-derived transcript do not correlate with a corresponding change in recombination efficiency. Finally, truncating the transcription at the start of exon 1 in PAIR4 did not abolish distal  $V_H$  gene recombination but reduced their recombination efficiency in  $Igh^{P4StopG/P4StopG}$  pro-B cells relative to  $Igh^{P4/P4}$  pro-B cells. Based on these data, we conclude that the PAIR4-derived transcript has a relatively minor effect on the function of PAIR4 as a long-range recombination enhancer. In contrast to the PAIR4-derived transcript, there are multiple examples of lncRNAs that play an essential role in controlling gene expression, such as the Xist RNA in X-chromosome inactivation (Loda & Heard, 2019) and the ThymoD RNA in activating the T-lineage commitment gene *Bcl11b* in early T cell development (Isoda *et al*, 2017).

By analyzing the expression of the PAIR4- and PAIR6-derived transcripts in early B cell development, we previously demonstrated that the activity of PAIR4 and PAIR6 is strictly pro-B cell-specific (Ebert *et al*, 2011), which we have now further confirmed by total transcript analysis. As the binding of Pax5 to both PAIR elements is already lost at the next developmental stage in pre-B cells, we argued that Pax5 is involved in the control of PAIR activity (Ebert *et al*, 2011). Using our reconstitution system, we now demonstrate that mutation of the Pax5-binding site in PAIR4 resulted in a 2-fold decrease of PAIR4-derived GFP expression and in reduced activation of distal  $V_H$  gene recombination in  $Igh^{P4\Delta Pax5GV/P4\Delta Pax5GV}$  pro-B cells. However, this experiment may not have revealed the full function of Pax5 in controlling the activity of the PAIR4-V8.7E module, as Pax5 could still mediate part of its regulation through the intact Pax5-binding site in the V8.7E enhancer in  $Igh^{P4\Delta Pax5GV/P4\Delta Pax5GV}$  pro-B cells. Notably, *Pax5*<sup>-/-</sup> progenitors do not express the lncRNAs of PAIR4 and PAIR6 (Ebert *et al*, 2011) possibly due to their developmental arrest at an early lymphoid progenitor stage resembling the Pax5<sup>-</sup> BLP. Given our finding that open chromatin at the PAIR4-V8.7E modules is induced in a small fraction of Pax5<sup>+</sup> BLPs during the BLP-to-pro-B cell transition, it is conceivable that Pax5 may indirectly activate the PAIR4-V8.7E module, possibly by relocating the *Igh* locus from the repressive compartment at the nuclear periphery to central euchromatic positions in committed pro-B cells. However, the *Igh* locus is already located at central nuclear positions in the absence of Pax5 in *Pax5*<sup>-/-</sup> progenitors, which express *Ebf1*, or upon ectopic expression of Pax5 in double-negative *Ikzf1*<sup>Pax5/+</sup> thymocytes, which leads to Pax5-dependent activation of *Ebf1* (Fuxa *et al*, 2004). Hence, the relocation of the *Igh*

locus from the repressive periphery to central positions in the nucleus appears to be controlled by the B cell-specific transcription factor *Ebf1* rather than by Pax5 (Fuxa *et al*, 2004).

The multifunctional transcription factor CTCF is well known for its architectural role in stabilizing cohesin-dependent long-range loops in the genome as well as for its insulating function in preventing communication between regulatory elements (Merkenschlager & Nora, 2016). While CTCF was originally identified as a transcriptional repressor based on reporter gene assays (Baniahmad *et al*, 1990; Filippova *et al*, 1996), acute degradation of CTCF combined with nascent transcript analysis has recently reinforced the notion that CTCF can also function as a repressor of transcription in a manner independent of its architectural function (Luan *et al*, 2022). Here, we have shown by functional analysis of the CTCF-binding site of PAIR4 in reporter gene assays that CTCF can act as a transcriptional repressor to decrease PAIR4 activity in pro-B and pre-B cells. Downregulation of CTCF expression in pro-B cells was previously shown to enhance lncRNA transcription from PAIR4 and PAIR6 (Degner *et al*, 2011). Consistent with this finding, mutation of the CTCF-binding site in PAIR4 resulted in a 2-fold increase of PAIR4-derived GFP expression in  $Igh^{P4\Delta CtfGV/P4\Delta CtfGV}$  pro-B cells, although it did not affect the long-range activation of distal  $V_H$  gene recombination by the PAIR4-V8.7E enhancer module. Unexpectedly, loss of the CTCF-binding site prevented the shutdown of transcription from the PAIR4 element in pre-B and immature B cells and furthermore activated PAIR4-derived transcription during T cell development in  $Igh^{P4\Delta CtfGV/P4\Delta CtfGV}$  mice. Hence, the pro-B cell-specific activity of the PAIR4-V8.7E module critically depends on CTCF binding to the PAIR4 element. Notably, our analysis has provided the first evidence that deletion of a single CTCF-binding site has a strong effect on the developmental regulation of a control region in the distal  $V_H$  gene region. Previously, two CTCF-binding sites in the intergenic IGCR1 region between the  $V_H$  and  $D_H$  clusters were shown to be essential for controlling the proper ordering and B-lineage specificity of V(D)J recombination at the *Igh* locus (Guo *et al*, 2011). Moreover, recombination of the most 3' proximal  $V_H$  genes is known to critically depend on a CTCF-binding site located immediately downstream of their RSS elements, demonstrating that CTCF bound to these sites promotes their accessibility and interaction with the RAG<sup>+</sup> recombination center (Jain *et al*, 2018).

The  $E\mu$  enhancer in its normal position at the 3' end of the *Igh* locus is already activated in LMPPs and remains active throughout B lymphopoiesis. It plays an important role in V(D)J recombination by promoting  $D_H$ - $J_H$  rearrangements in lymphoid progenitors (Perlot *et al*, 2005; Chakraborty *et al*, 2009). Upon insertion into the 5' region of the *Igh* locus, the  $E\mu$  enhancer was able to promote distal  $V_H$  gene recombination and was exclusively active only in pro-B cells in a similar manner as the PAIR4-V8.7E module. As the  $E\mu$  enhancer does not contain a CTCF-binding site, these data demonstrate that a second mechanism apart from CTCF-mediated repression must be responsible for the pro-B cell specificity of the distally located  $E\mu$  enhancer. At present, it is unclear what specific feature in the 5' region of the *Igh* locus may cause the suppression of enhancer activity in lymphoid cells other than pro-B cells. In this context, it is interesting to note that the *Igh* locus is anchored via its 5' region in the repressive compartment at the nuclear periphery in pro-T cells (Fuxa *et al*, 2004) as well as at the repressive centromeric chromatin in pre-B cells (Roldán *et al*, 2005).

In summary, we identified the regulatory PAIR4-V8.7E module and the V8.8E element as the first local enhancers in the distal  $V_H$  gene cluster that promote  $V_H$  gene recombination and thus contribute to the fine-tuning of the  $V_H$  gene repertoire. Importantly, the distal  $V_H$  gene region contains additional  $V_H$ -associated elements (Fig 1E) and many other sequence elements that are characterized by the presence of open chromatin and the active H3K4me2 and H3K27ac histone marks (Fig EV2D) similar to the PAIR4-V8.7E module and the V8.8E enhancer. It is therefore likely that multiple local enhancers shape the pattern of  $V_H$  gene recombination and thus contribute to the diversification of the BCR repertoire in the context of chromatin loop extrusion.

## Materials and Methods

### Mice

The following mice were maintained on the C57BL/6 background: *Pax5*<sup>fl/fl</sup> mice (Horchner et al, 2001), *Rag2*<sup>-/-</sup> mice (Shinkai et al, 1992), *Igh*<sup>V8-8/V8-8</sup> mice (Hill et al, 2020), *Meox2*<sup>Cre/+</sup> mice (Tallquist & Soriano, 2000), *Rosa26*<sup>CreERT2/+</sup> mice (Seibler et al, 2003), *Rosa26*<sup>LSL-YFP/+</sup> mice (Srinivas et al, 2001), transgenic *Vav*-Cre mice (de Boer et al, 2003), transgenic Flpe mice (Rodriguez et al, 2000), and transgenic CAGGs-Dre mice (Anastassiadis et al, 2009). All animal experiments were carried out according to valid project licenses, which were approved and regularly controlled by the Austrian Veterinary Authorities.

### Generation of the *Igh*<sup>Δ890</sup> allele

Genetic alterations were introduced into the C57BL/6 *Igh* allele. The hybrid C57BL/6 × 129/Sv ES cell line A9 was used for homologous recombination in ES cells. The *Igh*<sup>Pgk1-fl-890-fl</sup> allele was created by first inserting a *loxP* (fl) site at position 116,237,220 (mm9, Chr.12) into the middle of the  $V_H$  gene cluster, followed by insertion of a second *lox* (*lox71*) site (in the same orientation) at position 117,126,667 in the *Igh* 5' region by ES cell targeting and subsequent injection into blastocysts to obtain *Igh*<sup>Pgk1-fl-890-fl/+</sup> mice (Fig EV1C). The *Igh*<sup>Pgk1-Δ890</sup> allele was generated by Cre-mediated deletion of the *lox71/loxP*-flanked *Igh* region in *Meox2*<sup>Cre/+</sup> *Igh*<sup>Pgk1-fl-890-fl/+</sup> mice. The *Igh*<sup>Δ890</sup> allele was created by Flpe-mediated deletion of the *frt*-flanked *Pgk1* promoter region in *Igh*<sup>Pgk1-fl-890-fl/+</sup> mice expressing the Flpe transgene. The *Igh*<sup>Δ890</sup> allele thus contained only a promoter-less blasticidin resistance gene at the deletion point (Fig EV1C), which facilitated the subsequent insertion of different PAIR constructs by the Floxin method (Singla et al, 2010).

### Floxin-mediated insertion of PAIR4 constructs and the *Eμ* enhancer into the *Igh*<sup>Δ890</sup> allele

Blastocysts from *Igh*<sup>Δ890/+</sup> *Rosa26*<sup>CreERT2/+</sup> mice on a hybrid C57BL/6 × 129/Sv background were used to generate *Igh*<sup>Δ890/+</sup> *Rosa26*<sup>CreERT2/+</sup> ES cell lines, as described (Leeb et al, 2015). The different PAIR4 constructs (Figs 3A, 5A, 7D, and EV4C and D) were cloned between the *FseI* and *BamHI* or *BspEI* sites of the custom-made Floxin exchange vector pL1L2 and were then transfected into *Igh*<sup>Δ890/+</sup> *Rosa26*<sup>CreERT2/+</sup> ES cells using the FuGENE<sup>®</sup> HD

Transfection Reagent (Promega). CreER<sup>T2</sup> activity was induced by 4-hydroxytamoxifen to facilitate Cre-mediated insertion of the PAIR4 sequences into the *lox71* site at the deletion point (117,126,667/116,237,220; mm9, Chr.12) of the *Igh*<sup>Δ890</sup> allele (Fig EV2A) by the Floxin method (Singla et al, 2010). The *rox*-flanked *Actb*-Bsd expression cassette, used for selection of the targeted ES cells, was deleted after germline transmission with the CAGGs-Dre transgene, which left only one *frt* and one *rox* site in the targeted *Igh* locus (Fig EV2C). The mouse *Eμ* enhancer with its 5' and 3' matrix attachment regions (*XbaI* DNA fragment), which was linked in the *Iμ* exon to a *Gfp* reporter gene, was cloned into the exchange vector pL1L2 followed by Floxin-mediated insertion at the deletion point into the *Igh*<sup>Δ890</sup> allele in ES cells, as described above.

### Generation of the *Igh*<sup>CμCre</sup> allele

The *Igh*<sup>CμCre</sup> allele was generated by homologous recombination in the ES cell line A9 as described in detail in Fig EV5A. The *frt*-flanked *Pgk1-Neo* expression cassette, which was used for selection of the targeted ES cell clones, was deleted in *Igh*<sup>CμCre-neo</sup> mice expressing the Flpe transgene. This and all other mutant strains were backcrossed to the C57BL/6 background.

### Antibodies

The following monoclonal antibodies were purchased from BD Biosciences, Thermo Fisher Scientific, BioLegend, or Miltenyi Biotec and were used for flow-cytometric analysis of mouse bone marrow, spleen, and thymus: B220/CD45R (RA3-6B2), CD4 (L3T4), CD8a (53-6.7), CD19 (1D3), CD25/IL-2Rα (PC61), CD115/MCSF-R (AFS98), CD117/Kit (2B8), CD127/IL-7Rα (A7R34), CD135/Flt3 (A2F10.1), Gr1 (RB6-8C5), IgD (11-26c), IgM (II/41), IgM<sup>b</sup> (AF6-78), Sca1/Ly6A (D7), Ly6D (49H4), TCRβ (H57-597), CD44 (IM7), CD90.2/Thy1.2 (30-H12), IgM<sup>a</sup> (MA-69), CD3 (145-2C11), CD11b (M1/70), NK1.1 (PK136), and Ly6C (HK1.4).

The following rabbit polyclonal antibodies were used for ChIP analysis: anti-Pax5 Ab (affinity-purified, directed against amino acids 17–145 (Adams et al, 1992)), anti-CTCF Ab (07-729, Sigma-Aldrich), anti-Rad21 Ab (ab992, Abcam), anti-H3K4me2 (07-030, Millipore), anti-H3K4me3 Ab (pAb-003-050, Diagenode), anti-H3K9ac (07-352, Millipore), and anti-H3K27ac (ab4729, Abcam).

### Definition of hematopoietic cell types by flow cytometry

Cell types were defined as follows in the bone marrow: LSK (Lin<sup>-</sup>Kit<sup>hi</sup>Sca1<sup>hi</sup>), LMPP (Lin<sup>-</sup>Kit<sup>hi</sup>Sca1<sup>hi</sup>CD135<sup>+</sup>), ALP (Lin<sup>-</sup>CD127<sup>+</sup>CD135<sup>+</sup>Ly6D<sup>-</sup>), BLP (Lin<sup>-</sup>CD127<sup>+</sup>CD135<sup>+</sup>Ly6D<sup>+</sup>), Pax5-deficient progenitors (CD19<sup>-</sup>B220<sup>+</sup>Kit<sup>+</sup>Ly6D<sup>+</sup>), pro-B cells (CD19<sup>+</sup>B220<sup>+</sup>IgM<sup>-</sup>IgD<sup>-</sup>Kit<sup>+</sup>CD25<sup>-</sup>), pre-B cells (CD19<sup>+</sup>B220<sup>+</sup>IgM<sup>-</sup>IgD<sup>-</sup>Kit<sup>+</sup>CD25<sup>+</sup>), immature B cells (CD19<sup>+</sup>B220<sup>+</sup>IgM<sup>+</sup>IgD<sup>-</sup>), recirculating B cells (CD19<sup>+</sup>B220<sup>+</sup>IgD<sup>+</sup>), macrophages (CD115<sup>+</sup>Gr1<sup>int</sup>), granulocytes (Gr1<sup>+</sup>); in the thymus: DN T cells (CD4<sup>-</sup>CD8<sup>-</sup>CD90.2<sup>+</sup>), DP T cells (CD4<sup>+</sup>CD8<sup>+</sup>), CD4<sup>+</sup> SP T cells (CD4<sup>+</sup>CD8<sup>-</sup>), CD8<sup>+</sup> SP T cells (CD4<sup>-</sup>CD8<sup>+</sup>). Lineage cocktail (Lin<sup>-</sup>) contained anti-TCRβ, CD3, Gr1, CD11b, CD19, Ly6C, and NK1.1 antibodies. Flow cytometry experiments and FACS sorting were performed on LSR Fortessa (BD Biosciences) and FACS Aria III (BD Biosciences) machines, respectively. Flowjo software (Treestar) was used for data analysis.

### RT-qPCR analysis of *Gfp* mRNA expression

Total RNA was prepared from ex vivo sorted pro-B cells by using a semi-automated RNA bead isolation method with Sera-Mag Speed-Bead Carboxylate-Modified Magnetic Particles (Hydrophobic; GE Healthcare) run on the magnetic particle processor KingFisher Duo instrument (Thermo Fisher Scientific). The cDNA was synthesized using Oligo d(T)<sub>18</sub> primer (NEB) and SuperScript® II Reverse Transcriptase (Thermo Fisher Scientific) in the presence of RNase inhibitor (Thermo Fisher Scientific). Transcripts of the *Gfp* gene were amplified by qPCR using primers located in different exons (Dataset EV2) and normalized against the *Tbp* mRNA.

### 3D DNA-FISH analysis

*Igh* locus-specific DNA probes were prepared from the BACs RP RP23-340K14 (*Igh* 5' end) and RP24-275L15 (*Igh* 5' end) by nick-translation with dUTP-Alexa568 and dUTP-Alexa488 (Invitrogen), respectively. Ex vivo FACS-sorted pro-B cells and Pax5-deficient progenitors were washed in PBS and then fixed onto poly-L-lysine-coated slides for two-color 3D DNA-FISH analysis as described in detail (Fuxa et al, 2004; Roldán et al, 2005). In short, cells were fixed in 2% PFA and permeabilized in 0.4% Triton. After blocking in 2.5% BSA, 0.1% Tween, and 10% goat serum, cells were incubated with RNaseA, permeabilized in 0.7% Triton and 0.1 M HCl and denatured. Hybridization with the labeled DNA probes was performed overnight, followed by washing and mounting in ProLong™ Gold Antifade Mountant (Invitrogen) mixed with 1.5 µg/ml DAPI. Image acquisition was performed by confocal microscopy on a Zeiss LSM780 system with GaAsP detector technology. Optical sections separated by 0.25 µm were collected with a 63× objective (63×/1.4 plan-apochromat Oil DIC). Cells with signals from both alleles were analyzed by the Imaris (Bitplane) software.

### ChIP analysis of transcription factors and histone modifications

Pro-B cells, which were short-term cultured on OP9 cells in IL-7-containing IMDM (Nutt et al, 1997), were crosslinked with 1% formaldehyde (Sigma) for 10 min. Nuclei were prepared and lysed in the presence of 0.25% SDS (Pax5, CTCF) or 1% SDS (histone modifications). The chromatin was sheared by sonication with the Bioruptor® Standard (Diagenode), followed by immunoprecipitation with a polyclonal anti-Pax5 paired domain Ab (Adams et al, 1992) or a polyclonal anti-CTCF Ab (07-729, Sigma-Aldrich; Fig EV4E and G). The specific enrichment, which was measured by qPCR analysis with primers amplifying the Pax5- or CTCF-binding site of PAIR4, *Nedd9* and *Bud13* or a control sequence in a gene-poor region of chromosome 1 (Dataset EV2), was calculated as the amount of precipitated DNA relative to input DNA.

Native ChIP analysis of the H3K4me2, H3K4me3, and H3K9ac modifications (Fig EV3E) was performed by fixing short-term cultured pro-B cells ( $5 \times 10^7$ ) with acetone at  $-20^\circ\text{C}$  prior to nucleosome extraction as described (Fursova et al, 2019). In brief, the nuclei were released by resuspension in lysis buffer (10 mM Tris-HCl pH 8.0, 10 mM NaCl, 3 mM MgCl<sub>2</sub>, 3 mM CaCl<sub>2</sub>, 0.1% Igepal). The chromatin was digested with 100 units of micrococcal nuclease

(MNase, Fermentas EN0181) in MNase digestion buffer (0.25 M sucrose, 10 mM Tris-HCl pH 8.0, 10 mM NaCl, 3 mM MgCl<sub>2</sub>, 0.1% Igepal, 1× EDTA-free cOmplete protease inhibitor cocktail) for 5 min at 37°C. The nucleosomes were further extracted by incubating the nuclei in nucleosome release buffer (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 0.2 mM EDTA, 1× EDTA-free cOmplete) for 1 h at 4°C. ChIP was carried out by incubating 40 ng of chromatin in ChIP incubation buffer (10 mM Tris-HCl pH 7.5, 70 mM NaCl, 2 mM MgCl<sub>2</sub>, 2 mM EDTA, 0.1% Triton X-100, 1× EDTA-free cOmplete) with anti-H3K4me2, anti-H3K4me3 or anti-H3K9ac antibodies overnight at 4°C. The immune complexes were captured on Protein G Mag Sepharose® Xtra (Cytiva 28-9670-70), washed four times with N-ChIP wash buffer (10 mM Tris-HCl pH 7.5, 125 mM NaCl, 2 mM EDTA, 0.1% Triton X-100) and once with TE buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA), followed by release in DNA extraction buffer (100 mM Tris, pH 8.0, 5 mM EDTA, 0.1% SDS, 200 mM NaCl, 20 µg/ml Proteinase K) overnight at 50°C. The DNA was isolated using carboxyl magnetic beads (produced in-house) and analyzed by qPCR amplification.

### Electrophoretic mobility shift assay

Nuclear extracts were prepared from the human B cell line Ramos as described (Decker et al, 2009). One of the two strands of the double-stranded DNA probe, which contains the Pax5-binding sites of PAIR4, was ordered as a 6-FAM-labeled oligonucleotide (IDT). The labeled probe (20 fmoles) was incubated with 6 µg of nuclear extract in 20 µl of binding buffer (10 mM HEPES pH 7.9, 55 mM KCl, 3 mM MgAc, 1 mM DTT, 4% Ficoll, 250 µg/ml BSA, 0.1 µg/µl poly[d(I-C)] in the presence or absence of specific competitor DNA or anti-Pax5 antibody for 30 min at room temperature. Protein-DNA complexes were separated on a 4% polyacrylamide gel in 0.25× TBE buffer (22 mM Tris-borate pH 8.3, 0.5 mM EDTA) at 100 V for 2–3 h at room temperature. Gels were subjected to fluorography using the ChemiDoc MP Imaging System (Bio-Rad Laboratories). The oligonucleotides used for EMSA analysis are listed in Dataset EV2.

### Transient transfection assays

The luciferase reporter gene pXPG-P4 was generated by linking the entire PAIR4 sequence with PAIR4 exon 1 and 2 to the promoter-less firefly luciferase gene present in plasmid pXPG (Bert et al, 2000; shown in Fig EV4I). The mutant CTCF-binding site (shown in Fig EV4B) was introduced to generate pXPG-P4ΔCTCF while a wild-type CTCF-binding site was additionally inserted upstream of PAIR4 in the construct pXPG-CTCF-P4ΔCTCF. Transient transfections of cells of the pro-B cell line 38B9 (Alt et al, 1984) and the pre-B cell line PD31 (Lewis et al, 1982) were performed six times in triplicate using the Lipofectamine 2000 reagent (Invitrogen). Pro-B and pre-B cells ( $2 \times 10^5$ ) were co-transfected with the firefly luciferase construct (40 ng) and control vector pRL-CMV (0.2 ng; Promega) expressing the Renilla luciferase gene under the control of the CMV enhancer and promoter. After 24 h, the cells were lysed, and luciferase activities were measured using the Dual-Glo Luciferase Assay System (Promega) in the Synergy 2 microplate reader (Biotek). The firefly luciferase activities were normalized to the control Renilla luciferase activity.

How the deposited data were processed for this re-analysis (not part of the article)

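VDJ‐seq was analysed in ex vivo-sorted pro‐B cells of *Igh* +/+ mice and of mice with 1 of 9 mutant genotypes (*Igh* Δ890/Δ890, *Igh* P4V/P4V, *Igh* P4/P4, *Igh* P4inv/P4inv, *Igh* P4StopG/P4StopG, *Igh* P4GV/P4GV, *Igh* P4ΔPax5GV/P4ΔPax5GV, *Igh* P4ΔCtcfGV/P4ΔCtcfGV and *Igh* EμG/EμG), and RNA‐seq in immature IgM b B cells of 3 *Igh* P4V/+ and 2 *Igh* Δ890/+ mice. For VDJ‐seq, the authors sheared genomic DNA, added unique molecular identifiers, captured joints by extension from J_H_ primers, sequenced them in paired-end mode, removed duplicates and assigned the reads to V_H_ genes as described by Chovanec et al. The deposited value of each V_H_ gene is a percentage of all unique VDJ_H_ and DJ_H_ joints of the library, which the authors had already normalized in this way. For RNA‐seq, the authors aligned the reads with TopHat, removed duplicates, counted unique reads on genes with featureCounts, using an annotation with added immunoglobulin segments, and deposited TPM values. Neither the percentages nor the TPM values carry a number of joints or reads. The depth of each library and the counting error of each value are therefore unknown, no intervals from counts are given, and all errors are spreads between mice.

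Of 48 VDJ‐seq libraries, 44 were used. The identity of each library was checked by its usage of the 49 V_H_ genes of the *Igh* Δ890 deletion that are listed and by comparison with the values that the source data of the paper list for each replicate. In 3 pairs of libraries, the values were identical, and 4 libraries whose label and values were at odds were left out. The source data list a further 3 replicates whose values match none of the libraries, and these were not analysed here. The libraries name 253 different V_H_ genes, of which 233 are listed in every library, and 183 of the 185 V_H_ genes of Dataset EV1 were found among them. The *Igh* +/+ libraries were assigned to 5 control sets by experiment number and figure panel. The fourth *Igh* +/+ and the fourth *Igh* P4GV/P4GV experiment of Fig 6E were kept with the first 3 of their panel, although their experiment numbers and V_H_ gene names are those of the later run, to which the source data scale the latter. The labels carry no replicate numbers that pair mice. For mRNA, the 3 libraries labelled with the homozygous genotype were used as *Igh* P4V/+. The paper describes them so for the cross and in Fig EV3A, although a sentence of it also calls them *Igh* P4V/P4V. In 2 libraries, 4 and 1 entries held no TPM value, and these genes were not used. The experiments of the paper for which no library was given were not analysed here.

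From the percentages, the summed usage of the 6 distal V_H_ genes (V_H_1‐85 to V_H_1‐80) and the 6 downstream V_H_ genes (V_H_1‐47, V_H_1‐43, V_H_1‐42, V_H_1‐39, V_H_1‐37 and V_H_1‐36), the percentage of VDJ_H_ joints and the usage of V_H_8‐7 as a percentage of VDJ_H_ joints were computed. The normalized recombination frequency is the mean over the 6 genes of usage divided by the mean usage in the *Igh* +/+ libraries of the same control set, divided by the mean of this value over the 3 *Igh* Δ890/Δ890 libraries. This scaling removes differences between the *Igh* +/+ libraries of the control sets and lets each of these libraries enter the values of its mutants. Of 41 comparisons of single values, 33 were tested by exact permutation tests of the difference between group means (two‐sided, all splits) and 2, of upstream with downstream V_H_ genes, by an exact test that flips the pair within each library, whereas 6 with the single *Igh* P4ΔCtcfGV/P4ΔCtcfGV library were not tested. These p-values were not adjusted for the number of comparisons. Between control sets, they also leave out the error of the *Igh* +/+ means used for the scaling. Usage of single V_H_ genes was tested with limma (lmFit and eBayes with trend) on log2(usage + 0.01) over the V_H_ genes outside the deletion with a mean usage of at least 0.01%, with only the libraries of the groups compared in the fit. mRNA was tested with limma on log2(TPM + 1) over the genes with a mean of at least 1 TPM. P-values were adjusted by the Benjamini-Hochberg method and a threshold of 0.05 was used. Changes are on these log2 scales, which understate the change of little used V_H_ genes and of genes with low TPM values. No model was fitted for the single *Igh* P4ΔCtcfGV/P4ΔCtcfGV library. Positions of V_H_ genes are from the mm10 annotation, whereas the paper gives mm9 coordinates.

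The V_H_ genes named are those the paper names for VDJ‐seq or mRNA, and in each comparison up to 3 further V_H_ genes with the smallest adjusted p-values among those that passed the threshold without overlap of the libraries. For mRNA, up to 5 genes that rose and 5 that fell by the same criteria could be named. V_H_ genes named outside this rule are marked as chosen after their values were seen. Both limma analyses were tested on simulated data. For usage, 20 of 89 V_H_ genes were changed by 1.5 on the log2 scale in 20 rounds, and 97.2% of the changed genes were called, with 6.47% of the calls being false. For mRNA, 200 of 11681 genes were changed by 2 on the log2 scale, of which 177 (88.5%) were called, together with 8 false calls. The spreads were assigned to the genes at random, and far more genes were changed than passed in the data, which eases the adjusted threshold. The share called therefore does not give the power of the mRNA test. The alternatives covered the scaling between control sets, the unit of usage, the averaging over the 6 genes, the choice of *Igh* +/+ libraries, pseudocounts, filters, the trend of eBayes, a joint fit with the control set as a term, rescaling and quantile normalization of TPM, the grouping by label, and leaving out each library in turn. In all, 38 alternatives were listed at the start and 4 were added later. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used, with seeds of 7 and 11 for the simulations of usage and mRNA.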

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

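The test of shared *Igh* +/+ libraries was chosen before its result was seen. For the test of a common gain in genotypes not used to choose the genes, the criterion was written before the test was run. The other tests in this part were chosen after their results were seen.

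The third *Igh* +/+ experiment of Fig 3G lay far from the other 5 *Igh* +/+ libraries of its control set in 3 measures. Its VDJ_H_ joints made up 78.8% of all joints (46.5 to 56.8% in the others), its normalized frequency of the 6 downstream V_H_ genes was 5.67 (2.77 to 3.50 in the others), and V_H_8‐7 made up 0.287% of its VDJ_H_ joints (0.496 to 0.605% in the others). In the control set of *Igh* P4GV/P4GV pro‐B cells, the first *Igh* +/+ experiment had 33.8% VDJ_H_ joints, compared with 42.6 to 43.8% in the other 3. In total, 12 groups of libraries and measures were examined in this way and 4 values lay beyond the critical value, where chance gives about 1 in 20, but 3 of the 4 come from a single library. For the third *Igh* +/+ experiment of Fig 3G, a library of another genotype under this label is argued against by the usage of the deleted V_H_ genes, which was 23.0% of the joints, above the 6.97 to 13.2% of the other 17 *Igh* +/+ libraries and far above the 0.121 to 0.280% of the 26 mutant libraries. A larger number of VDJ_H_ joints with the same mix of V_H_ genes is argued against as the whole cause, as the 6 distal V_H_ genes made up 6.00% of its VDJ_H_ joints, compared with 3.28 to 4.35% in the other libraries of the set. A difference in the sorted cells, in the mouse or in the preparation of the library stays open and was not tested. No explanation was tested for the first *Igh* +/+ experiment of the *Igh* P4GV/P4GV control set, and the condition of both libraries gives no biological explanation.

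Several V_H_ genes that the paper does not discuss had changed usage in most genotypes with the *Igh* Δ890 deletion. They were chosen after their values were seen. Over the 8 genotypes tested with limma against their own *Igh* +/+ libraries, the median log2 changes were 0.85 for V_H_1‐12, 0.73 for V_H_6‐3, 0.55 for V_H_13‐2, 0.52 for V_H_10‐3 and 0.51 for V_H_12‐3, with a higher usage in 8 of 8 genotypes each. V_H_1‐12 and V_H_13‐2 passed the adjusted threshold in 6 and the other 3 genes in 5 of the 8 genotypes. V_H_15‐2 had a median log2 change of −0.84 and passed with lower usage in 8 of 8 genotypes (−1.19 to −0.69). In mm10, these genes lie between 114357761 (V_H_13‐2) and 114616143 (V_H_1‐12) on chromosome 12, on the proximal side of the deletion. With VDJ_H_ joints only as the total, the median changes were 1.20, 1.01, 0.87, 0.84 and 0.86, with 8 of 8 genotypes past the threshold for each of the 5 genes, and relative to the proximal V_H_ genes they were 0.82, 0.65, 0.50, 0.47 and 0.51, so that the direction was the same under the 3 units. The unit moves the median of the tested V_H_ genes, for example from −0.40 over 89 V_H_ genes to 0.18 over 93 V_H_ genes in *Igh* Δ890/Δ890 pro‐B cells as a percentage of VDJ_H_ joints only.

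The 8 comparisons share *Igh* +/+ libraries between genotypes. In 100 simulated rounds of unchanged groups set against the same *Igh* +/+ libraries, the largest number of V_H_ genes higher in at least 5 of 8 genotypes was 0, compared with 5 in the data. The simulated groups were drawn around the means of these same libraries, so that a chance error of a shared control mean could not enter. The simulation therefore cannot decide whether the shared control libraries are a cause. A common gain of all V_H_ genes outside the deletion, as fewer V_H_ genes compete, could be a source too. It was tested with 9 V_H_ genes that passed with higher usage in at least 2 of 3 genotypes (*Igh* Δ890/Δ890, *Igh* P4V/P4V and *Igh* P4/P4), including the 5 above, in the other 5 genotypes, which share no library with these 3. As a percentage of VDJ_H_ joints, 44 of the 45 values lay above the median V_H_ gene, 24 of them past the threshold (limma), compared with 6.36% of the values of the other V_H_ genes that the paper does not name. This falls short of the criterion written before the test was run, which asked for 45 of 45, and alone it leaves the explanation open. Scaling to the proximal V_H_ genes, which removes a common gain, left each of the 5 genes higher past the threshold in at least 5 of the 8 genotypes. This argues against a common gain as the whole cause, on a result that was known when this reading was chosen, and a part stays open. The lower usage of V_H_15‐2 is not explained by fewer VDJ_H_ joints alone, since it stayed past the threshold in 7 of 8 genotypes as a percentage of VDJ_H_ joints only (median log2 change −0.50). The assignment of reads to similar V_H_ genes and a local effect of the deletion on these V_H_ genes were not tested and stay open. According to the paper, the mutant alleles are of C57BL/6 origin and the mutant strains were backcrossed to C57BL/6.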

How the results depend on the processing

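Of the alternatives, 38 were set before the data were examined and 4 were chosen after the values were seen, namely grouping the libraries as the source data list them, forming the control sets by the V_H_ gene names listed in each library, both together, and dividing the control set of *Igh* P4inv/P4inv, *Igh* P4StopG/P4StopG and *Igh* EμG/EμG into its 3 runs of consecutive experiments. Over the 52 results that answer a comparison, 400 of 493 values obtained with another setting kept their direction and their side of the threshold (or moved by less than the spread), 7 were weaker, 5 stronger and 19 reversed, and 62 values without a test or counts moved. For 63 results on single genes, 466 of 510 values were unchanged in this sense, 41 were weaker and 3 moved. When each library was left out in turn, 441 of 500 and 318 of 373 values were unchanged. Of the former 19 were weaker, 6 stronger, 31 moved and 3 reversed, and of the latter 48 were weaker, 3 stronger, 2 moved and 2 reversed. Comparisons whose smallest possible p lies above the threshold, as with 3 libraries against 3, could change only by reversing their direction. The counts of unchanged values are thus partly fixed in advance and do not measure how far the values moved. Any change to the other side of no difference was counted as reversed, however small. The cause of a change was not tested except where stated. DESeq2 was not run because no counts were given, and neither the comparisons with the single *Igh* P4ΔCtcfGV/P4ΔCtcfGV library nor fits that leave a group with 1 library were run with limma. No paired analysis was possible because the labels give no replicate numbers that are shared between the groups. The unknown depth limits what can be said of little used V_H_ genes such as V_H_1‐83, V_H_1‐84, V_H_1‐43 and V_H_1‐37.

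The frequency of the 6 distal V_H_ genes relative to *Igh* Δ890/Δ890 pro‐B cells stayed above 1 for each genotype under every alternative, with ranges over the alternatives set at the start of 1.96 to 3.92 (*Igh* +/+), 4.27 to 5.98 (*Igh* P4V/P4V), 2.35 to 2.97 (*Igh* P4/P4), 1.68 to 3.31 (*Igh* P4inv/P4inv), 1.82 to 3.21 (*Igh* P4StopG/P4StopG), 4.64 to 6.41 (*Igh* P4GV/P4GV), 2.88 to 5.48 (*Igh* P4ΔPax5GV/P4ΔPax5GV) and 2.69 to 5.98 (*Igh* EμG/EμG). The ratio of *Igh* P4V/P4V to *Igh* P4/P4 pro‐B cells (1.72 to 2.01) and the ratios of upstream to downstream V_H_ genes also kept their direction. With the 3 *Igh* +/+ libraries of the control set of the deletion only, *Igh* +/+ relative to *Igh* Δ890/Δ890 pro‐B cells was 2.96 with p = 0.1 (exact permutation test), as 3 libraries against 3 cannot pass the threshold.

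Without scaling between control sets, the ratio of *Igh* P4/P4 to *Igh* P4inv/P4inv pro‐B cells was 0.897, of *Igh* P4/P4 to *Igh* P4StopG/P4StopG 0.927 and of *Igh* P4V/P4V to *Igh* P4GV/P4GV 1.05, all reversed. That of *Igh* P4V/P4V to *Igh* EμG/EμG was 0.998, which is no difference. *Igh* P4GV/P4GV relative to *Igh* P4ΔPax5GV/P4ΔPax5GV was 1.03 and no longer past the threshold, *Igh* P4GV/P4GV relative to *Igh* P4ΔCtcfGV/P4ΔCtcfGV 0.602 and *Igh* P4ΔCtcfGV/P4ΔCtcfGV relative to its *Igh* +/+ controls 2.47. With a scaling to all *Igh* +/+ libraries together, the first 3 ratios were 0.887, 0.907 and 1.03, also reversed, and the ratios of *Igh* P4GV/P4GV to *Igh* P4ΔPax5GV/P4ΔPax5GV and *Igh* P4ΔCtcfGV/P4ΔCtcfGV were 1.04 (weaker) and 0.596. By construction, both settings leave out the difference in *Igh* +/+ usage between the control sets.

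With VDJ_H_ joints only as the total, *Igh* P4/P4 and *Igh* P4StopG/P4StopG relative to their *Igh* +/+ controls were reversed to 1.20 and 1.03, *Igh* EμG/EμG was 1.75 and now past the threshold, *Igh* P4ΔCtcfGV/P4ΔCtcfGV was 4.65 relative to *Igh* Δ890/Δ890 and 2.38 relative to *Igh* +/+ pro‐B cells, and *Igh* P4GV/P4GV and *Igh* P4ΔPax5GV/P4ΔPax5GV relative to *Igh* P4ΔCtcfGV/P4ΔCtcfGV were 0.998 and 0.749. Relative to the proximal V_H_ genes, *Igh* P4inv/P4inv relative to *Igh* +/+ pro‐B cells was 0.619 and now past the threshold, *Igh* P4ΔCtcfGV/P4ΔCtcfGV was 5.11 relative to *Igh* Δ890/Δ890 and 1.89 relative to *Igh* +/+ pro‐B cells, *Igh* P4GV/P4GV relative to *Igh* P4ΔCtcfGV/P4ΔCtcfGV was reversed to 1.04 and *Igh* P4ΔPax5GV/P4ΔPax5GV relative to *Igh* P4ΔCtcfGV/P4ΔCtcfGV was 0.731. With the summed usage of the 6 genes, *Igh* P4/P4 relative to *Igh* +/+ was 1.00, *Igh* P4ΔCtcfGV/P4ΔCtcfGV relative to *Igh* +/+ was 2.92 and *Igh* P4V/P4V relative to *Igh* P4GV/P4GV was 0.796, now past the threshold. Without V_H_1‐83 and V_H_1‐84, these values were 1.08 (reversed), 2.96 and 0.818 (past the threshold). With the geometric mean, *Igh* P4ΔCtcfGV/P4ΔCtcfGV relative to *Igh* +/+ was 2.51.

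When every library was grouped by its label, *Igh* P4ΔCtcfGV/P4ΔCtcfGV was 3.19 relative to *Igh* Δ890/Δ890 and 1.08 relative to *Igh* +/+ pro‐B cells, *Igh* P4ΔPax5GV/P4ΔPax5GV relative to *Igh* +/+ was reversed to 0.974, *Igh* P4GV/P4GV relative to *Igh* P4ΔCtcfGV/P4ΔCtcfGV was reversed to 1.94, *Igh* P4ΔPax5GV/P4ΔPax5GV relative to *Igh* P4ΔCtcfGV/P4ΔCtcfGV was 0.905, the V_H_8‐7 ratio of *Igh* P4ΔCtcfGV/P4ΔCtcfGV was reversed to 1.28 and its VDJ_H_ percentage was higher by 1.66 points. This grouping puts libraries with the values of *Igh* +/+ and *Igh* P4GV/P4GV experiments into the *Igh* P4ΔCtcfGV/P4ΔCtcfGV group. It also puts libraries with the values of *Igh* P4ΔCtcfGV/P4ΔCtcfGV experiments among the *Igh* +/+ controls. The values obtained with it therefore do not test these comparisons. With the grouping of the source data, chosen after the values were seen, *Igh* P4ΔCtcfGV/P4ΔCtcfGV was 6.30 relative to *Igh* Δ890/Δ890 and 2.13 relative to *Igh* +/+, *Igh* P4GV/P4GV and *Igh* P4ΔPax5GV/P4ΔPax5GV relative to *Igh* P4ΔCtcfGV/P4ΔCtcfGV were 0.983 and 0.721, and the VDJ_H_ percentage of *Igh* P4ΔCtcfGV/P4ΔCtcfGV was reversed and fell by 1.93 points. With control sets by V_H_ gene names, also chosen after the values were seen, *Igh* P4ΔCtcfGV/P4ΔCtcfGV relative to *Igh* +/+ was 2.85, *Igh* P4GV/P4GV relative to *Igh* P4ΔPax5GV/P4ΔPax5GV was 1.21 (weaker) and relative to *Igh* P4ΔCtcfGV/P4ΔCtcfGV 0.700. With both, these values were 2.28, 1.21 (weaker) and 0.876, *Igh* P4ΔPax5GV/P4ΔPax5GV relative to *Igh* P4ΔCtcfGV/P4ΔCtcfGV was 0.723 and the VDJ_H_ percentage of *Igh* P4ΔCtcfGV/P4ΔCtcfGV fell by 2.18 points (reversed).

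With the control set of *Igh* P4inv/P4inv, *Igh* P4StopG/P4StopG and *Igh* EμG/EμG divided into its 3 runs of consecutive experiments, also chosen after the values were seen, each genotype was compared with the 2 *Igh* +/+ libraries of its run. Those of the *Igh* P4StopG/P4StopG run include the third *Igh* +/+ experiment of Fig 3G. The VDJ_H_ percentage of *Igh* P4StopG/P4StopG fell by 27.5 points and was no longer past the threshold, as 3 libraries against 2 allow no p under 0.1. Relative to *Igh* Δ890/Δ890 pro‐B cells, *Igh* P4inv/P4inv was 2.02, *Igh* P4StopG/P4StopG 1.59 and *Igh* EμG/EμG 4.68, and relative to their *Igh* +/+ controls they were 0.683, 0.538 and 1.58. The ratios of *Igh* P4/P4 to *Igh* P4inv/P4inv and *Igh* P4StopG/P4StopG were 1.35 and 1.72, and that of *Igh* P4V/P4V to *Igh* EμG/EμG was 1.12. The 2 controls of *Igh* P4StopG/P4StopG in this grouping include the third *Igh* +/+ experiment of Fig 3G. The single V_H_ genes were not fitted in this grouping.

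Against all *Igh* +/+ libraries, the V_H_8‐7 ratio of *Igh* P4V/P4V was 1.00, the VDJ_H_ percentage fell by 17.5 points in *Igh* Δ890/Δ890 (now past the threshold) and fell by 11.4 points in *Igh* P4StopG/P4StopG pro‐B cells (weaker), and it was higher by 0.418 points in *Igh* P4ΔCtcfGV/P4ΔCtcfGV. Taken over all joints, the V_H_8‐7 ratio of *Igh* P4GV/P4GV was reversed to 0.950 and that of *Igh* P4ΔCtcfGV/P4ΔCtcfGV was 0.620. The ratios of *Igh* P4V/P4V and *Igh* P4ΔPax5GV/P4ΔPax5GV to the *Igh* +/+ libraries of their own control sets kept their direction, at 0.744 and 1.12.

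The number of V_H_ genes past the threshold was 50 for *Igh* Δ890/Δ890 (7 higher, 43 lower), 14 for *Igh* P4V/P4V (11 and 3), 20 for *Igh* P4/P4 (11 and 9), 15 for *Igh* P4inv/P4inv (4 and 11), 6 for *Igh* P4StopG/P4StopG (0 and 6), 3 for *Igh* EμG/EμG (0 and 3), 26 for *Igh* P4GV/P4GV (20 and 6), 12 for *Igh* P4ΔPax5GV/P4ΔPax5GV (11 and 1) and 7 for *Igh* P4V/P4V against *Igh* P4/P4 (6 and 1). When expressed as a percentage of VDJ_H_ joints only, it was 51 for *Igh* Δ890/Δ890 (37 and 14), 39 for *Igh* P4GV/P4GV (34 and 5), 9 for *Igh* P4V/P4V against *Igh* P4/P4 (6 and 3), 40 for *Igh* P4V/P4V (37 and 3), 48 for *Igh* P4/P4 (42 and 6), 36 for *Igh* P4inv/P4inv (30 and 6), 21 for *Igh* P4StopG/P4StopG (18 and 3), 24 for *Igh* EμG/EμG (23 and 1) and 23 for *Igh* P4ΔPax5GV/P4ΔPax5GV (22 and 1). Relative to the proximal V_H_ genes, it was 49 for *Igh* Δ890/Δ890 (12 and 37), 16 for *Igh* P4ΔPax5GV/P4ΔPax5GV (10 and 6), 32 for *Igh* P4V/P4V (19 and 13), 41 for *Igh* P4/P4 (17 and 24), 24 for *Igh* P4inv/P4inv (5 and 19), 14 for *Igh* P4StopG/P4StopG (1 and 13), 8 for *Igh* EμG/EμG (3 and 5) and 41 for *Igh* P4GV/P4GV (20 and 21). With all libraries in 1 fit with the control set as a term, it was 33 for *Igh* Δ890/Δ890 (3 and 30), 9 for *Igh* P4V/P4V (7 and 2), 12 for *Igh* P4/P4 (6 and 6), 19 for *Igh* P4inv/P4inv (10 and 9), 14 for *Igh* P4ΔPax5GV/P4ΔPax5GV (10 and 4), 36 for *Igh* P4StopG/P4StopG (3 and 33) and 17 for *Igh* EμG/EμG (4 and 13). With no filter on usage, where 134 V_H_ genes were tested, it was 4 for *Igh* P4V/P4V, 5 for *Igh* P4/P4 (2 and 3) and 3 for *Igh* P4V/P4V against *Igh* P4/P4. Without the trend of eBayes it was 6 for *Igh* EμG/EμG (1 and 5), and with the grouping by label 0 for *Igh* P4ΔPax5GV/P4ΔPax5GV (6 at an unadjusted p under 0.05).

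For mRNA, the only gene past the threshold was a distal V_H_ gene. No gene passed with a pseudocount of 0.1 or 5, without the trend, with TPM rescaled without immunoglobulin genes or with quantile normalization (521, 518, 564, 477 and 514 genes at an unadjusted p under 0.05), and with no filter on TPM 66 genes passed (15 higher, 51 lower), of which 0 were distal V_H_ genes. Under each of these settings, 5 of the 6 distal V_H_ genes had an unadjusted p under 0.05.

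With each library left out in turn, *Igh* P4GV/P4GV relative to *Igh* Δ890/Δ890 pro‐B cells ranged from 5.60 to 6.78 (7 of the 14 values with a p above the threshold, as fewer libraries allow no smaller p), relative to *Igh* P4ΔPax5GV/P4ΔPax5GV from 1.27 to 1.42 (7 weaker, likewise) and relative to *Igh* P4ΔCtcfGV/P4ΔCtcfGV from 0.733, without the first *Igh* +/+ experiment of Fig 6E, to 0.821. *Igh* P4/P4 relative to its *Igh* +/+ controls ranged from 0.881 to 1.03, reversed without the third *Igh* +/+ experiment of Fig 3D. *Igh* P4V/P4V relative to *Igh* P4GV/P4GV ranged from 0.803 to 0.934 and passed the threshold in 2 of 20 values. The V_H_8‐7 ratio of *Igh* P4V/P4V ranged from 0.890 to 1.02, reversed without the third *Igh* +/+ experiment of Fig 3D and without the third *Igh* P4V/P4V experiment (1.01). The VDJ_H_ percentage changed by between −21.1 and −14.7 points in *Igh* P4StopG/P4StopG and between −19.4 and −12.9 points in *Igh* EμG/EμG, where the smallest changes were found without the third *Igh* +/+ experiment of Fig 3G.

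The counts of V_H_ genes ranged from 32 (without the second *Igh* +/+ experiment of Fig 2D) to 54 for *Igh* Δ890/Δ890, from 3 (without the first *Igh* P4V/P4V experiment) to 23 for *Igh* P4V/P4V and from 8 (without the second *Igh* P4/P4 experiment) to 35 for *Igh* P4/P4, the highest of both without the third *Igh* +/+ experiment of Fig 3D. They ranged from 5 (without the second *Igh* P4inv/P4inv experiment) to 31 for *Igh* P4inv/P4inv, from 1 (without the first *Igh* P4StopG/P4StopG experiment) to 26 for *Igh* P4StopG/P4StopG and from 0 (without the third *Igh* EμG/EμG experiment, with 16 at an unadjusted p under 0.05) to 26 for *Igh* EμG/EμG, the highest of each without the third *Igh* +/+ experiment of Fig 3G. They ranged from 17 (without the fourth *Igh* +/+ experiment of Fig 6E) to 33 for *Igh* P4GV/P4GV and from 8 (without the second *Igh* P4ΔPax5GV/P4ΔPax5GV experiment) to 28 (without the first) for *Igh* P4ΔPax5GV/P4ΔPax5GV. For mRNA, between 0 and 4 genes passed, of which 0 to 3 were distal V_H_ genes, with 0 (837 at an unadjusted p under 0.05) without the *Igh* P4V/+ library with the highest V_H_1‐85 value (222 TPM) and 4 without that with the lowest (133 TPM). The log2 change of V_H_1‐83 mRNA, 0.19 with all libraries, ranged up to 0.72 without the *Igh* Δ890/+ library with the higher value (2.33 TPM) and was reversed to −0.11 without the *Igh* P4V/+ library with the highest V_H_1‐83 value (3.01 TPM) and to −0.33 without the *Igh* Δ890/+ library with the lower value (0.606 TPM).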

Differences from the paper's values

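No value that the paper states for a measure computed here differed by more than the replicate error and more than 1.5‐fold with the settings set before the data were examined as the main ones. The largest gap was for the 6 distal V_H_ genes in *Igh* P4ΔCtcfGV/P4ΔCtcfGV pro‐B cells, where the normalized recombination frequency was 7.88 in the 1 library used, compared with the paper's 5.3 for 3 replicates. The paper's source data list 4.09, 4.42 and 7.36 for these replicates. The library used has the values of the third of them, so that 7.88 stands against 7.36 for the same values. Of the alternatives set before the data were examined, usage relative to the proximal V_H_ genes gave 5.11 and usage as a percentage of VDJ_H_ joints only gave 4.65, whereas no scaling gave 9.42 and grouping by label gave 3.19. Grouping the libraries as the source data list them gave 6.30, a setting chosen after seeing the values. For *Igh* P4GV/P4GV and *Igh* P4ΔPax5GV/P4ΔPax5GV pro‐B cells, the values were 6.19 and 4.54, compared with the paper's 5.8 and 4.3, and forming the control sets by V_H_ gene names, also chosen after seeing the values, gave 5.92 and 4.88.

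The paper describes the distal V_H_ genes as recombining at a similar level in *Igh* P4ΔCtcfGV/P4ΔCtcfGV, *Igh* P4GV/P4GV and *Igh* P4V/P4V pro‐B cells, with *Igh* P4GV/P4GV slightly above *Igh* P4ΔCtcfGV/P4ΔCtcfGV. In the libraries used, the *Igh* P4ΔCtcfGV/P4ΔCtcfGV value was the highest of the 3, and *Igh* P4GV/P4GV relative to *Igh* P4ΔCtcfGV/P4ΔCtcfGV was 0.786. The order of the paper was obtained relative to the proximal V_H_ genes (1.04). Grouping by label gave 1.94. That grouping puts libraries with the values of an *Igh* +/+ and of an *Igh* P4GV/P4GV experiment into the *Igh* P4ΔCtcfGV/P4ΔCtcfGV group, so that it does not test the order.

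The paper describes the mRNA of V_H_1‐80, V_H_1‐81, V_H_1‐82 and V_H_1‐85 as strongly increased. With adjustment over all genes tested, only V_H_1‐82 passed the threshold, although the 4 genes rose in 3 of 3 *Igh* P4V/+ libraries. Adjusted over the list alone, the 4 genes passed. With adjustment over all genes, V_H_1‐80 (adjusted p = 0.00365) and V_H_1‐85 (adjusted p = 0.0347) passed with limma without the *Igh* P4V/+ library with the lowest V_H_1‐85 value (133 TPM), and V_H_1‐81 (adjusted p = 0.0104) passed without the one with the highest V_H_1‐81 value (672 TPM).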

Other observations

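The tests of the deleted V_H_ genes by their 5 most used members, of plasma cell RNA and of mRNA against usage were chosen before their results were seen, and the other tests in this part after. How the results of the first 2 tests are read was revised after they were seen, towards leaving the explanation open, and the test of the other deleted V_H_ genes was added later.

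Other splits of the same libraries were fitted with limma for each count of V_H_ genes with at least 3 libraries in both groups, that is not for *Igh* P4ΔPax5GV/P4ΔPax5GV, which has 2 *Igh* +/+ libraries. For *Igh* Δ890/Δ890, *Igh* P4V/P4V and *Igh* P4/P4 against *Igh* +/+ pro‐B cells and for *Igh* P4V/P4V against *Igh* P4/P4 pro‐B cells, 1 of the 10 splits, the real one, gave as many V_H_ genes past the threshold, and no other split gave any, but 10 splits cannot give a share under 0.1. For *Igh* P4inv/P4inv, 1 of the 84 splits gave as many (15 V_H_ genes), with 7 in the next largest. For *Igh* P4StopG/P4StopG, 3 of the 84 splits gave 6 or more V_H_ genes, and for *Igh* EμG/EμG, 3 of the 84 splits gave 3 or more, with 7 in the largest of these. For *Igh* P4GV/P4GV, 1 of the 35 splits gave as many.

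The 4 left-out VDJ‐seq libraries have values that equal, gene for gene, those that the source data list for another genotype than their label. This was found in 4 of 4 libraries, but as such a match was a reason to leave them out, it does not test how the mismatch arose, which stays open. The normalized recombination frequency of the 6 distal V_H_ genes was 4.72 and 7.88 in the 2 libraries labelled *Igh* +/+, and 2.31 and 4.91 in the 2 labelled *Igh* P4ΔCtcfGV/P4ΔCtcfGV. The percentage of VDJ_H_ joints was 33.2% and 47.0% in the former and 42.8% and 38.4% in the latter.

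The higher normalized frequency of *Igh* P4/P4 than of *Igh* P4inv/P4inv and *Igh* P4StopG/P4StopG pro‐B cells may come from the *Igh* +/+ libraries of the control sets rather than from the mutants. Without scaling, the ratio of *Igh* P4/P4 to *Igh* P4inv/P4inv was 0.897, which leaves this explanation open. Scaled to the own *Igh* +/+ libraries, with each library left out in turn, the ratio of *Igh* P4/P4 to *Igh* P4inv/P4inv was between 1.18 and 1.58. That of *Igh* P4/P4 to *Igh* P4StopG/P4StopG was between 1.19 and 1.57. This scaling separates genotype and control set only if a control set shifts mutant and *Igh* +/+ libraries alike. This cannot be checked here, because no control set holds both *Igh* P4/P4 and *Igh* P4inv/P4inv or *Igh* P4StopG/P4StopG libraries. A biological effect of the orientation stays open too.

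The V_H_ genes of the *Igh* Δ890 deletion were used at a low level in the mutant libraries, with 0.121 to 0.280% of the joints, or 0.992 to 2.50% of the usage in the *Igh* +/+ libraries of the same control set. Joints of *Igh* +/+ cells in the mutant libraries, such as from carry-over between samples, could be a source. They would have the mix of V_H_ genes of *Igh* +/+ libraries. The 5 deleted V_H_ genes used most in *Igh* +/+ made up 30.8 to 37.5% of the usage of the 48 deleted V_H_ genes (without V_H_8‐7) in *Igh* +/+ and 17.4 to 51.1% in mutant libraries, and 15 of the 26 mutant libraries lay outside the *Igh* +/+ range, on both sides, so that this test alone leaves the explanation open. For V_H_1‐64, V_H_1‐69 and V_H_1‐56, chosen after their values were seen, it is argued against as the main source, as they made up 62.7 to 81.8% of this usage in mutant and 10.6 to 14.3% in *Igh* +/+ libraries, with 26 of 26 mutant libraries above every *Igh* +/+ library. Among the other 45 deleted V_H_ genes, the 5 used most in *Igh* +/+ made up 32.2 to 38.2% of the usage of these genes in *Igh* +/+ and 0 to 11.8% in mutant libraries (median 1.75%), with 26 of 26 mutant libraries below every *Igh* +/+ library, and 2 of these 5 genes were at 0 in each mutant library. Joints of *Igh* +/+ cells are therefore argued against as the source of the whole usage, whereas a small part stays open. Reads of similar V_H_ genes outside the deletion that were assigned to these genes stay open, as no sequences were compared.

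In 1 of the 3 *Igh* P4V/+ RNA‐seq libraries, that with the highest V_H_1‐81 value (672 TPM), mRNA of switched constant regions was raised, with 294 TPM of IGHA (24.1 to 59.6 in the other 4 libraries), 101 TPM of IGHG3 (5.54 to 23.8) and 46.9 TPM of IGHG2b (3.01 to 6.24), whereas IGHM (17759 TPM) lay within the range of the others (15339 to 19530). RNA of plasma cells could be a source. The median log2 ratio of 9 plasma cell markers listed before the test was 0.17 in this library relative to the other 4, within the range of these (−0.19 to 0.44), and 2 of the 9 markers were highest in it. Since 7 of the markers were at 1 TPM or more in all 5 libraries, including Mzb1 and Xbp1 at 535 and 182 TPM in this library, a small share of plasma cells would be hidden, and the explanation cannot be told apart from others.

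The paper relates the raised mRNA of the distal V_H_ genes to their increased recombination. Over the 6 distal V_H_ genes, a larger gain in recombination would be expected to go with a larger gain in mRNA if the gene by gene differences had this source. Across these genes, which are not independent replicates, the log2 ratio of usage in *Igh* P4V/P4V over *Igh* Δ890/Δ890 pro‐B cells and the log2 change of mRNA had a Pearson's r of −0.43 (exact permutation test, two‐sided, p = 0.465) and a Spearman's rho of −0.43 (p = 0.419, exact permutation test), with 0.00139 being the smallest p possible, and r was −0.47 without the 2 genes farthest from the median. This was the only relation of this kind computed. The usage rose most for V_H_1‐83, V_H_1‐84 and V_H_1‐82, of which the first 2 had low mRNA values, so that with 6 genes the test is open and does not bear on the average increase.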
